# Zinc inhibits lethal inflammatory shock by preventing microbe‐induced interferon signature in intestinal epithelium

**DOI:** 10.15252/emmm.201911917

**Published:** 2020-09-11

**Authors:** Jolien Souffriau, Steven Timmermans, Tineke Vanderhaeghen, Charlotte Wallaeys, Kelly Van Looveren, Lindsy Aelbrecht, Sylviane Dewaele, Jolien Vandewalle, Evy Goossens, Serge Verbanck, Filip Boyen, Melanie Eggermont, Lindsey De Commer, Riet De Rycke, Michiel De Bruyne, Raul Tito, Marlies Ballegeer, Sofie Vandevyver, Tiago Velho, Luis Ferreira Moita, Tino Hochepied, Karolien De Bosscher, Jeroen Raes, Filip Van Immerseel, Rudi Beyaert, Claude Libert

**Keywords:** genetics, inflammation, microbiota, nutrient, regulation, Digestive System, Immunology, Microbiology, Virology & Host Pathogen Interaction

## Abstract

The cytokine TNF drives inflammatory diseases, e.g., Crohn's disease. In a mouse model of TNF‐induced systemic inflammatory response syndrome (SIRS), severe impact on intestinal epithelial cells (IECs) is observed. Zinc confers complete protection in this model. We found that zinc no longer protects in animals which lack glucocorticoids (GCs), or express mutant versions of their receptor GR in IECs, nor in mice which lack gut microbiota. RNA‐seq studies in IECs showed that zinc caused reduction in expression of constitutive (STAT1‐induced) interferon‐stimulated response (ISRE) genes and interferon regulatory factor (IRF) genes. Since some of these genes are involved in TNF‐induced cell death in intestinal crypt Paneth cells, and since zinc has direct effects on the composition of the gut microbiota (such as several *Staphylococcus* species) and on TNF‐induced Paneth cell death, we postulate a new zinc‐related anti‐inflammatory mechanism. Zinc modulates the gut microbiota, causing less induction of ISRE/IRF genes in crypt cells, less TNF‐induced necroptosis in Paneth cells, and less fatal evasion of gut bacteria into the system.

**The paper explained**

**Problem**

Zinc has therapeutic effects, mainly in intestinal infections and diarrhea. The mechanism of this zinc effect is poorly known. Zinc also protects against intestinal effects induced by the cytokine tumor necrosis factor (TNF), which plays a key role in Crohn's disease. Since zinc was previously shown to protect in the TNF model in mice, we applied this model to investigate zinc's mode of action.

**Results**

By applying RNA‐seq in ileum biopsies in mice treated with water or ZnSO4 in the drinking water, we found that zinc causes strong downregulation of a large group of genes, known as ISRE/IRF genes. These are thought to (confirmed here) be induced in intestinal epithelium by gut microbes. Zinc lowers these genes, by actively and directly modulating the composition of the gut microbes, and our data suggest that mainly *Staphylococci* would be targeted by zinc. The reduction in ISRE/IRF genes is important, because several of these genes play an important role in killing certain epithelial cells (known as Paneth cells), when TNF is present. Because of the effects of zinc on bacteria and ISRE/IRF genes in these cells, they resist killing by TNF. How this leads to survival of the animals is not yet clear, but since zinc also reduces the escape of bacteria from the gut to other organs, the impact of zinc on the gut microbes or on the Paneth cell's death appears responsible as well. Mice with extremely high ISRE/IRF gene expression (e.g., because they have no adrenals) or extremely low ISRE/IRF genes, because they have no gut microbes, are not susceptible to the beneficial effects of zinc.

**Impact**

Now that the mechanism of zinc is unfolded, more precise zinc targeting or zinc replacing strategies in intestinal diseases where TNF is implicated (Crohn's disease) can be considered.

## Introduction

The cytokine TNF is a central player in inflammatory diseases and infections. TNFR1 (Puimege *et al*, 2014) is the main pathogenic TNF receptor and is strongly stimulated by acute and chronic expressed TNF. The systemic effects of TNF have been studied in detail. It is striking that the intestinal epithelium is sensitive to TNF‐induced damage: Transgenic TNF overexpression, via a myriad of mechanisms, clearly leads to inflammatory bowel disease and/or arthritis, and injection of TNF in mammals has shown that intestinal toxicity is a major dose‐limiting issue (Piguet *et al*, 1998; Kontoyiannis *et al*, 1999). Cell death of IECs as well as reduced expression of tight junctions appears essential in the increase in gut permeability induced by TNF. This reduced barrier between the homeostatic body and the gut luminal content is crucial (Van Hauwermeiren *et al*, 2015). In the lumen, the microbiota, consisting of many billions of microbes, predominantly bacteria, is present (Vrancken *et al*, 2019). Most of these are harmless if they remain in the gut lumen. TNF has been shown to lead to outflow of bacteria from the lumen and colonization of draining mesenteric lymph nodes (MLNs) and spleen (Van Hauwermeiren *et al*, 2015). Hence, broad‐spectrum antibiotics confer significant protection against TNF‐induced lethal systemic inflammatory response syndrome (SIRS; Van Hauwermeiren *et al*, 2015). Since IEC‐specific depletion of TNFR1 leads to a similar protective effect as an antibiotic treatment (Van Hauwermeiren *et al*, 2013), it appears conceivable that TNF, via TNFR1, induces IEC damage, followed by a bacterial contamination of organs.

The damage that is caused by TNF to IECs is incompletely understood, but is of utmost importance (Van Assche *et al*, 2010), as it may play a role in Crohn's disease. TNF induces cell death of IECs, shrinkage of villi and erosion (Piguet *et al*, 1998), and death of goblet cells as well as Paneth cells (Van Hauwermeiren *et al*, 2015). Glucocorticoids (GCs; e.g., the synthetic dexamethasone (Dex)), which function by binding to the glucocorticoid receptor (GR), confer protection against Crohn's diseases (Van Assche *et al*, 2010) and against TNF‐induced intestinal damage and lethal shock, when given prior to TNF. From a therapeutic viewpoint, this preventive therapy is not relevant, but this effect can help elucidating essential mechanisms. It was also shown that removal of adrenals which produce endogenous GCs drastically sensitizes to TNF and that GR mutant mice have sensitized IECs toward TNF (Ballegeer *et al*, 2018). The mechanism by which GCs/GR dampens TNF effects in the gut is thought to relate to the gut commensal flora: The microbes were recently shown to chronically induce, in the ileum, interferon‐stimulated response element (ISRE) genes, and interferon regulatory factor (IRF) genes, some of which are involved in necroptosis (*Ripk3*,* Mlkl,* and *Zbp1*; Ballegeer *et al*, 2018). When GCs or GR was absent, the IECs lost control over these genes, and hence, these genes underwent high expression. Under such conditions, low doses of TNF sufficed to cause induction of necroptosis followed by death of the animals. Interestingly, this necroptosis was confined to crypt cells known as Paneth cells (Ballegeer *et al*, 2018).

In humans, 25% of the global mortalities are caused by microbial infections. Many of these problems are due to the development of resistance against antibiotics. Investigation of interesting alternative antimicrobial strategies has become mandatory. Zinc has a huge potential in this respect, since zinc has been shown to increase the resistance of vulnerable patients (children, elderly, underfed) against diarrhea and gastrointestinal infections (Souffriau & Libert, 2018). We have previously published that a pretreatment of mice with ZnSO_4_ in the drinking water for 1 week leads to strong protection against TNF‐induced SIRS (Waelput *et al*, 2001; Van Molle *et al*, 2007), but the mechanism of protection remained unclear. Zinc is essential for a healthy intestinal homeostasis and is known to be essential for Paneth cell function and survival (Jouppila *et al*, 1976; Podany *et al*, 2016). In these cells, zinc is actively adsorbed by transporters and shuttled into the secretory vesicles, which contain anti‐bacterial defensins, some of which are activated by zinc‐dependent proteases, the most important of which being matrix metalloproteinase‐7 (MMP7; Wilson *et al*, 1999). Zinc has been shown to activate a specific transcription factor, metal transcription factor 1 (MTF1) by direct binding (Gunther *et al*, 2012), leading to numerous transcriptional changes, e.g., induction of a zinc transporter known as ZnT2 and coded by *Slc30a2*. ZnT2 is of importance in the intracellular zinc transport in Paneth cells (Podany *et al*, 2016). Zn has also been shown to have profound effects on the composition of the gut microbiota (Li *et al*, 2016; Zackular *et al*, 2016), but whether this is via direct anti‐bacterial effects, or via Paneth cells or other mechanisms is not clear.

In this paper, we studied the mechanism of protection of zinc against TNF‐induced lethal SIRS. We studied the cross‐talk of zinc with GCs/GR and found that zinc is unable to protect against TNF when GR is mutated or absent in the IECs or when corticosterone is absent. Zinc appeared to reduce the ISRE/IRF‐dependent genes in the IECs, thereby protecting these cells (particularly Paneth cells) against TNF‐induced necroptosis and bacterial influx from the gut lumen into the system. The mechanism by which zinc reduces ISRE/IRF genes was investigated and appears to relate to direct anti‐bacterial effects of zinc against certain bacterial taxa, such as *Staphylococcus sciuri* and *Staphylococcus nepalensis*. The elucidation of the action mechanism of zinc may lead to better understanding of zinc's effects in the treatment of intestinal infections and diarrhea in humans and farm animals.

## Results

### Glucocorticoids and GR dimers play an essential role in the zinc protection against TNF‐induced lethality

Endogenous and synthetic GCs and their receptor GR are crucial for the survival of mice against TNF‐induced SIRS (Vandevyver *et al*, 2012; Ballegeer *et al*, 2018). We investigated whether GCs are involved in the zinc‐induced protection against TNF. We used adrenalectomized (Adx) mice, which are unable to produce corticosterone. Adx mice were pretreated for 7 days with 25 mM ZnSO_4_ via the drinking water, a protocol that was published to confer optimal protection in the TNF model in normal mice (Waelput *et al*, 2001). In contrast to naïve C57BL/6J mice, Adx mice were not protected by ZnSO_4_ against a lethal intraperitoneal (i.p.) injection of TNF (Fig 1A). Serum corticosterone levels were indeed very low in Adx mice and were not increased upon 1‐week treatment of mice with ZnSO_4_ (Fig 1B). GR^Dim^ mice, which express a point‐mutant GR protein that forms less efficient GR homodimers and DNA interaction, were previously found to be extremely sensitive for TNF‐induced SIRS (Reichardt *et al*, 1998; Van Bogaert *et al*, 2011; Vandevyver *et al*, 2012; Ballegeer *et al*, 2018). ZnSO_4_ was unable to confer protection against TNF in these mice (Fig 1C). Increasing the zinc dose from 25 to 75 mM (the maximal tolerated dose for mice) for a week had no protective effect in GR^Dim^ mice either. Therefore, we conclude that the zinc protection against TNF requires the presence of corticosterone and functional GR dimers, i.e., involves GR‐mediated gene regulation.

**Figure 1:**
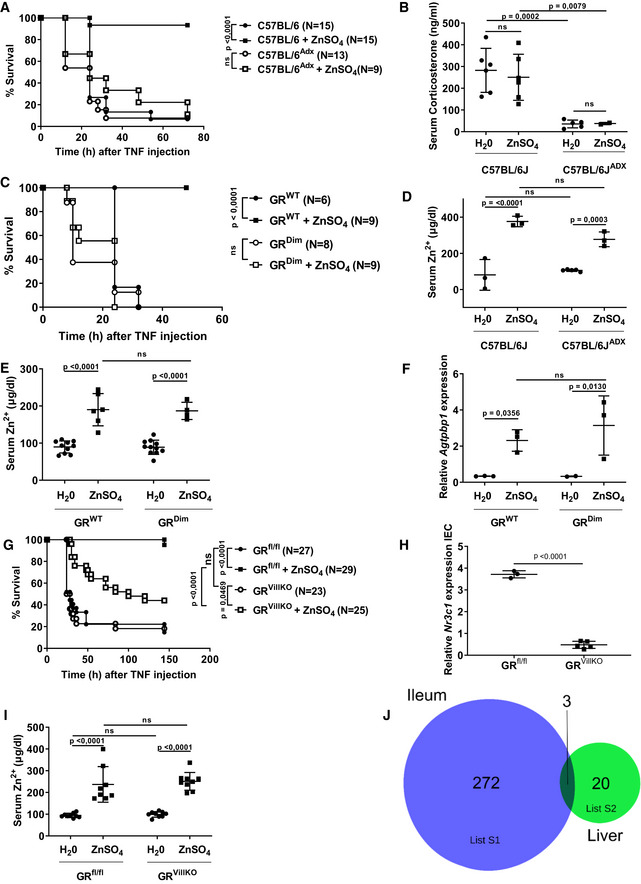
ZnSO_4_ fails to protect against a lethal TNF injection in Adx, GR^D^ ^im^, and GR^V^ ^ill^ ^KO^ mice ASurvival curves of C57BL/6J naïve and adrenalectomized (Adx) mice treated for 7 days with 25 mM ZnSO_4_ in the drinking water and challenged, i.p., with 30 μg (naïve) or 2 μg (Adx) TNF, solved in sterile PBS, per 20 g bodyweight. No deaths occurred later than 72 h after TNF injection. Results represent combined data of three experiments.BCorticosterone levels in the serum of C57BL/6J naïve and Adx mice after 7 days of 25 mM ZnSO_4_ supplementation to the drinking water (*N *=* *6 per group).CSurvival curves of GR^WT^ and GR^Dim^ mice treated for 7 days with 25 mM ZnSO_4_ in the drinking water and challenged, i.p., with 50 μg (GR^WT^) or 12.5 μg (GR^Dim^) TNF, solved in sterile PBS, per 20 g bodyweight. No deaths occurred later than 50 h after TNF injection. Results represent combined data of two experiments.D, EZinc levels in the serum after 7 days of 25 mM ZnSO_4_ supplementation to the drinking water of C57BL/6J naïve and Adx mice (D, *N *=* *3–6), or GR^WT^ and GR^Dim^ mice (E, *N *=* *6–9).F
*Agtpbp1* gene expression measured with RT–qPCR in the ileum of GR^WT^ and GR^Dim^ mice treated for 7 days with 25 mM ZnSO_4_ in the drinking water (*N *=* *3 per group).GSurvival curves of GR^fl/fl^ and GR^VillKO^ mice treated for 7 days with 25 mM ZnSO_4_ in the drinking water and challenged, i.p., with 35 μg TNF, solved in sterile PBS, per 20 g bodyweight. No deaths occurred later than 150 h after TNF injection. Results represent combined data of six experiments.HMouse *Nr3c1* gene expression measured with RT–qPCR in the intestinal epithelial cells (IECs) of GR^fl/fl^ and GR^VillKO^ mice (*N *=* *3–6). *Hprt* and *Villin* were used as housekeeping genes.IZinc levels in the serum after 7 days of 25 mM ZnSO_4_ supplementation to the drinking water of GR^fl/fl^ and GR^VillKO^ mice (*N *=* *9 per group).JNumber of genes differentially expressed (up and down) by zinc (LFC > 0.8 and *P *< 0.05) measured by RNA sequencing in the ileum and liver of C57BL/6J mice treated with 25 mM ZnSO_4_ in the drinking water for 7 days (*N *=* *3).Data information: For the survival curves, *P*‐values were analyzed with a chi‐square test. In (B, D, E, F, H, I), the data are shown as mean ± SD. *P*‐values were analyzed with Student's *t*‐test (unpaired, two‐tailed) on the log‐transformed data in (B, H) and with a two‐way ANOVA followed by a Tukey multiple comparisons test in (D, E, F, I). Significant expression of genes in the RNA sequencing was assessed with a Wald test with negative binomial distribution in DESEQ2.

We further confirmed that the complete lack of protection of zinc in Adx and GR^Dim^ mice is not reflected in a lack of zinc uptake by these mice, since blood zinc levels 1 week after 25 mM ZnSO_4_ were equally increased in these as in control mice (Fig 1D and E). Blood zinc levels fluctuate in mammals between 75 and 125 μg/dl (Reyes, 1996). In our studies, 1 week of treatment increases these levels to 200–300 μg/dl. Zinc is able to upregulate the mRNA expression of several genes (see further Fig 2) in the ileum of mice, and several key control genes, e.g., *Agtpbp1*, were found to be perfectly induced by zinc in GR^Dim^ as in GR^WT^ mice, illustrating that zinc in these GR^Dim^ mice does have biological activities (Fig 1F).

**Figure 2:**
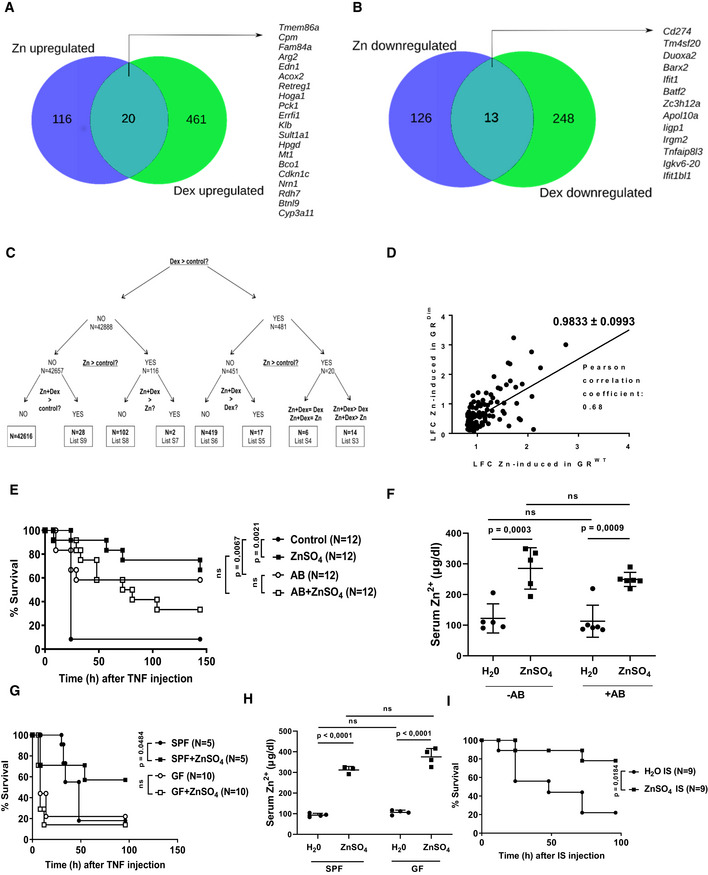
Transcriptional effects of ZnSO_4_ in the ileum and the role of antibiotics and germ‐free aspects A–CRNA sequencing on ileum samples of C57BL/6J mice treated with water or 25 mM ZnSO_4_ water for 7 days and then injected i.p. with 200 μg Dex (Rapidexon) solved in 200 μl PBS, or with PBS only. 2 h after injection, the ileum was isolated (*N *=* *3 per group). Overlap between genes (A) upregulated or (B) downregulated by ZnSO_4_ (Zn) or Dex (LFC > 0.8, *P *< 0.05). (C) Scheme of numbers of genes upregulated in ZnSO_4_, Dex, or ZnSO_4_+Dex‐treated mice (LFC > 0.8, *P *< 0.05). Significant expression of genes in the RNA sequencing was assessed with a Wald test with negative binomial distribution in DESEQ2.DRegression curve plotting LFCs of genes induced by ZnSO_4_ in GR^WT^ and GR^Dim^ mice, as measured by RNA‐seq in ileum samples. All genes, induced in ileum by DEX in GR^WT^ with LFC > 0.8, *P *< 0.05 are considered, while these genes with *P *< 0.05 in GR^Dim^ were considered. The slope of the correlation curve as well as Pearson correlation coefficient was calculated by GraphPad Prism.EC57BL/6J mice received antibiotics (AB) in the drinking water for 3 weeks, followed by 1 week of 25 mM ZnSO_4_ in the drinking water. During this week, AB administration was continued by oral gavage. Mice were challenged i.v. with 12.5 μg TNF solved in sterile PBS and survival recorded. Combined data of two experiments.FZinc levels measured in serum after the antibiotics and ZnSO_4_ protocol (*N *=* *5–8).G,HMice housed in germ‐free (GF) or specific pathogen‐free (SPF) conditions received 25 mM ZnSO_4_ in the drinking water for 1 week and were then challenged i.p. with 35 μg TNF, dissolved in sterile PBS, per 20 g bodyweight. Combined data of two experiments. (H) displays the blood zinc levels in SPF and GF mice treated for 1 week with water or ZnSO_4_ (*N *=* *3/4 per group).IIleum Slurry (IS) was isolated from C57BL/6J mice put on 25 mM ZnSO_4_ or control water for 1 week, and 750 μl of this IS was injected i.p. in C57BL/6J GF mice.Data information: For the survival curves, *P*‐values were analyzed with a chi‐square test. In (F) and (H), data are shown as mean ± SD and *P*‐values were analyzed with a two‐way ANOVA.

### Zinc fails to efficiently protect against TNF when intestinal epithelial GR is deleted

We recently reported that the expression of GR in the IECs is essential in conferring resistance against TNF‐induced SIRS (Ballegeer *et al*, 2018). We applied GR^VillKO^ mice and observed a clearly less robust protection by zinc as compared to GR^fl/fl^ mice (Fig 1G). The residual protection of zinc in the GR^VillKO^ mice can result from suboptimal penetrance of the villin promoter (Fig 1H), although protective effects of zinc in other cell types cannot be excluded as an explanation. Zinc uptake in these mice was confirmed (Fig 1I). To further study the impact of zinc on the intestinal epithelium, bulk RNA‐seq was performed on liver samples and on ileum samples of C57BL/6J mice, treated for a week with 25 mM ZnSO_4_ or normal water. 

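The deposited counts for the ileum hold 12 libraries of C57BL/6J mice in 4 groups of 3: water + PBS, ZnSO4 + PBS, water + Dex and ZnSO4 + Dex. Mice drank normal water or 25 mM ZnSO4 for 7 days and were then injected i.p. with PBS alone or with 200 µg of Dex, a synthetic glucocorticoid that activates GR. The ileum was isolated 2 h after the injection, so that zinc was compared with water in mice that had all received an injection. The injected volume is 200 µl in the paper and 200 ml in the sample labels. No liver counts are among these data, and no value for the liver is given. The authors made stranded libraries, sequenced them from a single end, mapped the reads to the mouse genome mm10 (GRCm38) with hisat and counted reads per Ensembl gene with featureCounts, leaving out reads that map to several places. The paper's text names neither the annotation release nor the strand setting of the counting. The values are raw counts for 54838 genes. Per library, the median total (and range) was 11773952 (11190199 to 11798057) with water + PBS, 11739359 (11534841 to 11827487) with ZnSO4 + PBS, 11342098 (10760132 to 11435114) with water + Dex and 11086696 (10870740 to 11177072) with ZnSO4 + Dex. From these counts, 15938 genes passed the filter on low counts of edgeR, library sizes were scaled by TMM, and the 4 groups were fitted in a single model with 1 coefficient per group. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a log2 fold change beyond 0.8 in either direction. The paper gives the same minimum with P < 0.05 in its legends, and an FDR of 5% in its methods. Expression is given in TMM-normalized CPM with the SD over 3 mice, and gene positions are those of GENCODE M21. Of 37 gene lists, fixed before the data were examined but after the paper's tables had been read, each was compared with the remaining genes by camera of limma, at a preset correlation between genes of 0.01 and again with the correlation estimated from the data. Counts adjusted over the list alone correct for the members of that list only.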

Throughout this paper, the group sizes of RNA‐seq experiments were *n *=* *3, which is a minimum, but the quality of sequences was superb. 

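In the ileum of PBS-injected mice, zinc raised 116 genes and lowered 147. Slc39a4, which encodes the zinc importer ZIP4, fell from 226 ± 11.1 CPM (SD, n = 3 mice) with water to 29.3 ± 4.07 CPM with zinc, and Mt1, which encodes a zinc-binding metallothionein, rose from 59.8 ± 15.9 to 1655 ± 523 CPM. Genes of the epithelial response to bacteria, interferon-induced genes, and genes of antigen presentation and of T cells were among those that fell. Genes of retinoid and xenobiotic metabolism were among those that rose. Slc39a4 (ENSMUSG00000063354) lies on chromosome 15 of GRCm38 from 76612383 to 76617384 and had a log2 fold change of -2.95 (standard error 0.145, adjusted p = 6.1e-07) from edgeR's quasi-likelihood test. Mt1 (ENSMUSG00000031765, chromosome 8 of GRCm38 from 94179082 to 94180327) had a log2 fold change of 4.79 (standard error 0.278, adjusted p = 3.9e-06), and its paralog Mt2 of 5.38 (adjusted p = 2.0e-04 from the same test). Of 19 tested genes of zinc homeostasis, 3 rose (Mt1, Mt2 and the zinc transporter Slc30a2), 1 fell (Slc39a4) and 15 did not pass the test, with the same counts when adjusted over the list alone. The list's median log2 fold change was -0.16 and its mean 0.30 (camera, adjusted p = 0.466). Of 21 genes of the epithelial response to bacteria, 13 fell and none rose (15 fell when adjusted over the list alone), with a median log2 fold change of -1.67 (camera, adjusted p = 5.2e-18; adjusted p = 0.136 with an estimated correlation). Duox2, which encodes an oxidase that releases hydrogen peroxide at the epithelial surface, fell from 508 ± 46.5 to 99.9 ± 13.1 CPM, a log2 fold change of -2.34 (standard error 0.264, adjusted p = 0.00108). Duoxa2, its maturation factor, fell from 99.8 ± 12.6 to 9.48 ± 1.69 CPM, a log2 fold change of -3.39 (adjusted p = 2.2e-04). Reg3g, an antimicrobial lectin, fell from 9762 ± 3751 to 1111 ± 294 CPM (log2 fold change -3.14, adjusted p = 8.9e-04), and Reg3b, a paralog that may share reads with it, had a log2 fold change of -2.01 (adjusted p = 0.00457). Of 48 interferon-stimulated genes, 10 fell and none rose (11 fell when adjusted over the list alone; camera, adjusted p = 6.1e-13), and of 16 interferon-gamma-induced GTPases, 10 fell and none rose (11 when adjusted over the list alone; camera, adjusted p = 1.0e-12). Both lists had an adjusted p = 0.209 with an estimated correlation. With fry of limma, which tests a list without setting it against the remaining genes, both had an adjusted p = 0.00666. Zbp1, a nucleic acid sensor that can start necroptosis, fell from 74.8 ± 19.8 to 14.9 ± 2.13 CPM, a log2 fold change of -2.33 (standard error 0.222, adjusted p = 3.0e-04). Of 16 genes of MHC class I and the immunoproteasome, 4 fell (4 when adjusted over the list alone; camera, adjusted p = 2.3e-15; adjusted p = 0.136 with an estimated correlation), and Psmb8, a subunit of the immunoproteasome, fell from 114 ± 17.5 to 50.2 ± 3.74 CPM, a log2 fold change of -1.18 (adjusted p = 0.00102). Of 10 genes of MHC class II presentation, 6 fell (6 when adjusted over the list alone; camera, adjusted p = 8.0e-06; adjusted p = 0.263 with an estimated correlation). Of 20 markers of T cells and intraepithelial lymphocytes, 6 fell (10 when adjusted over the list alone; camera, adjusted p = 1.1e-10; adjusted p = 0.209 with an estimated correlation), among them Cd8a (log2 fold change -1.14, adjusted p = 0.00887) and Gzma (-1.86, adjusted p = 0.0115). The mean log2 CPM of these markers per library was 3.69 ± 0.441 with water and 2.73 ± 0.419 with zinc, and that of markers of B cells and plasma cells 5.72 ± 1.48 and 5.01 ± 1.67. For the genes of MHC class II it was 6.83 ± 0.801 and 5.89 ± 0.864, and the groups overlapped. ZnSO4 + PBS replicate 2 (6.79) lay above water + PBS replicates 1 (6.09) and 3 (6.72). Mitochondrially encoded genes took 2.97 ± 0.110% of the counts with water and 3.96 ± 0.206% with zinc. Of 13 genes of retinoid metabolism, 4 rose (4 when adjusted over the list alone; camera, adjusted p = 0.00422; adjusted p = 0.209 with an estimated correlation), among them Rdh7, a retinol dehydrogenase, from 4.72 ± 1.30 to 23.0 ± 5.95 CPM (log2 fold change 2.28, adjusted p = 7.1e-04). Of 19 genes of xenobiotic metabolism, 3 rose (7 when adjusted over the list alone; camera, adjusted p = 3.6e-05; adjusted p = 0.299 with an estimated correlation), among them the carboxylesterase Ces1g (log2 fold change 1.85, adjusted p = 0.00318). The mean log2 CPM of the genes of xenobiotic metabolism was 5.87 and 5.86 in ZnSO4 + PBS replicates 1 and 2, but 4.88 in replicate 3, near the 4.60 to 4.81 with water. Each gene named here with its values kept its call without each of the 12 libraries in turn. Without water + PBS replicate 1, 94 genes fell, and without ZnSO4 + PBS replicate 1, 95; with the minimum fold change tested within the model (glmTreat of edgeR), 15 genes rose and 23 fell, with no minimum, 352 and 409, and at an unadjusted p under 0.05, 289 and 307.

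**Figure D1:**
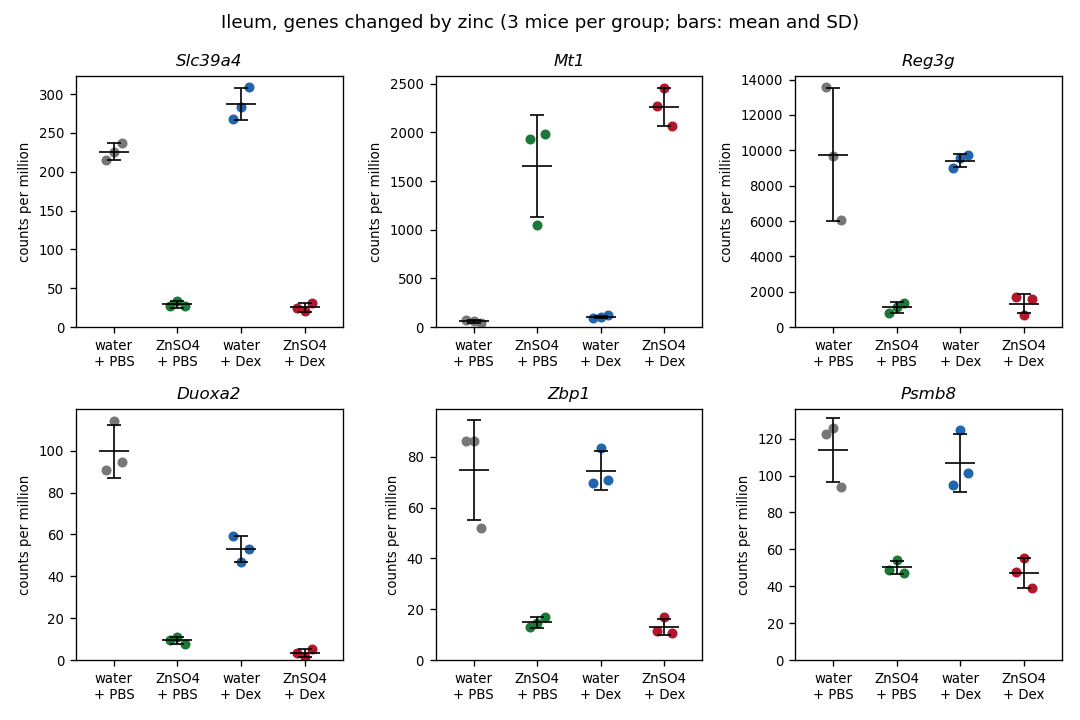
TMM-normalized CPM (y axis) of Slc39a4, Mt1, Reg3g, Duoxa2, Zbp1 and Psmb8 in the ileum, for each of the 4 groups (x axis). Each point is 1 mouse, and the bars give the mean and SD of 3 mice. In PBS-injected mice Duoxa2 averages 99.8 CPM with water and 9.48 CPM with zinc.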

Zinc caused differential regulation of 275 genes in the ileum and 23 genes in the liver (Fig 1J and Appendix Tables S1 and S2), with only three genes overlapping (*Mt1*,* Mt2,* and *Slc39a4*), which is compatible with a dominant role of ileum as a main zinc‐responsive organ.

### Zinc does not modulate GR transcriptional activity in a direct way

The GR protein contains 2 zinc‐finger motives in the DNA‐binding domain, and both are essential for GR DNA‐binding, GR homo‐dimerization, and GR‐mediated gene regulation (Vandevyver *et al*, 2014). We studied if zinc administration via supplementation of the GR zinc fingers optimizes the GR dimer‐mediated gene transcription. The impact of zinc on the transcription of GRE genes was studied on the genome‐wide level via RNA‐seq in the ileum of C57BL/6J mice. Mice were treated with normal drinking water or 25 mM ZnSO_4_ drinking water (1 week) followed by a single intraperitoneal (i.p.) injection of Dex (200 μg) or PBS. A 1‐week zinc pretreatment or 2‐h Dex pretreatment is optimal times to protect against TNF. We found no convincing evidence for a direct GR‐(co)activation role of zinc: Fig 2A illustrates the overlap between zinc‐upregulated and Dex‐upregulated genes in the ileum. Only 4.2% of the genes upregulated by Dex could also be induced by zinc (20/481 genes). Also, at the level of downregulated genes, only a small overlap (4.98%) was noticed between genes downregulated by zinc or by Dex (Fig 2B). 

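In these counts, Dex raised 441 genes in mice on normal water, and 11 of them were also raised by zinc in PBS-injected mice. These were Acox2, Bco1, Cdkn1c, Cldn14, Edn1, Errfi1, Hpgd, Pck1, Rdh7, Retreg1 (Fam134b in the paper) and Sult1a1. Hpgd, which encodes an enzyme that inactivates prostaglandins, was at 149 ± 18.5 CPM (SD, n = 3 mice) with water + PBS, 633 ± 34.5 with Dex and 343 ± 75.9 with zinc. Edn1, which encodes endothelin 1, was at 1.80 ± 0.237, 8.74 ± 2.42 and 4.62 ± 0.980 CPM, and Acox2, a peroxisomal oxidase of branched-chain fatty acids and bile acid intermediates, at 8.95 ± 1.69, 18.7 ± 2.17 and 21.8 ± 1.65 CPM. The log2 fold change of Hpgd (ENSMUSG00000031613, chromosome 8 of GRCm38 from 56294585 to 56321043) was 2.09 (standard error 0.171, adjusted p = 5.5e-06) for Dex and 1.21 (standard error 0.167, adjusted p = 0.00168) for zinc, from edgeR's quasi-likelihood test. Edn1 had 2.27 for Dex (adjusted p = 5.9e-05) and 1.36 for zinc (adjusted p = 0.00910), and Acox2 1.06 (adjusted p = 0.00132) and 1.28 (adjusted p = 0.00141). The 11 genes are 2.49% of the genes raised by Dex and 9.48% of those raised by zinc, and independent lists of these sizes would share 3.21 genes. Another 4 genes were raised by zinc and lowered by Dex, where independent lists would give 1.89. Both comparisons use the same 3 libraries with water + PBS, so chance in these libraries moves both. In the main effects, which average over the other treatment and whose errors are uncorrelated in this balanced design, 170 genes rose with zinc, 576 with Dex and 19 with both, against 6.14 from independent lists. Acox2, Edn1 and Hpgd kept both calls without each library in turn, whereas the other 8 genes lost a call without at least 1 library; without ZnSO4 + PBS replicate 3, 5 genes rose with both treatments, and without ZnSO4 + Dex replicate 1, 12 genes rose in both main effects. At an unadjusted p under 0.05, 55 genes rose with both treatments, with no minimum fold change 51, with DESeq2 15 and with the minimum tested within the model (glmTreat of edgeR) 0.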

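Of 260 genes lowered by Dex in mice on normal water, 19 were also lowered by zinc in PBS-injected mice, and several of them are induced by interferons. Cxcl10, a chemokine that attracts T cells, was at 9.70 ± 3.85 CPM (SD, n = 3 mice) with water + PBS, 0.865 ± 0.110 with Dex and 2.88 ± 0.625 with zinc. Batf2, an interferon-induced transcription factor, was at 35.5 ± 1.99, 11.6 ± 0.805 and 16.4 ± 3.33 CPM. Zc3h12a, which encodes an RNase that degrades mRNAs of inflammatory genes, was at 138 ± 16.0, 69.6 ± 9.14 and 59.9 ± 7.53 CPM. Cxcl10 (ENSMUSG00000034855, chromosome 5 of GRCm38 from 92346638 to 92348889) had a log2 fold change of -3.47 (standard error 0.344, adjusted p = 2.6e-05) for Dex and -1.75 (standard error 0.296, adjusted p = 0.00587) for zinc, from edgeR's quasi-likelihood test. Batf2 had -1.61 (adjusted p = 6.4e-06) and -1.11 (adjusted p = 6.0e-04), and Zc3h12a -0.98 (adjusted p = 0.00372) and -1.20 (adjusted p = 0.00374). Apol10a, Barx2 and Ifit1bl1 also kept both calls without each library in turn. The remaining 13 genes (Cd274, Chac1, Duoxa1, Duoxa2, Ifit1, the immunoglobulin segment Igkv9-124, Iigp1, Il1b, Irf1, Socs1, Tm4sf20, Tmem266 and Tnfaip8l3) lost a call without at least 1 library. The 19 genes are 7.31% of the genes lowered by Dex and 12.9% of those lowered by zinc, where independent lists would share 2.40, and 9 genes lowered by zinc were raised by Dex, against 4.07. In the main effects, 246 genes fell with zinc, 408 with Dex and 28 with both, against 6.30 from independent lists, and 23 genes fell with zinc and rose with Dex, against 8.89. The 19 genes became 6 without water + PBS replicate 1, 10 without its replicate 2, 11 without water + Dex replicate 1, 12 without its replicate 2 or 3, 9 without ZnSO4 + PBS replicate 1 and 8 without its replicate 3. They were 45 at an unadjusted p under 0.05, 54 with no minimum fold change, 11 when only the groups compared were fitted and 1 with the minimum tested within the model.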

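Dex raised canonical targets of GR in the ileum, whereas their median change with zinc alone was close to 0. Fkbp5, which encodes a co-chaperone of GR, was at 97.3 ± 11.2 CPM (SD, n = 3 mice) with water + PBS, 984 ± 92.9 with Dex and 93.2 ± 8.44 with zinc. Tsc22d3, which encodes GILZ, an anti-inflammatory protein, was at 62.0 ± 15.1, 531 ± 59.4 and 55.1 ± 5.88 CPM, and Per1, a component of the circadian clock, at 16.6 ± 1.14, 69.5 ± 3.54 and 16.3 ± 0.383 CPM. Of 37 canonical GR targets, Dex raised 22 and lowered none (28 rose when adjusted over the list alone), with a median log2 fold change of 1.67 (camera, adjusted p = 1.0e-32; adjusted p = 0.0193 with an estimated correlation). Zinc raised 5 of the same genes and lowered 1, with a median of -0.01 and a mean of 0.23 (camera, adjusted p = 0.151). The 5 were Mt1 and Mt2, which zinc induces through the transcription factor MTF1, and Errfi1, Pck1 and Sult1a1; the gene that fell was Tat, an enzyme of tyrosine breakdown, with a log2 fold change of -3.33 (adjusted p = 5.5e-04 from edgeR's quasi-likelihood test). Fkbp5 (ENSMUSG00000024222, chromosome 17 of GRCm38 from 28399094 to 28517527) had a log2 fold change of 3.34 (standard error 0.131, adjusted p = 3.5e-08) for Dex and -0.06 (standard error 0.121, adjusted p = 0.825) for zinc. For Tsc22d3 these were 3.10 (standard error 0.169, adjusted p = 2.4e-07) and -0.17 (standard error 0.160, adjusted p = 0.614). Per1 had 2.07 (adjusted p = 7.2e-08) for Dex and -0.03 (standard error 0.0928, adjusted p = 0.899) for zinc. Nr3c1, which encodes GR, fell with Dex from 253 ± 12.8 to 130.2 ± 10.9 CPM (log2 fold change -0.96, adjusted p = 8.7e-06) and was at 264 ± 12.2 CPM with zinc (0.06, adjusted p = 0.727). Dex also lowered 7 of 19 genes of NF-kB and inflammatory cytokines and raised none (8 lower when adjusted over the list alone; camera, adjusted p = 0.00726; adjusted p = 0.891 with an estimated correlation), among them Il1b, with a log2 fold change of -3.85 (adjusted p = 6.9e-05). Across all genes tested, which are not independent replicates, the log2 fold changes of zinc and Dex had a Pearson correlation of 0.190 and a Spearman correlation of 0.248, and those of the main effects 0.102 and 0.138. When groups without any change were simulated (40 times), the log2 fold changes against the same controls had a Pearson correlation of 0.497 (0.436 to 0.535) and a covariance of 0.0579 (0.0505 to 0.0665), which was 0.0515 in the data. Those of the main effects had simulated correlations of -0.0636 to 0.0664 and covariances of -0.00381 to 0.00366, and in the data the covariance was 0.0245. Without ZnSO4 + PBS replicate 1 or 3, Pck1 was no longer called for zinc (adjusted p = 0.0544 and 0.0614), nor was Errfi1 without water + PBS replicate 1 or 2 or ZnSO4 + PBS replicate 3 (log2 fold change 0.71 to 0.79), or Sult1a1 without water + PBS replicate 1 or 3 or ZnSO4 + PBS replicate 1 (0.64 to 0.75). With the minimum tested within the model, Dex raised 149 genes and lowered 44, with no minimum 876 and 739, and at an unadjusted p under 0.05 it lowered 442.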

Because of the small overlap, we believe it is unlikely that zinc (co‐)activates GR transcription as a ligand, agonist, cofactor, or zinc‐finger stabilizer.

We further investigated if zinc has an impact on the induction levels of Dex‐modulated (GRE) genes. 

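Of the genes called for Dex and not called for zinc alone in the same direction, 7 rose further and 9 fell further in Dex-injected mice given zinc. Slc25a33, which encodes a mitochondrial carrier of pyrimidine nucleotides, rose from 3.49 ± 0.193 CPM (SD, n = 3 mice) with water + PBS to 13.4 ± 1.41 with Dex and 34.0 ± 4.44 with zinc and Dex. Sphk1, which encodes sphingosine kinase 1, was at 1.95 ± 0.678, 3.96 ± 0.434 and 8.77 ± 0.420 CPM in the same groups. Cxcr6, a chemokine receptor of T cells, fell from 6.67 ± 0.900 to 3.33 ± 0.0917 and 1.58 ± 0.236 CPM, and Parp14, an interferon-induced ADP-ribosyltransferase, from 206 ± 41.6 to 113 ± 12.8 and 53.0 ± 5.66 CPM. Slc25a33 (ENSMUSG00000028982, chromosome 4 of GRCm38 from 149744036 to 149774277) had a log2 fold change of 1.94 (standard error 0.155, adjusted p = 4.7e-06) for Dex in mice on water and of 1.34 (standard error 0.142, adjusted p = 3.2e-04) for zinc in Dex-injected mice, from edgeR's quasi-likelihood test. For zinc in Dex-injected mice, Sphk1 had a log2 fold change of 1.14 (standard error 0.208, adjusted p = 0.00749), Cxcr6 of -1.07 (standard error 0.206, adjusted p = 0.0104) and Parp14 of -1.09 (standard error 0.145, adjusted p = 0.00128). Not called for zinc alone does not mean unchanged. With zinc alone Slc25a33 had 0.26, Sphk1 0.31 and Cxcr6 -0.56 (adjusted p = 0.410, 0.508 and 0.0972 from the same test). Parp14 was at 129 ± 11.2 CPM with zinc alone (-0.67, adjusted p = 0.0186), short only of the minimum. The other genes that rose further were Ano3, Ccdc141, Klk1b3, Minar1 and Rassf8, and those that fell further Apol7c, Gm8221, Nat8f4, Phlpp2, Pik3ap1, Rhof and Tnfsf10. Klk1b3 belongs to a family of close paralogs that may share reads. Slc25a33 and Cxcr6 kept both calls without each library in turn, whereas Sphk1 was not called for Dex without water + PBS replicate 1 or water + Dex replicate 3 (adjusted p = 0.0507 and 0.0552 from edgeR), nor Parp14 without water + PBS replicate 2 or water + Dex replicate 3 (log2 fold change -0.73 and -0.78). The 7 genes became 2 without water + Dex replicate 1 and 4 without its replicate 3 or without ZnSO4 + Dex replicate 1, and the 9 became 5 without water + Dex replicate 1 or 2 and 3 without its replicate 3.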

The schemes in Fig 2C (related to Dex‐induced genes) and Appendix Fig S1 (related to Dex‐reduced genes) demonstrate that of all the genes that are exclusively regulated by Dex, only a small percentage is further induced or reduced by the addition of zinc. Since these genes form only 3.8% (17/451) of the Dex‐induced genes and only 6.5% of the Dex‐reduced genes (16/247), we believe that zinc does not increase general GR activity. 

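In these counts, 430 genes were raised by Dex and not by zinc, and the 7 that rose further are 1.63% of them; 241 were lowered by Dex and not by zinc, and the 9 that fell further are 3.73%. Fkbp5 was at 975 ± 88.3 CPM (SD, n = 3 mice) and Tsc22d3 at 558 ± 62.9 CPM in mice given zinc and Dex. Compared with Dex alone, the log2 fold change of Fkbp5 was -0.01 (standard error 0.119, adjusted p = 0.970), that of Tsc22d3 0.07 (standard error 0.154, adjusted p = 0.851) and that of Per1 0.09 (standard error 0.0868, adjusted p = 0.623), from edgeR's quasi-likelihood test. Sgk1, a kinase that GR induces, was at 1494 ± 23.7 CPM with Dex and 1735 ± 392 with zinc and Dex, a log2 fold change of 0.22 (standard error 0.152, adjusted p = 0.496). Of the 37 canonical GR targets, zinc raised 2 and lowered 1 in Dex-injected mice (3 and 1 when adjusted over the list alone), with a median log2 fold change of 0.09 (camera, adjusted p = 0.121). Those that changed were Mt1 and Mt2, which rose, and Tat, which fell. The number of Dex genes that moved further depends on the criterion, and the paper's text gives none besides the thresholds of Fig 2C. With a minimum log2 fold change of 0.5 for the further change, 14 rose further and 12 fell further; adjusted over the Dex genes alone with no minimum, 20 and 18; with no minimum in any comparison, 26 and 33; at an unadjusted p under 0.05, 17 and 14. With the minimum tested within the model (glmTreat of edgeR) there were 0 and 0, and with DESeq2 10 and 10.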

The identities of these genes and their counts and log‐fold changes are provided in Appendix Tables S3–S16. 

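Appendix Fig S2 takes as examples Pck1, Fam134b, Fam84a, Klb, Glul, Slc25a33, Tsc22d3, Fkbp5, Acsm3, Frmd3, Slc30a2, Aadac, Slc45a4 and Cdk6. Slc30a2, which encodes the zinc transporter ZnT2, was at 54.5 ± 12.7 CPM with water + PBS, 168 ± 30.6 with zinc, 69.9 ± 4.53 with Dex and 209 ± 36.8 with both (SD, n = 3 mice). Acsm3, a medium-chain acyl-CoA synthetase, was at 11.2 ± 1.21, 21.8 ± 3.44, 18.0 ± 1.82 and 36.2 ± 4.34 CPM in the same order, and Aadac, a microsomal esterase, at 1.95 ± 0.241, 8.44 ± 1.79, 2.14 ± 1.30 and 8.80 ± 2.10 CPM. Glul, which encodes glutamine synthetase, was at 114 ± 18.2, 127 ± 21.5, 326 ± 24.2 and 471 ± 44.1 CPM. Slc30a2 (ENSMUSG00000028836, chromosome 4 of GRCm38 from 134343181 to 134354484) rose with zinc by a log2 fold change of 1.62 (standard error 0.184, adjusted p = 7.4e-04) and by 1.58 (standard error 0.184, adjusted p = 9.1e-04) in Dex-injected mice, from edgeR's quasi-likelihood test. Its log2 fold change with Dex alone was 0.36 (adjusted p = 0.281). Acsm3 rose with zinc by 0.96 (adjusted p = 0.00250), Frmd3 by 1.13 (adjusted p = 2.3e-04) and Aadac by 2.11 (adjusted p = 0.00482) on the log2 scale, and in Dex-injected mice by 1.00, 1.36 and 2.04. Glul rose with Dex by 1.51 (standard error 0.141, adjusted p = 1.6e-05), and zinc added 0.53 (adjusted p = 0.0468) in Dex-injected mice, below the minimum fold change. Pck1, which encodes an enzyme of gluconeogenesis, was at 16.4 ± 6.09, 55.9 ± 5.72, 662 ± 158 and 1374 ± 453 CPM. It rose with Dex by 5.34 (adjusted p = 9.4e-06), and its log2 fold change for zinc in Dex-injected mice was 1.05 (adjusted p = 0.0878 with edgeR and 0.00466 with DESeq2, past the threshold). Fam134b (Retreg1), a receptor for autophagy of the endoplasmic reticulum, was at 41.4 ± 9.54, 84.3 ± 9.28, 143 ± 8.99 and 265 ± 72.1 CPM. Slc45a4 was at 20.5 ± 0.972, 21.4 ± 1.65, 26.7 ± 2.79 and 41.4 ± 3.90 CPM and Cdk6, a kinase of the cell cycle, at 33.6 ± 4.00, 42.9 ± 5.16, 35.2 ± 2.33 and 60.2 ± 1.62 CPM. Zinc with Dex against water + PBS gave a log2 fold change of 1.01 for Slc45a4 (adjusted p = 2.4e-05) and of 0.84 for Cdk6 (adjusted p = 1.1e-04), whereas neither was called for zinc or Dex alone. Fam84a was at 121 ± 19.8, 236 ± 85.6, 350.3 ± 54.6 and 331 ± 136 CPM and was called for Dex (adjusted p = 0.0266) and not for zinc (adjusted p = 0.175). Klb was at 1.43 ± 0.153, 2.76 ± 1.00, 2.82 ± 1.15 and 2.79 ± 1.77 CPM, with an adjusted p of 0.352 for zinc and 0.310 for Dex, and was called in neither comparison. The call of Fam84a for Dex was lost without water + PBS replicate 1, 2 or 3 or without water + Dex replicate 2 or 3 (adjusted p from 0.0665 to 0.0985).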

In Appendix Fig S2, we provide two examples of each informative category of the Dex‐induced GRE genes, non‐Dex‐induced genes, and the impact of ZnSO_4_ on their expression levels according to the 8 classes that we defined in Fig 2C, by RNA‐seq. 

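Zinc and Dex together moved 21 genes past the thresholds against water + PBS, against zinc and against Dex, 7 higher and 14 lower. None of these genes was called for zinc or for Dex alone. Interferon-stimulated genes were among the lower ones. Not called alone does not mean unchanged, and no gene passed the test of the interaction given below. Single effects short of a threshold that add up are therefore not told apart from a response to the combination only. Isg15, an interferon-induced ubiquitin-like protein, was at 16.7 ± 4.22 CPM with water + PBS, 9.61 ± 1.58 with zinc, 11.9 ± 0.662 with Dex and 4.79 ± 0.244 with both (SD, n = 3 mice). Casp4, which encodes the caspase that senses intracellular lipopolysaccharide, was at 70.5 ± 3.58, 54.3 ± 8.71, 55.1 ± 2.32 and 27.4 ± 6.46 CPM in the same order, and 2410002F23Rik at 16.0 ± 0.864, 13.7 ± 3.06, 20.5 ± 3.24 and 38.4 ± 4.10 CPM. The genes higher than after either treatment were 1700028J19Rik, 2410002F23Rik, Klk1b26, Klrb1, Plxnb1, Ric3 and Zfp623. The genes lower were Casp4, Dtx3l, Gm11992, Ifit1bl2, Isg15, Ldb3, Nuak2, Oasl1, Parp9, Rsad2, Slc25a48, Synpo, Themis3 and Xcl1. All of them passed the thresholds against water + PBS, against zinc and against Dex. Isg15 (ENSMUSG00000035692, chromosome 4 of GRCm38 from 156199424 to 156200818) had a log2 fold change of -1.80 (standard error 0.190, adjusted p = 2.6e-05) against water + PBS and of -1.31 (standard error 0.190, adjusted p = 0.00217) against Dex, from edgeR's quasi-likelihood test; with zinc alone it was -0.79 (adjusted p = 0.0259), near the minimum of 0.8. Parp9 and Dtx3l, partners in ADP-ribosylation and ubiquitylation that lie head to head with overlapping ends on chromosome 16, had -0.92 (adjusted p = 3.3e-04) and -0.90 (adjusted p = 0.00103) against Dex. Rsad2, the antiviral protein viperin, had -1.17 (adjusted p = 0.00941) and Casp4 -1.01 (adjusted p = 0.00269). 2410002F23Rik (ENSMUSG00000045411, chromosome 7 of GRCm38 from 44246722 to 44252319) had 0.91 (standard error 0.160, adjusted p = 0.00641) against Dex. It lies on the other strand next to 1700028J19Rik, which ends at 44246695, so reads of either may be counted for the other if the counting ignored strand. Klk1b26 is 1 of a family of close paralogs and had few counts outside the group given both treatments. Against water + PBS, zinc with Dex raised 806 genes and lowered 689, and against zinc alone 541 and 381. The 7 higher genes became 3 without water + Dex replicate 1 or 2 or without ZnSO4 + Dex replicate 1, and the 14 lower became 7 without ZnSO4 + Dex replicate 2 and 42 without its replicate 3. With a minimum of 0.5 against each single treatment there were 20 and 48, with no minimum 23 and 56, at an unadjusted p under 0.05 22 and 34, with DESeq2 4 and 19, and with the minimum tested within the model (glmTreat of edgeR) 0 and 1.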

There are a number of gene families of interest, for example, list S9, which are genes induced exclusively by the combination of Dex and ZnSO_4_.

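In Dex-injected mice, zinc raised 107 genes and lowered 185. Of these, 62 and 93 also rose or fell with zinc in PBS-injected mice, where independent lists would share 0.779 and 1.71. Ifit1, an interferon-induced protein that binds viral RNA, fell from 31.1 ± 1.84 CPM (SD, n = 3 mice) with Dex to 7.24 ± 0.686 with zinc and Dex, and Slc39a4 from 287 ± 20.6 to 25.5 ± 5.55 CPM. Mt1 rose from 106 ± 13.3 to 2263 ± 196 CPM and Reg3g fell from 9416 ± 379 to 1331 ± 552 CPM. Of 48 interferon-stimulated genes, 18 fell and none rose (19 fell when adjusted over the list alone), with a median log2 fold change of -0.64 (camera, adjusted p = 9.5e-25; adjusted p = 0.0714 with an estimated correlation). Ifit1 (ENSMUSG00000034459, chromosome 19 of GRCm38 from 34640871 to 34650009) had a log2 fold change of -2.10 (standard error 0.230, adjusted p = 6.9e-04) from edgeR's quasi-likelihood test, Zbp1 of -2.51 (standard error 0.225, adjusted p = 2.3e-04) and Irf7, a transcription factor of the interferon response, of -1.14 (standard error 0.138, adjusted p = 7.3e-04). Of 21 genes of the epithelial response to bacteria, 13 fell (15 when adjusted over the list alone; camera, adjusted p = 1.1e-19; adjusted p = 0.0714 with an estimated correlation), among them Duox2, with a log2 fold change of -3.01 (adjusted p = 3.3e-04). Of 16 genes of MHC class I and the immunoproteasome, 8 fell (9 when adjusted over the list alone; camera, adjusted p = 3.0e-18; adjusted p = 0.0714 with an estimated correlation), among them H2-D1, with -0.97 (adjusted p = 0.00217), one of several MHC class I genes with similar sequences. Markers of T cells fell in 9 of 20 genes (16 when adjusted over the list alone; camera, adjusted p = 1.5e-12; adjusted p = 0.197 with an estimated correlation), and their mean log2 CPM per library was 3.53 ± 0.246 with Dex and 2.44 ± 0.0993 with both. That of markers of B cells and plasma cells was 4.60 ± 1.35 and 3.80 ± 0.913 (median log2 fold change -1.25; camera, adjusted p = 0.00718; adjusted p = 0.491 with an estimated correlation), and mitochondrially encoded genes took 3.23 ± 0.208% and 4.20 ± 0.265% of the counts. Whether zinc acted differently in Dex-injected and PBS-injected mice was tested by the interaction of the 2 treatments. No gene passed with edgeR (0 higher, 0 lower) or with DESeq2 (0), and 95 were higher and 94 lower at an unadjusted p under 0.05 with the minimum fold change. Without that minimum, 759 of the 15938 genes tested had an unadjusted p under 0.05 with edgeR. That is no more than the share of 0.05 that chance alone gives. In simulated counts with this design, interactions were placed only in genes above a minimum mean CPM with water + PBS. Of those with a log2 fold change of 1, 44% were recovered, and of those with 2, 88%. There, 50 genes were changed at each size up to a log2 fold change of 3 at once, which eases the adjusted threshold. No such set was seen in the data, so the power here may be lower and 0 calls do not exclude interactions. For Fkbp5 the interaction was 0.05 (standard error 0.170, adjusted p = 0.992), for Zbp1 -0.18 (standard error 0.305, adjusted p = 0.989) and for Slc25a33 1.08 (standard error 0.213, adjusted p = 0.976). The canonical GR targets had a median interaction of 0.06 (camera, adjusted p = 0.944), and the interferon-stimulated genes of -0.25 (camera, adjusted p = 4.4e-07; adjusted p = 0.653 with an estimated correlation). Across genes, which are not independent replicates, the log2 fold changes of zinc in PBS-injected and in Dex-injected mice had a Pearson correlation of 0.563. Without water + Dex replicate 1, 69 genes rose with zinc in Dex-injected mice. With the minimum tested within the model, 13 rose and 24 fell; with no minimum, 303 and 411, and at an unadjusted p under 0.05, 299 and 356. The paper proposes that zinc neither activates GR nor raises its general activity. It draws this from the small overlap of zinc and Dex genes, and from the small share of Dex genes that zinc moves further. It concludes that protection by zinc against TNF needs GCs and GR and does not come from a general increase in GR-induced transcription. The need for GCs and GR rests on survival after TNF of Adx, GRDim and GRVillKO mice, which are not among these data. The paper also compares genes changed by zinc in GRWT and GRDim mice by RNA-seq.

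**Figure D2:**
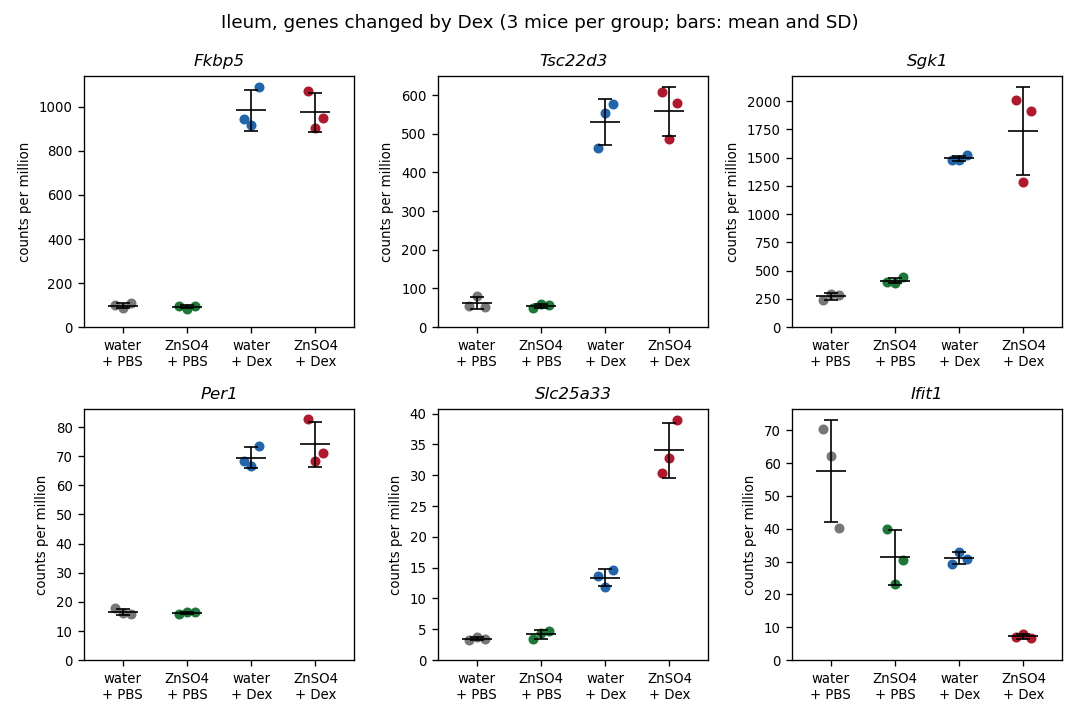
TMM-normalized CPM (y axis) of Fkbp5, Tsc22d3, Sgk1, Per1, Slc25a33 and Ifit1 in the ileum, for each of the 4 groups (x axis). Each point is 1 mouse, and the bars give the mean and SD of 3 mice. With both treatments, Slc25a33 averages 34.0 CPM and Ifit1 7.24 CPM.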

We conclude that zinc protects against TNF‐induced lethality in a way that requires the presence of GCs and GR (dimers), in the ileum, but not through a general increase in GR‐induced transcription. To make this statement harder, we performed RNA‐seq experiments to study the Zn‐induced and Zn‐repressed signatures in GR^WT^ and in GR^Dim^ mice. We have chosen these mutants above GR^VillKO^ because of the observed imperfect cre penetrance with villin‐cre. We have compared the induction of the 116 genes of Fig 2A in GR^WT^ and GR^Dim^ mice, and we found that the majority of these genes (*n *=* *67) is also significantly induced in GR^Dim^ mice, while the other 49 genes are also induced but do not reach significance. By chi‐square analysis with Yates correction, or Fisher exact test, this high degree of resemblance of Zn‐induction patter in GR^WT^ and GR^Dim^ has *P *<* *0.0001. Also, plotting the Zn‐induction gene levels observed by RNA‐seq in GR^Dim^ and GR^WT^ and detection of the regression curve (Fig 2D), we observe a slope of 0.9833, suggesting a near‐perfect correlation of both datasets, and a Pearson correlation coefficient of 0.68, which is considered as a strong correlation. These data suggest that indeed Zn‐upregulated genes are equally strong induced whether GR is active or not. Very similar data are obtained in case of Zn‐repressed genes.

### Impact of zinc on inflammation and microbial virulence

Zinc has been shown to exert anti‐inflammatory effects (Souffriau & Libert, 2018). Since the TNF‐induced lethal SIRS model is primarily inflammatory, we studied whether the protective effect of zinc pretreatment is reflected in anti‐inflammatory readouts, which may couple zinc to the anti‐inflammatory GC/GR axis. The expression of 12 key cytokines, systemic and local, including IL1β, as well as soluble TNF receptors revealed that zinc protection was not related to an obvious reduction in systemic or IEC‐local inflammatory profiles. The induction by TNF of the serum levels of two cytokines were reduced by zinc, i.e., IL‐6 and Eotaxin (Appendix Fig S3). Older work from our group, using IL6^−/−^ and IL6 receptor^−/−^ mice, has revealed that this cytokine is not involved in the TNF model as a mediator (Libert *et al*, 1992), while the limited effect of zinc on Eotaxin is unlikely to contribute to the robust protection zinc exerts (Libert *et al*, 1994).

Mice pretreated with an antibiotics cocktail in the drinking water to deplete the intestinal microbiome are protected against TNF (Van Hauwermeiren *et al*, 2013, 2015), because it is thought that bacteria contribute to TNF‐induced lethality because they penetrate through the IEC breaches (generated by TNF) and colonize organs as spleen and mesenteric lymph nodes. ZnSO_4_, which protected C57BL/6J mice against TNF, was unable to confer further protection in antibiotic‐treated mice (Fig 2E), while zinc levels were equally increased in the blood of both ZnSO_4_‐treated groups of mice (Fig 2F). Interestingly, ZnSO_4_ was also unable to protect against TNF in C57BL/6J mice, born, and raised in germ‐free (GF) conditions (Fig 2G), despite 1 week of ZnSO_4_ treatment led to equal increases in blood zinc levels in GF mice (Fig 2H). The failure of zinc to protect was not related to failure of mice to drink or to dehydration. These data suggest that zinc modulates the microbiome, because in the absence of gut flora, the target of zinc is no longer present, and zinc has become irrelevant. We must remark that antibiotic‐treated mice are significantly protected against TNF, as published earlier (Dejager *et al*, 2015), but that GF mice do not show such a protection. This was confirmed by TNF titration studies in normal bred C57BL/6J and GF C57BL/6J.

As a first step to study if zinc treatment of mice leads to a reduction in virulence of the gut microbiota, we isolated ileum contents (ileum slurry, IS) from C57BL/6J mice, treated with normal drinking water or with 25 mM ZnSO_4_ during a week. Ileum slurry was prepared and normalized on an exact identical w/v basis from both donor populations (as described by (Starr *et al*, 2014)) and was injected in naïve germ‐free (GF) C57BL/6J receptor mice, 750 μl/mouse and lethality recorded. Mice receiving the IS isolated from ZnSO_4_‐treated mice showed significantly less lethality than mice receiving the IS isolated from control mice (Fig 2I).

### Investigation of transcriptional hubs in IECs involved in zinc‐mediated protection against TNF

Since the zinc protection is outspokenly depending on the transcription factor activity of GR, we first set out to investigate transcriptional modules in IECs that might be linked to (anti)microbial effects. Paneth cells are known as the master regulators, mainly by the release of antimicrobial peptides (AMPs) in the crypts of the ileum (Wilson *et al*, 1999; Ouellette, 2011). These cells contain secretory granules in which AMPs are stored and maturated. Paneth cells contain zinc and depend on zinc for survival. It was also shown that zinc collaborates, via MTF1, with GCs (via GR) for the induction of the *Slc30a2* gene, which encodes the zinc transporter ZnT2 (Guo *et al*, 2010) which imports zinc from the cytoplasm into the secretory granules. There, zinc is thought to help in the maturation or stabilization of AMPs (Podany *et al*, 2016), possibly by activating zinc‐dependent matrix metalloproteinase 7 (MMP7) (Wilson *et al*, 1999). We studied the protection of zinc in MTF1^VillKO^ mice, in Slc30a2^−/−^ and in MMP7^−/−^ mice but found no evidence for a role of this axis in the protection of zinc against TNF (Appendix Fig S4).

Based on the lack of protection by zinc in GR^Dim^ mice, a genome‐wide study of protective pathways was initiated by treating GR^WT^ as well as GR^Dim^ mice with control drinking water or with 25 mM ZnSO_4_ followed by a bulk RNA‐seq on ileum samples (*n *=* *5–6 each group). In the RNA‐seq datasets, we studied the numbers of genes induced or reduced by zinc in GR^WT^ and GR^Dim^ mice. LFC of 0.8 and FDR of 0.05 were used as cut‐off values. In GR^WT^ animals, we found 378 transcripts induced and 88 reduced by zinc, and in GR^Dim^ mice, respectively, 136 and 102 transcripts. Motifs enriched in the promotors of zinc‐downregulated transcripts, surprisingly, were virtually exclusively interferon‐stimulated response element (ISRE) and interferon regulatory factor (IRF)‐binding sites, in GR^WT^ and in GR^Dim^. In both genotypes, ISRE, IRF1, IRF2, IRF3, and IRF8 formed the top‐5 elements (Fig 3A). On the RNA‐seq level, it is interesting to note that the majority of genes downregulated by zinc in GR^Dim^ mice (the pink group in Fig 3B; 159/182) are genes whose basal expression is increased in these GR^Dim^ mice, as compared to GR^WT^ mice (the blue group in Fig 3B). If we also consider the genes which are downregulated by zinc in GR^WT^ mice, then we find a core of 48 genes, which are listed. A gene set enrichment analysis on these 48 genes with significant enrichments (5% level, after multiple testing correction) was obtained using gene function lists from BioPlanet, WikiPathways, and KEGG. We found enrichments for type II interferon signaling (interferon‐gamma) [BioPlanet and WikiPathways], interferon alpha/beta signaling [BioPlanet], interferon‐gamma signaling pathway [BioPlanet], and toxoplasmosis [KEGG]. Enrichments were done using the Enrichr webtool. The expression levels in GR^WT^ and GR^Dim^ mice, and the impact of zinc, are illustrated in the heat map, to illustrate these results (Fig 3C).

**Figure 3:**
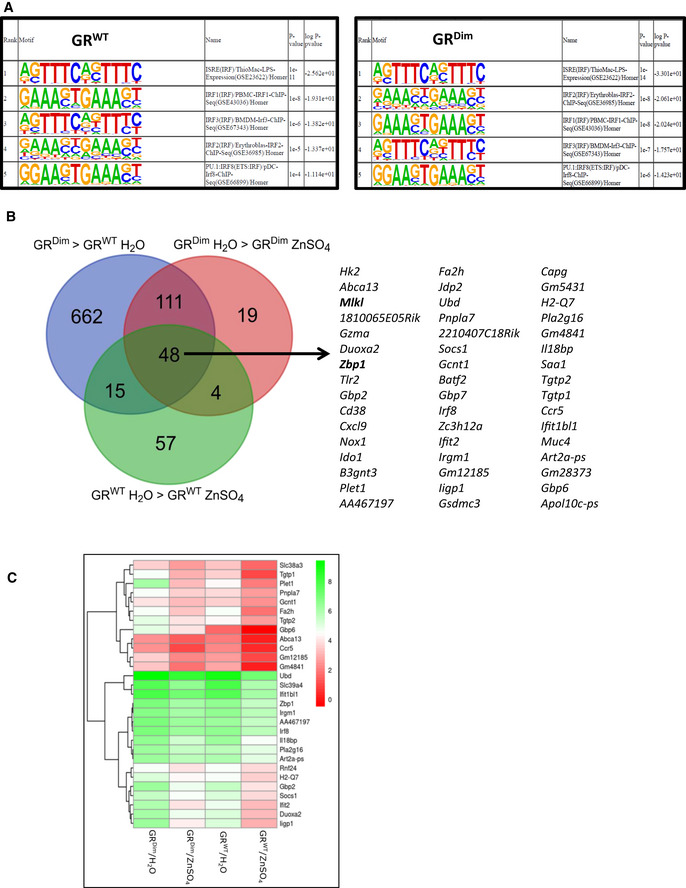
Transcriptional downregulation of ISRE/IRF genes in the intestinal epithelium by zinc part 1 RNA‐seq experiment of GR^WT^ and GR^D^ ^im^ mice which received normal drinking water or drinking water containing 25 mM ZnSO_4_ for 1 week. Ileum was sampled and RNA‐seq performed (*N *=* *5–6 per group). Genes downregulated by zinc compared to water control animals (LFC < 0.8 and *P *<* *0.05) were considered. 
AHOMER transcription factor motif analysis of genes downregulated by zinc in GR^WT^ (left panel) and in GR^Dim^ mice (right panel).BOverlap between the collection of genes, in blue, upregulated in GR^Dim^ mice (water) compared to GR^WT^ mice (water), in pink, genes downregulated by zinc in GR^Dim^ mice and, in green, the genes downregulated by zinc in GR^WT^ mice. The core of these three collections contains 48 genes which are listed.CHeat map of a selection of the 48 genes of Fig 3B.

Based on the finding that IECs of GR^Dim^ mice chronically display high levels of ISRE/IRF genes and are extremely sensitive for TNF‐induced Paneth cell death (Ballegeer *et al*, 2018), we hypothesize that these IECs are continuously stimulated by the microbiota to express ISRE/IRF genes and that GCs and GR (as homodimers) prevent this response by repressing *Stat1* gene expression (Ballegeer *et al*, 2018). Since several ISRE/IRF genes encode proteins involved in necroptotic cell death (*Ripk3*,* Mlkl*,* Zbp1*), the increased expression of these genes by loss of GCs or GR (dimerization) may sensitize for TNF‐induced necroptosis. The repression of the basal ISRE/IRF genes by zinc occurs in GR^WT^ and GR^Dim^ alike, suggesting that this repression is independent of GR, and happens at the level of the microbiota, the major ISRE/IRF‐stimulating activator. When studying the expression of key ISRE/IRF genes (*Mlkl* and *Zbp1*) by qPCR in ileum of GR^WT^ and GR^Dim^ and the impact of zinc, we indeed observed an equal effect of zinc in both groups, but since these genes are higher expressed in GR^Dim^ mice, the reduction by zinc remains incomplete, as shown in Fig 4A and B.

**Figure 4:**
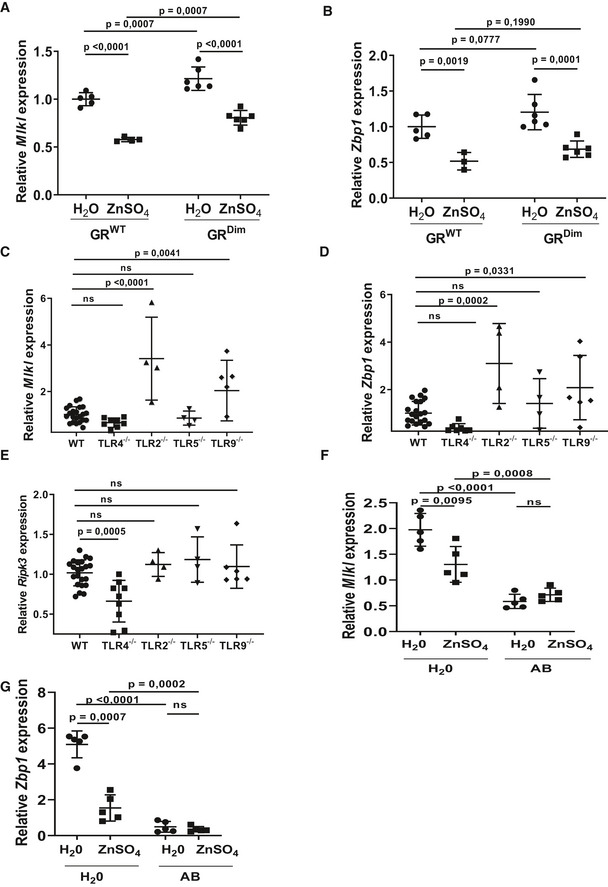
Transcriptional downregulation of ISRE/IRF genes in the intestinal epithelium by zinc part 2 A, BExpression levels (RT–qPCR data) of *Mlkl* and *Zbp1*, from the collection of 48, in ileum biopsy samples, showing the reducing effects of zinc in both GR^WT^ and GR^Dim^ mice, and the higher expression in GR^Dim^ compared to GR^WT^ (*N *=* *4–6/group).C–ERT–qPCR data of *Mlkl*,* Zbp1,* and *Ripk3*, in ileum biopsy samples of C57BL/6J mice or different TLR full knockout mice. (*N *=* *4/23 per group).F, GRT–qPCR data of *Mlkl* and *Zbp1*, in ileum biopsy samples of C57BL/6J mice treated with normal drinking water or 25 mM ZnSO_4_ in the drinking water for 1 week, either or not pretreated with antibiotics (AB) for 3 weeks (*N *=* *5 per group).Data information: Data are shown as mean ± SD. In (A, B, F, G), *P*‐values were analyzed with a two‐way ANOVA test and in (C–E) with a one‐way ANOVA test.

A subset of the ISRE/IRF genes shown in Fig 3B and C were measured by qPCR in other mutant mice exhibiting GC or GR defects and in which zinc did not confer protection and were found to be increased in expression: This was the case in Adx mice and GR^VillKO^ mice (Appendix Fig S5). We also studied ISRE/IRF genes in germ‐free mice, STAT1^−/−^ mice as well as several TLR‐deficient mice (TLR2, TLR4, TLR5, and TLR9) and found that microbiota and STAT1 are essential in inducing these genes in ileum and that TLR4 plays a minor role, while the absence of the other TLRs had no repressive effects on the ISRE/IRF gene expression in ileum (Fig 4C–E).

In accordance with the hypothesis, other mice which were not protected by zinc, namely antibiotic‐pretreated mice, had extremely low expression levels of ISRE/IRF genes in ileum and zinc no longer reduced their expression any further, as demonstrated in Fig 4F and G.

### The impact of zinc on TNF‐induced crypt cell death and transport of microbes to the periphery

We studied the impact of TNF in mice treated with water or ZnSO_4_ by light microscopy, immunohistochemistry, and transmission electron microscopy (TEM). Hematoxylin and eosin staining of sections of ileum taken 6 h after TNF injection clearly illustrate that TNF causes complete degranulation of Paneth cell granules, the contents of which appear to be smeared over the crypts and villi. Zinc conferred an obvious protection (Fig 5A). When slides were stained with an anti‐MMP7 antibody, the specificity of which is illustrated in Appendix Fig S7, a specific Paneth cell granule component (Wilson *et al*, 1999), TNF led to weaker, more diffuse signals compared to controls and, again, zinc caused considerable protection (Fig 5B). We then studied the effects of TNF injection in mice on Paneth cells via TEM, and the impact of zinc thereon (Fig 5C). The pictures display typical examples and reveal that (i) untreated mice or Zn‐treated mice show normal numbers of granules, normal endoplasmic reticulum (ER) structure, normal lumen size, and no cells extruded, no small apoptotic bodies; (ii) the devastating effects of TNF on Paneth cells as reflected by cell swelling, loss of granules, dark and swollen ER, many big apoptotic bodies, big lysosomes toward the lumen, extrusion of cells into the lumen, and loss of contact with the basal membrane; (iii) we observe that Zn is able to confer protection against these features to some extent, and the general morphology of the Paneth cells is in between control and TNF situation. Finally, we performed qPCR on ileum samples to detect Paneth cell‐specific markers, the decline of which being a readout of less PCs, as described in the literature (Van Looveren *et al*, 2020). The expression of *Defa6* and *Lyz1*, two Paneth cell markers, is shown in Fig 5D and E, and the data confirm that PC numbers decline by TNF, but significantly less by Zn treatment. Measuring Ripk3 by qPCR, on the other hand, confirms that necroptosis is activated by TNF, but less in zinc‐pretreated mice (Fig 5F).

**Figure 5:**
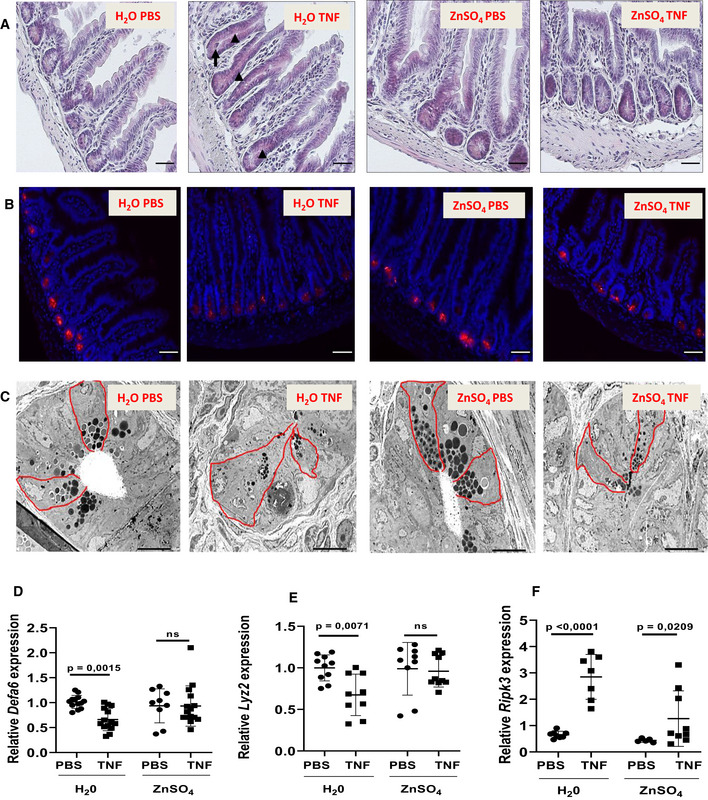
Zinc protects Paneth cells from TNF‐induced cell death and prevents TNF‐induced bacterial invasion of spleens and mesenteric lymph nodes A, BC57BL/6J mice received control or 25 mM ZnSO_4_ drinking water for 7 days and were injected i.p. with 50 μg TNF, solved in 200 μl sterile PBS, per 20 g bodyweight or with PBS only. Six hours later, sections through ileum were made and stained with (A) hematoxylin & eosin and MMP7, a Paneth cell marker. Pictures at magnification of 20× were taken, and one representative picture of each condition is shown. Arrows point to crypts and their (ab)normal occurrence (see text). Scale bars: 50 μm.CTransmission electron microscopy (TEM) images of ileum crypts show protective effects of zinc therapy on the level of TNF‐induced effects on Paneth cells. C57BL/6J mice (*N *=* *2 /group) were put on normal drinking water or on 25 mM ZnSO_4_ water for 7 days. Mice were given 50 μg TNF or PBS, and 8 h later, ileum samples were taken and prepared for TEM. Figure shows ileal crypts at a magnification of 1,000×. In each of the four conditions, two Paneth cells are selected in red area (see text).D–FRT–qPCR measurement of mRNA levels of *Defa6* and *Lyz2*, two Paneth cell markers, and Ripk3, a TNF‐induced cell death gene, in ileum of the experiment in (A).Data information: Data are shown as mean ± SD. (D) *N *=* *10/15 per group, (E) *N *=* *10 per group, (F) *N *=* *5/6 per group. *P*‐values were analyzed with a two‐way ANOVA test.

Since TNF‐induced crypt damage was reported to cause evasion of (aerobic) microbes from the ileal lumen to peripheral organs (Van Hauwermeiren *et al*, 2015), causing there a bacterial infection that contributes to the lethal effect of TNF, we studied if zinc protection was associated with reductions in bacterial contamination of spleens and mesenteric lymph nodes, 18 h after TNF injection. Lysates of these organs were prepared and plated on TSA bacterial plates and colonies grown for 24 h, counted, picked, and at least 100 colonies identified for each condition by MALDI‐TOF. TNF led to the growth of colonies in both organs, but significantly less when mice were pretreated with zinc (Fig 6A and B). Interestingly, zinc caused a reduction in the amount of bacterial species: In control mice, TNF causes the appearance of 4 dominant species on the TSA plates (*Staphylococcus nepalensis*,* Staphylococcus sciuri*,* Eschericchia coli,* and *Enterococcus faecalis*), while zinc‐pretreated mice displayed only the latter bacteria in their organs (Fig 6A and B) upon TNF injection. We therefore considered it conceivable that TNF causes Paneth cell death, leading to local crypt permeability of the intestinal epithelium, leading to bacterial evasion. We showed that zinc protects against Paneth cell damage, possibly allowing significantly less species and amounts of bacteria to evade to the spleen and MLNs. When intestinal permeability, measured 8 h after TNF injection by FITC‐dextran, however, significant induction by TNF was observed, but no inhibition by Zn (Appendix Fig S6). Although the contribution of TNF‐induced Paneth cell death in the degree of FITC‐dextran‐measured permeability assay is not known, the reduction in amount of colonizing bacterial species appears not to be directly determined by the general permeability of the gut, but by the composition of the ileum flora. This was determined by plating out ileum contents of mice, kept on normal drinking water (*n *=* *5), and mice (*n *=* *5) kept 1 week on 25 mM ZnSO_4_. *Grosso modo* equal amounts (about 200 mg/mouse) of ileum slurry were collected in PBS and plated on TSA plates. Slightly (10%) more colonies appeared on the plates of the zinc‐treated mice, but after picking, randomly 110 and 102 colonies from plates of H_2_0‐treated mice and ZnSO_4_‐treated mice resp. and determination by MALDI‐TOF, a significant impact of Zn was observed, since the abundant *Staphylococcus* species (*S. sciuri*,* S. nepalensis,* and the far less abundant *S. saprophyticus*) were entirely replaced by *E. coli* and *Enterococcus faecalis* (Fig 6C and D).

**Figure 6:**
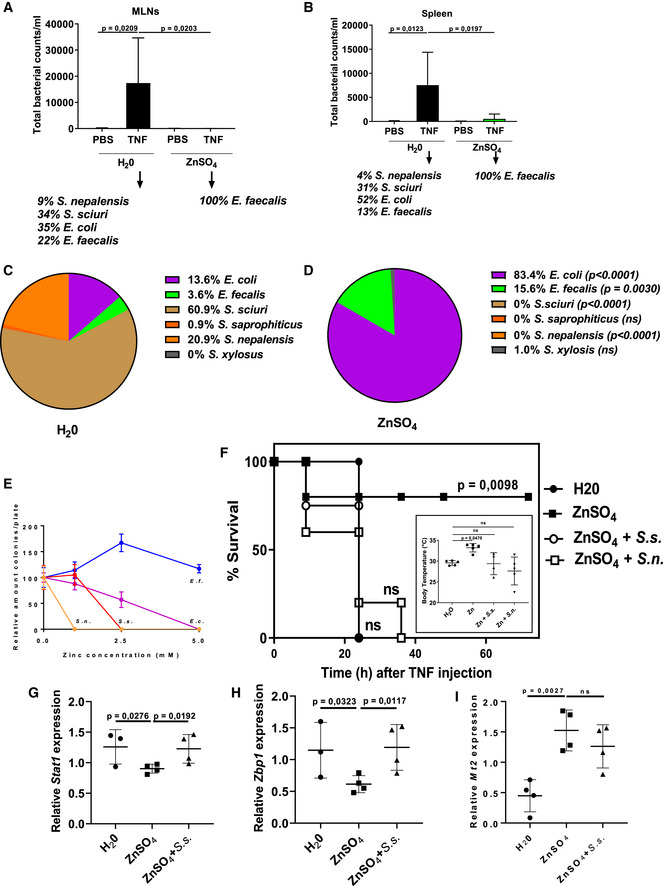
Zinc modulates bacterial colonization and composition as a mechanism to protect against TNF A, BC57BL/6J mice received control or 25 mM ZnSO_4_ drinking water for 7 days and were injected i.p. with 50 μg TNF, solved in 200 μl sterile PBS, per 20 g bodyweight or with PBS only (*N *=* *5). 18 h after TNF challenge, spleen and MLNs were isolated and lysates prepared and plated on TSA plates. Colonies were counted and expressed as bacterial colonies per ml of lysate. 40 colonies per plate were prepared for MALDI‐TOF identification, and the relative amounts of bacterial species found on the plates are mentioned underneath the figure. Data are shown as means ± SD. *P*‐value was analyzed by means of Student's *t*‐test (unpaired, two‐tailed).C, DC57BL/6J mice received control or 25 mM ZnSO_4_ drinking water for 7 days. Then, semi‐solid ileum slurry was isolated, weighed, mixed, diluted, and normalized and was plated on TSA plates. After randomly picking 110 and 102 colonies from plates of H_2_0‐treated mice and ZnSO_4_‐treated mice resp., their identity was determined by MALDI‐TOF and expressed in a pie diagram. Chi‐square tests were performed.EImpact of zinc concentration in bacterial TSA plates on the growth of colonies of four bacterial species commonly found in spleen and MLNs of mice injected with TNF (see A, B). Pure colonies of *Staphylococcus nepalensis* (orange), *Staphylococcus sciuri* (red), *Eschericchia coli* (purple), and *Enterococcus faecalis* (blue) were grown in LB medium, then diluted, and plated on TSA plates containing increasing concentrations of ZnCL_2_. 24 h later, the amounts of colonies were counted, and the amounts found in the 0 mM ZnCl_2_ condition expressed as 100%. Data are shown as mean ± SD pooled from three independent experiments.F–IMonocolonization experiment. Mice (*N *=* *5 all groups) were treated with H_2_0 or ZnSO_4_ for 7 days, after which the ZnSO_4_ was removed and replaced by H_2_0. 12 h and 24 h later, the mice were transplanted with PBS, 10^8^ *Staphylococcus sciuri* or 10^8^ *S. nepalensis* (in 100 ul), and 3 h later, a lethal dose of TNF (35 μg/mouse) was injected, and 24 h later body temperature (insert in F) and lethality (F) recorded and estimated by one‐way ANOVA and chi‐square tests, resp. Survival significance was tested toward the H_2_0 control group. In a second experiment (G–I; *N *=* *4 all groups) with *S. sciuri* colonization, *Zbp1* and *Stat1*, two key ISRE genes, and *Mt2*, a Zn‐induced gene, were measured in ileum biopsies by RT–qPCR.Data information: Data are shown as mean ± SD. In (A), (B), and (F), *P*‐values were analyzed with one‐way ANOVA test and in (G‐I) by means of Student's *t*‐test (unpaired, one‐tailed). For the survival curve in (F), *P*‐value was analyzed with a chi‐square test.

To understand the mechanism of the effect of zinc on the gut microbial communities, we used two techniques. First, we studied the four major bacterial species that were found to colonize the spleen and the MLNs after TNF injection to study direct effects of zinc. Plating out of mice‐derived isolates on TSA plates containing increasing concentrations of ZnCl_2_ revealed that the growth of *Staphylococcus nepalensis* and *Staphylococcus sciuri* (both *Firmicutes*) is severely limited by zinc, leaving no live bacteria in 2.5 mM ZnCl_2_, while *Enterococcus faecalis* (*Firmicutes*) is fully alive even on the highest concentration of 5 mM Zn (Fig 6E). *Eschericchia coli* (*Proteobacteria*) displays an intermediate direct Zn cytotoxic effect. These data are compatible with a direct antibiotic effect of zinc on some bacterial species/taxa, but not on others, explaining the impact of zinc on the ileum gut microbes identified by MALDI‐TOF and those appearing after TNF challenge in MLNs and spleens, identified by MALDI‐TOF.

Based on the hypothesis that ileum bacteria induce an ISG response in Paneth cells, sensitizing them to TNF‐induced cell death, we decided to study whether mice, protected against TNF by zinc treatment, can be re‐sensitized to TNF by transplanting them with *Staphylococci*. Mice were treated with H_2_0 or ZnSO_4_ for 7 days, after which the ZnSO_4_ was removed and replaced by H_2_0. 12 h and 24 h later, the mice were transplanted with 10^8^ *S. sciuri* or 10^8^ *S. nepalensis*, and 3 h later, a lethal dose of TNF was injected, and 24 h later, body temperature and lethality recorded (Fig 6F). The data suggest that Zn induces protection against TNF lethal shock, but that this Zn protection is reversed by transplanting mice with these bacterial species. To confirm that the lethal response of these transplanted mice is related to expression of ISRE/IRF genes in the ileum at the moment of challenge, we performed qPCR of two such genes, *Zbp1* and *Stat1*, and observed the repression by zinc and the reversal by the bacterial gavage. *Mt2*, a zinc‐activated gene, we measured as a positive control of zinc treatment (Fig 6G–I).

### Impact of zinc on the (fecal) gut microbiome by 16S rRNA typing

To investigate whether the impact of zinc on microbiota composition, like the reduction in ISRE/IRF genes, is independent of GR and is a direct effect of zinc on the microbes, we first compared the composition of the fecal microbiota of GR^WT^ mice (*n *=* *40) and GR^Dim^ mice (*n *=* *40) by 16S rRNA sequencing on feces. As shown in Appendix Fig S8, there were slightly more *Bacteroidetes* in GR^WT^ than in GR^Dim^ and less *Firmicutes*, but none of the differences, at any level from phylum to genus level, were statistically significant.

We then investigated the effect of zinc on the gut microbiome and performed a 16S rRNA gene sequencing on feces sampled from 20 control and 20 ZnSO_4_‐treated C57BL/6J mice. Taxonomy was assigned by using the Silva database, and analysis was performed by the use of Qiime1. The fecal microbial community diversity between both groups (α‐diversity) was compared by means of Shannon‐Wiener rarefaction curves. As suggested by Fig 6D and E, the fecal microbiome of zinc‐treated mice was indeed markedly decreased in α‐diversity, pointing to a reduction in fecal bacterial richness and diversity (*P *=* *0.001; Appendix Fig S9A). The individual variation in both treatment groups (β‐diversity) was assessed with Bray–Curtis dissimilarity (Appendix Fig S9B). Individual variation was significantly greater between control and zinc treatment groups than within the groups (*P *=* *0.001). Individual variation within groups was not statistically different (*P *=* *0.146 within the zinc group, *P *=* *0.118 within the control group). Taxonomical differences on the phylum level between both groups are presented in Appendix Fig S10A. Quite strong increases in the abundance of *Actinobacteria* (2% to 3.8%) and *Bacteroidetes* (46.2% to 65.7%) and decreases in *Firmicutes* (42.2% to 24%) and *Proteobacteria* (8.1% to 2.1%) are observed in the feces of zinc‐treated mice. The decrease in *Firmicutes* may involve direct effects of zinc on *Staphylococci*, while the latter decrease in *Proteobacteria* is interesting since this phylum includes a wide variety of potentially pathogenic bacteria (e.g., *Salmonella*), and moreover, an increase in *Proteobacteria* was noticed in clinical SIRS and sepsis studies (Zaborin *et al*, 2014; Lankelma *et al*, 2017). To discriminate between bacterial genera characteristic for control feces or zinc‐feces a linear discriminant analysis (LDA) was performed (Appendix Fig S10B). Interestingly, several genera previously identified as opportunistic pathogens and linked to (infectious) diseases declined upon zinc treatment. These include the *Desulfovibrio*,* Alistipes*,* Coprococcus,* and other genera (Wensinck *et al*, 1983; Gulletta *et al*, 1986; Kasten *et al*, 1992; Bernard *et al*, 1994; Goldstein *et al*, 2003; Lau *et al*, 2006; Verstreken *et al*, 2012; Sydenham *et al*, 2014; Maharshak *et al*, 2018).

### Therapeutic consequence of the findings and conclusion

In previous work (Ballegeer *et al*, 2018), we have shown that GCs/GR control microbiota induced ISRE gene expression in Paneth cells, by controlling STAT1 expression and activity, while here, we show that zinc directly modulates the gut microbiome, so that less ISRE genes are induced in Paneth cells. Thus, zinc and GCs hit the same intestinal TNF‐induced cell death pathway to protect against TNF‐induced lethality, but zinc acts more upstream in that pathway. Hence, zinc and GCs might be expected to strengthen the effects of one another. To test this, we injected mice with a high dose of TNF and found that suboptimal doses of Dex and zinc, each failing to cause a full protection on their own, do so when combined in a single treatment (Fig 7A). Since both protective mechanisms converge at STAT1, we studied if STAT1^−/−^ mice phenocopy this robust TNF protection, which indeed they do (Fig 7A). Furthermore, when studying the ileum expression of ISRE genes of interest in TNF‐induced cell death (*Mlkl* and *Zbp1*) 6 h after TNF injection, in mice pretreated with DEX (−1 h) and put on water or ZnSO_4_ during a week, it is observed that TNF induces these genes, that DEX represses this induction, and that ZnSO_4_ reduces the expression of these genes in all groups, including the DEX‐treated group, leading to significant additive effects of ZnSO_4_ and DEX (Fig 7B–D). Such effect is also observed at the level of *Stat1* expression.

**Figure 7:**
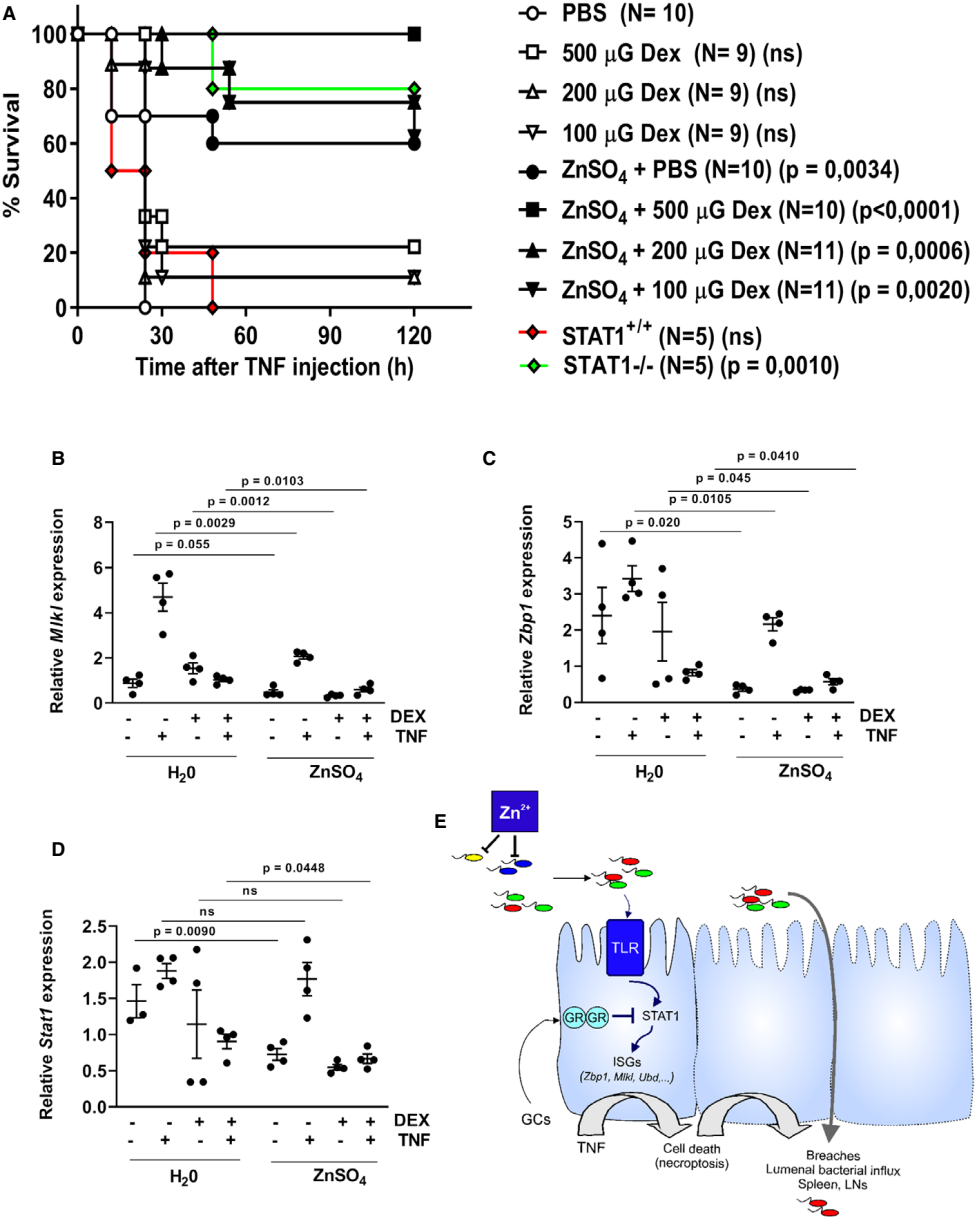
Additive protection of zinc and dexamethasone against TNF‐induced lethal inflammation AC57BL/6J mice received 25 mM ZnSO_4_ or control water for 7 days. Mice were injected i.p. with 100, 200, or 500 μg dexamethasone (Dex, rapidexon), solved in sterile PBS, 30 min before a 50 μg TNF/20 g bodyweight i.p. challenge. STAT1^+/+^ and STAT1^−/−^ mice were challenged with equal TNF dose, as controls. No mice died later than 120 h after TNF injection. Data show combined results of two experiments.B–DMice (*N *=* *4 per group) treated as in (A) and 6 h after challenge, ileum was taken and RT–qPCR performed to study gene expression of cell death ISRE genes *Mlkl* and *Zbp1* as well as *Stat1*.EHypothesis of the mechanism of interference of zinc in TNF‐induced cell death in ileum (Paneth) cells. See text for more details.Data information: For the survival curve in (A), *P*‐value was analyzed with a chi‐square test and compared to the PBS group. In (B‐D), pairwise analysis between groups with or without zinc was performed using Student's *t*‐test (unpaired, one‐tailed).

In conclusion, we believe that our data suggest that zinc modulates the composition of the gut microbial communities, in a direct way, by killing certain bacterial species, such as Staphylococci, leading to reduced microbial pressure on IECs such as Paneth cells, and to reduced ISRE/IRF gene expression in these cells. Since some of these genes are coding for proteins involved in necroptotic cell death, zinc reduces vulnerability to TNF‐induced cell death, thereby protecting against bacterial colonization from ileum to spleen and MLNs, and lethality (Fig 7E).

## Discussion

Since TNF has been shown to play a major role in numerous inflammatory and infectious diseases (Chen *et al*, 2007; Bhattacharyya *et al*, 2011), knowledge of the precise impact of TNF‐induced inflammation and cell death on the cellular and pathophysiological level are of major importance (Tang *et al*, 2019). Clinical trials using TNF infusion in healthy human volunteers have shown that, besides drop in blood pressure, the impact of TNF on intestinal homeostasis (diarrhea, damage, pain, necrosis) was the major dose‐limiting toxicity (Spriggs *et al*, 1988). It has been demonstrated that TNF‐induced lethal SIRS in mice, which is used as a model system for sepsis but also for inflammatory bowel disease, is strongly mediated by cell death in the IECs (Piguet *et al*, 1998; Van Hauwermeiren *et al*, 2013, 2015) and is associated by efflux of gut microbes into the spleen and MLNs. This latter phenomenon is important and explains why broad‐spectrum antibiotics can protect mice against a lethal TNF challenge (Van Hauwermeiren *et al*, 2015). TNF inhibitors have proven to block inflammatory bowel disease (IBD) in Crohn's disease, which proves the role of TNF in this inflammatory disease (Guo *et al*, 2010). GCs efficiently prevent inflammation and are applied in IBD (Danese & Peyrin‐Biroulet, 2014). They are also very efficient in preventing lethality in this TNF model by a mechanism that is based on inhibition of gene expression of ISRE/IRF genes in IECs, genes which are induced by the gut microbiota and some of which (*Mlkl*,* Zbp1*) sensitize for TNF‐induced necroptosis (Ballegeer *et al*, 2018).

Zinc is the second most abundant trace element in the human body and is important for health as a structural, functional, and catalytical cofactor of approximately 10% of all human proteins (Andreini *et al*, 2006). As a consequence, zinc is involved in many biological pathways and zinc deficiency is associated with several clinical features, mainly gastrointestinal, such as diarrhea and increased susceptibility to infections, SIRS, and sepsis (Livingstone, 2015). Zinc administration protects against TNF‐induced lethal SIRS, as well as in other models of SIRS, sepsis, and infection. Zinc has been applied in the combat against diarrhea in newborn children and in piglets, but the precise mechanism underlaying these zinc effects are insufficiently known (Waelput *et al*, 2001; Van Molle *et al*, 2007; Nowak *et al*, 2012; Wessels & Cousins, 2015; Ganatra *et al*, 2017). Since the health‐promoting effects of zinc are well‐known, the protective effects of zinc in the TNF SIRS model form an ideal opportunity to study mechanistic insights that lay behind the protective nature of zinc. This may lead to an optimization or replacement of zinc as a therapeutic approach, since zinc is a heavy metal causing fear for environmental contamination.

We here describe that zinc protects mice very well against TNF‐induced SIRS but is unable to confer protection when the GC/GR axis is severely disturbed. By RNA‐seq experiments, we decided to focus further on the ileum, although the GR^VillKO^ data may suggest that zinc's protective effects could also be mediated by other cells in addition. The RNA‐seq data exclude that zinc communicates directly with GR and influences its transcriptional efficiency. Because lethality in the TNF model is associated with severe cell death in the small intestinal crypts, notably in the Paneth cells, and since this TNF phenomenon on Paneth cells depends on sufficient expression of ISRE/IRF genes, induced by the gut microbiome (Ballegeer *et al*, 2018), we studied whether a recently recognized interaction between GR and zinc may be playing a role. Guo *et al* have shown that the *Slc30a2* gene is regulated by a collaboration between GR and the major zinc‐responding transcription factor MTF1 (Guo *et al*, 2010). The *Slc30a2* gene encodes a major zinc transporter, ZnT2, which pumps zinc from the cytoplasm into the secretory granules in Paneth cell, where zinc supposedly helps in the maturation of beta‐defensins via stimulation of MMP7, the major protease involved, as elegantly shown by Wilson *et al* (Wilson *et al*, 1999). However, in our model, by using newly generated Slc30a2 knockout mice, MTF1‐deficient mice, and MMP7 knockout mice, we found no support for the involvement of the GC/GR‐MTF1‐ZnT2‐MMP7 axis in the zinc protective effect.

Instead, we found that zinc no longer protects mice against TNF when gut microbes have been killed by classical antibiotics or have been absent by raising mice in germ‐free (GF) conditions. Both these interventions led to a drastic reduction in the expression of the ISRE/IRF‐dependent genes in IEC cells, and the antibiotics already sufficed to protect against TNF, as shown before (Van Hauwermeiren *et al*, 2015). Remarkable, though GF mice had no microbes in their gut, they were not basically protected against TNF, maybe because of the immature status of their innate immune defense systems (Bayer *et al*, 2019). Taken together with the strongly increased expression of these ISRE/IRF‐dependent genes in GC/GR‐deficient animals, it is reasonable to assume that the protective effect of zinc is based on the reduction in these ISRE/IRF‐dependent genes in a way that involves the microbiota and Paneth cell's cell death.

Our RNA‐seq study following zinc administration in IECs clearly showed that zinc reduces the basal ISRE/IRF signature. It is the major effect of zinc in the gut. Interestingly, although GR^Dim^ mice have basic high ISRE/IRF‐dependent gene expression in the ileum, these mice with defective GR dimerization pathway respond well to zinc in terms of downregulation of ISRE/IRF‐dependent gene expression when looking at responses on the genome‐wide level. These data illustrate that the zinc effect is in fact independent from GR, but has no protective result, because the threshold of the ISRE/IRF‐dependent gene expression in these GR^Dim^, but also GR^VillKO^ and Adx mice, are too high. Increasing the dose of zinc in the drinking water from 25 to 75 mM still caused no protection in GR^Dim^ mice, actually caused visible discomfort in the mice. Hence, zinc protects against TNF by lowering ISRE/IRF genes in the ileum, but not in GC/GR‐deficient mice, because these genes are too high, and not in antibiotics and GF mice, because their ISRE/IRF genes are already too low.

Which are the key bacterial species and which pathways lead to ISRE/IRF gene expression, and how zinc modulates these was then addressed. It is known that zinc has microbiota modulating effects. This has been suggested in the literature, for example, in chickens (Mayneris‐Perxachs *et al*, 2016), pigs (Xia *et al*, 2017) and mice (Li *et al*, 2016; Zackular *et al*, 2016). This was also underscored following our 16S rRNA gene sequencing. We found that the amounts of bacteria, after 1 week of zinc treatment, remain the same, but that the diversity and virulence decrease by zinc. Strong reductions in *Proteobacteria* and *Firmicutes* are obvious effects of zinc. Since TNF injection leads to the dissemination of gut aerobic bacteria in MLNs and gut, and since zinc strongly reduced this phenomenon, we cultured aerobic bacteria on plates from ileum isolates and found that zinc‐treated mice had obviously lost the abundant *Staphylococcus sciuri* and *Staphylococcus nepalensis* species. Since these species, more than others, appear to be killed or stopped in their growth by zinc, in a direct way, it is conceivable that (i) this effect causes their absence in the MLNs and spleen, (ii) causes less ISRE/IRF expression in the ileum, and (iii) therefore causes protection of Paneth cells against TNF‐induced (ISRE/IRF‐dependent) cell death. Direct proof for the role of these bacterial species was provided by monoculture transplantation studies, showing that these bacteria reverted the reduction in ISRE/IRF genes by zinc as well as the protection offered by zinc against TNF, in terms of hypothermia and death. *S. sciuri* is better understood than *S. nepalensis* and is an important human pathogen, found in endocarditis, peritonitis, septic shock, urinary tract infection, pelvic inflammatory disease, and wound infections (Chen *et al*, 2007). It has also been found in pigs and is considered as a potentially dangerous zoonotic agent (Chen *et al*, 2007). More details on how *S. sciuri* and *S. nepalensis* contribute to ISRE/IRF upregulation will have to be unfolded by later studies. Also, monoculture transplantation studies using other bacterial strains, which were not depleted by ZnSO_4_, or which will be identified by microbiota sequencing studies rather than by culturing but will increase the specificity of these findings and make them more complete, in the future. We found that ablation of TLR‐coding genes (*Tlr2*,* Tlr4*,* Tlr5*,* Tlr9*) had some impact on the basal expressions of ISRE/IRF genes, but more research is needed, since it is conceivable that other pathogen sensors, such as cGAS/STING or NLRs, play a role (Zhang *et al*, 2020). As an alternative explanation of the impact of zinc on ileum ISRE/IRF gene expression, zinc may have a direct role by repressing IRF‐related genes by binding to the newly identified zinc‐finger IRF composite elements (Ochiai *et al*, 2018).

This study unfolds an interesting axis, which potentially leads to new insights and new therapeutic possibilities. Zinc reshapes the microbiome, by direct cytotoxic/cytostatic effects on certain bacteria, such as *Staphylococci*, leading to a less‐diverse community that induces less ISRE/IRF‐dependent gene expression. Since some of these ISRE/IRF genes, notably *Mlkl* and *Zbp1,* code for necroptotic proteins MLKL and ZBP1, a direct link between ISRE/IRF levels and sensitivity to TNF‐induced necroptosis is strongly suggested by microscopy and electron microscopy studies. Interestingly, the most central node in regulation of these ISRE/IRF genes is STAT1, coded by *Stat1*. Our data suggest that zinc and GCs have additive protective effects against TNF‐induced lethal SIRS. The protection of GCs was shown to be directed, to a significant degree, to direct inhibition of Stat1 gene expression (Ballegeer *et al*, 2018; Van Looveren *et al*, 2020), as STAT1 is a well‐known mediator in TNF signaling and *Stat1* a target of GR (Yarilina *et al*, 2008; Bhattacharyya *et al*, 2011). Our paper suggests that zinc reduces ISRE/IRF gene expression because of less signal transduction in ileal cells (including Paneth cells), which is also reflected in reduced *Stat1* expression. We therefore believe that zinc and GC protection converge at Stat1 control. STAT1 is key in TNF signaling and lethal shock, as shown before (Yarilina *et al*, 2008; Ballegeer *et al*, 2018), and confirmed here by means of full STAT1 knockout mice. The details of the role of STAT1 in intestinal epithelium in the TNF model, but also in IBD and Crohn's disease, are being revealed (Seamons *et al*, 2018; Gunther *et al*, 2019), but await further detailed studies. Since administration of zinc and GCs together has such strong effects against TNF‐induced lethality, this combination may be of utmost benefit for treating intestinal pathologies involving TNF, such as Crohn's disease.

## Materials and methods

### Mice

Female C57BL/6J and C57BL/6J Adx mice were obtained from Janvier (Le Genest‐St.Isle, France). GR^Dim^ breeding mice (on FVB/NJ background) were kindly provided by Dr. Jan Tuckermann (Ulm University, Germany) and bred as GR^Dim/+^ intercrosses, yielding GR^Dim/Dim^ (noted as GR^Dim^) and GR^WT/WT^, noted as GR^WT^. GR^VillKO^ mice were obtained by crossing GR^fl/fl^ mice, obtained via Dr. Jan Tuckermann, with Villin‐cre‐transgenic mice, in a C57BL/6J background. GR^fl/fl^ mice were used as control mice for GR^VillKO^ mice, and cre‐transgenic animals were not considered as controls. A20^VillKO^ mice were obtained by crossing A20^fl/fl^ mice, and generated and provided by Dr. Geert van Loo (IRC VIB, UGent, Belgium) with Villin‐cre‐transgenic mice, in a C57BL/6J background. MTF1^fl/fl^ mice (on a C57BL/6J background) were obtained by Dr. Walter Schaffner (Zurich, Switzerland), and MMP‐7^−/−^ mice (C57BL/6J background) were from Dr. Carole Wilson (Seattle, USA, courtesy of Dr. Lynn Matrisian). STAT1^–/–^ mice were purchased from the Jackson Laboratory. Slc30a2^−/−^ mice were generated by CRISPR/Cas mutagenesis in 57BL/6J zygotes by Dr. Tino Hochepied in our institute (IRC, VIB, UGent, Belgium). All in‐house breedings were maintained by heterozygous crossing. All TLR^−/−^ mice were in a C57BL/6J background and kept in SPF animal house.

All mice were housed in light controlled (14‐h light/10‐h dark) and air‐conditioned animal houses. Mice were kept in individually ventilated cages and received food and water *ad libitum*. When mice were treated with zinc, they were given 25 mM ZnSO_4_*7H_2_O (Merck, 7446‐20‐0) solved in ultrapure water for 7 days. The drinking water of Adx mice was supplemented with 0.9% NaCl.

C57BL/6J, C57BL/6J Adx, Slc30a2^−/−^, MMP7^−/−^, and A20^VillKO^ mice were kept in specific pathogen‐free (SPF) animal houses. GR^Dim^, MTF1^VillKO^, and GR^VillKO^ mice were kept in a conventional animal house. The GF experiment of Fig 2 was performed in C57BL/6J mice in the GF facility of the Instituto Gulbenkian de Ciência (Lisbon, Portugal). The other GF experiments were done in the GF facility of VIB: A germ‐free C57BL/6J colony is kept in the VIB department, in special isolators. Our C57BL/6J germ‐free colonies are monitored for extraneous bacteria, fungi, and other pathogens. Male and female germ‐free mice were transported to a BL2 room for immediate experimentation, at the age of 8 weeks old, when needed.

All mice were used at the age of 8–14 weeks. Experiments with mice from in‐house breedings used both male and female mice, except for the RNA sequencing in GR^WT^ and GR^Dim^ mice where only female mice were used. All experiments were approved by the institutional ethics committee for animal welfare of the Faculty of Sciences, Ghent University, Belgium. The GF experiment of Fig 2 was performed in the GF facility of the Instituto Gulbenkian de Ciência (Lisbon, Portugal) in accordance with Portuguese regulations and approved by the Instituto Gulbenkian de Ciencia ethics committee and DGAV.

### Reagents

Dexamethasone (D‐4902) and FD4 FITC‐dextran (FD4‐1G, MW 3,000–5,000 Da) were purchased at Sigma‐Aldrich. Rapidexon (Eurovet) was used for *in vivo* experiments. Recombinant mouse TNF was expressed in and purified from *E. coli* in our department and contained no detectable endotoxin contamination (batch numbers CE140902 and SDB151216001, PSF VIB).

### Injections, monitoring, and blood and tissue isolations

Mice were injected i.p. or i.v. with an LD_100_ TNF dose in a volume of 200 μl /20 g bodyweight. Injected doses are indicated in the figure legends and depend on the used TNF batch and the mouse strain. CS was isolated and prepared as described in Starr *et al* (2014). Rapidexon (500, 200, or 100 μg per 20 g mouse weight) was injected i.p. 30 min before TNF injection. TNF and rapidexon were diluted in endotoxin‐free PBS (Gibco). Blood was sampled from the retro‐orbital plexus during isoflurane sedation (Isoflo, Abbott animal health). Mice were killed by cervical dislocation for the isolation of IECs, ileum, cecal content, ileum slurry, spleen, mesenteric lymph nodes (MLNs), or liver samples. Samples for RNA isolations were stored in RNA later (Ambion). IEC samples for RNA isolations were prepared as follow: ± 5 cm of the distal ileum was dissected, flushed with ice‐cold PBS, and incubated with lysis buffer (732 6802, Bio‐Rad) supplemented with 2‐mercaptoethanol on ice for 5 min, after which the inner part of the bowel was scraped out and snap‐frozen in liquid nitrogen.

### Serum preparation, zinc, corticosterone measurements

To obtain mouse serum, blood samples were allowed to clot overnight at 4°C. The next day, the clot was removed and samples were centrifuged at 2,000 *g* for 4 min at 4°C. Serum samples were stored at −20°C. Zinc levels were measured via ICP‐MS (Perkin‐Elmer DRce) performed by the University Hospital of Ghent. Corticosterone levels were determined via the Coat‐a‐count rat corticosterone *in vitro* diagnostic test kit (TRKC1, Siemens Med. Sol.).

### RNA isolation, cDNA, and qPCR

Total RNA from IECs, ileum, and liver was isolated with the RNeasy Mini Kit (Qiagen). For RNA isolations of cells, TRIzol (Gibco, Life Technologies) and the InviTrap Spin Universal RNA Mini Kit (Invitek, Isogen Life Science) were used. Both RNA isolation kits were used according to the manufacturer's instructions. RNA concentration was measured with the NanoDrop 1000 (Thermo Fisher Scientific). Thousand nanogram RNA was used for cDNA synthesis (iScript Advanced cDNA Synthesis Kit, Bio‐Rad). qPCR (LightCycler 480, Roche) was performed with the SensiFast SYBR No‐ROX kit (Bioline) according to the manufacturer's instructions. The best performing housekeeping genes were determined by geNorm. For qPCR assessment of bacterial loads, the extracted DNA was quantified with the NanoDrop 1000 and diluted to 3 ng/μl. Three microlitre DNA was added to 7 μl mix (1.5 μl sterile nuclease‐free water 5 μl SensiFast, 0.3 nmol Eubacteria forward + reverse primer). Primers used for qPCR are depicted in Table 1. Results are given as relative expression values normalized to the geometric mean of the housekeeping genes.

**Table 1:** Overview of qPCR primers and sequences

Gene	Forward primer (5′‐3′)	Reverse primer (5′‐3′)
*h36B4*	CATGCTCAACATCTCCCCCTTCTCC	GGGAAGGTGTAATCCGTCTCCACAG
*hCyclophilin A*	TCCTGGCATCTTGTCCATG	CCATCCAACCACTCAGTCTTG
*hTSC22D3*	GGAGATCCTGAAGGAGCAGA	TTCAGGGCTCAGACAGGACT
*hDUSP1*	ACCACCACCGTGTTCAACTTC	TGGGAGAGGTCGTAATGGGG
*hFKBP1*	GCCACATCTCTGCAGTCAAA	TCCCTCGAATGCAACTCTCT
*hSGK1*	CCTCCACCAAGTCCTTCTCA	CCCTTTCCGATCACTTTCAA
*mRpl*	CCTGCTGCTCTCAAGGTT	TGGCTGTCACTGCCTGGTACTT
*mGapdh*	TGAAGCAGGCATCTGAGGG	CGAAGGTGGAAGAGTGGGAG
*mHprt*	AGTGTTGGATACAGGCCAGAC	CGTGATTCAAATCCCTGAAGT
*mVillin*	TCAAAGGCTCTCTCAACATCAC	AGCAGTCACCATCGAAGAAGC
*mNr3c1*	AGCTCCCCCTGGTAGAGAC	GGTGAAGACGCAGAAACCTTG
*mAgtpbp1*	GGGGTCGAAGAGCGAGTTTC	GAATGGAGTGAGTCTGCACCA
*mIl6*	GGTGAAGACGCAGAAACCTTG	AGTGTCCCAACATTCATATTGTCAG
*mIl1β*	CACCTCACAAGCAGAGCACAAG	GCATTAGAAACAGTCCAGCCCATAC
*Cxcl9*	TCCTTTTGGGCATCATCTTCC	TTTGTAGTGGATCGTGCCTCG
*mSlc30a2*	CGGAGCCCGGTCCTTCTTA	GCATGGCAATAATGGTTGCTCT
*EUB (UNIF334 and UNIF514)*	ACTCCTACGGGAGGCAGCAGT	ATTACCGCGGCTGCTGGC
*mMlkl*	AATTGTACTCTGGGAAATTGCCA	TCTCCAAGATTCCGTCCACAG
*mZbp1*	AAGAGTCCCCTGCGATTATTTG	TCTGGATGGCGTTTGAATTGG
*mRipk3*	GTGCTACCTACACAGCTTGGA	CCCTCCCTGAAACGTGGAC
*mDefa6*	CCAGGCTGATCCTATCCAAA	GTCCCATTCATGCGTTCTCT
*mLyz1*	ATGGAATGGCTGGCTACTATGG	ACCAGTATCGGCTATTGATCTGA
*mStat1*	TCACAGTGGTTCGAGCTTCAG	GCAAACGAGACATCATAGGCA
*mUbc*	AGGTCAAACAGGAAGACAGACGTA	TCACACCCAAGAACAAGCACA

### RNA‐seq of ileum and liver in C57BL/6J and GR^WT^ and GR^Dim^

RNA quality was checked with the Agilent RNA 6000 Pico Kit (Agilent Technologies). The RNA was used for creating an Illumina sequencing library using the Illumina TruSeqLT stranded RNA‐seq library protocol (VIB Nucleomics Core), and single‐end sequencing was done on an Illumina NextSeq 500. The obtained reads were mapped to the mouse (mm10) reference transcriptome/genome with hisat v2.0.4 (Kim *et al*, 2015). Gene‐level read counts were obtained with the featureCounts software (part of the subread package) (Liao *et al*, 2014). Multimapping reads were excluded from the assignment. Differential gene expression was assessed with the DESeq2 package (Love *et al*, 2015), with the FDR set at 5%. Transcription factor‐binding sites on collections of transcripts were identified with the HOMER (v4.6) software (Heinz *et al*, 2010) and its accompanying collection of tools. We limited the searches to 500‐bp upstream of the transcription start sites. For most RNA‐seq experiments, group sizes of *n *=* *3 were chosen.

### Antibiotic‐mediated depletion of intestinal bacteria

Mice were given an antibiotics cocktail of 100 mg/l ciprofloxacin (Sigma), 500 mg/l ampicillin (Sigma), 500 mg/l metronidazole (Sigma), and 250 mg/l vancomycin (Duchefa Labconsult) that was added to the drinking water for 3 weeks, as described in Van Hauwermeiren *et al* (2015). When antibiotics were given per oral 0.6 mg ciprofloxacin, 3 mg ampicillin, 3 mg metronidazole, and 1.5 mg vancomycin were gavaged daily in 100 μl drinking water. Depletion of the intestinal microflora was confirmed by culturing fecal samples on brain–heart infusion (BBL) plates in both aerobic and anaerobic conditions.

### Ileum slurry toxicity

Mice were euthanized; the terminal 8 cm of ileum was prepared; and the contents were weighed, isolated in a petri dish, minced and mixed, and frozen at 100 mg/ml in a solution containing sterile PBS. Seven hundred and fifty microlitre of this ileum slurry was injected i.p. in germ‐free C57BL/6J mice and lethality recorded.

### Tissue sections and immunohistochemistry staining

Histopathology and immunostaining of ileum sections. Tissues were fixed with PFA, embedded in paraffin, and sectioned at 4μm. For hematoxylin and eosin staining, sections were dewaxed and stained with hematoxylin (Fluka, Diegem, Belgium) and eosin (Merck, Leuven, Belgium). The degree of damage was evaluated on entire organ sections by three observers in a blinded manner. Intestinal damage is characterized by decreased villus height, epithelial cell death at the villus top and loss of mucus layer and goblet cells. Taking into account all histological features, a damage score ranging from 0 (normal) to 4 (abnormal) was given to each mouse. For immunostaining, sections were dewaxed and boiled in 10 mM sodium citrate buffer for antigen retrieval, incubated for 1 h in blocking buffer (10 mM Tris–HCl pH 7.4, 0.1 M MgCl_2_, 0.5% Tween‐20, 1% BSA, and 5% serum) and incubated with anti‐MMP7 (1/100 dilution; 3801; Cell Signaling Technology). Fluorescent images and light microscopy images were taken by a laser scanning confocal microscope (Leica TCS SP5) and an Olympus light microscope, respectively.

### Transmission electron microscopy

Ileum tissue was cut into small pieces and immersed in a fixative solution of 2.5% glutaraldehyde and 3% formaldehyde in Na‐cacodylate buffer 0.1 M, placed in a vacuum oven for 30 min and left rotating for 3 h at room temperature. This solution was later replaced with fresh fixative, and samples were left rotating over night at 4°C. After washing, samples were post‐fixed in 1% OsO_4_ with K_3_Fe(CN)_6_ in 0.1 M Na‐cacodylate buffer, pH 7.2. After washing in ddH_2_O, samples were subsequently dehydrated through a graded ethanol series, including a bulk staining with 2% uranyl acetate at the 50% ethanol step followed by embedding in Spurr's resin. To select the area of interest on the block and in order to have an overview of the phenotype, semi‐thin sections were first cut at 0.5 μm and stained with toluidine blue. Ultrathin sections of a gold interference color were cut using an ultramicrotome (Leica EM UC6), followed by a post‐staining in a Leica EM AC20 for 40 min in uranyl acetate at 20°C and for 10 min in lead stain at 20°C. Sections were collected on formvar‐coated copper slot grids. Grids were viewed with a JEM 1400plus transmission electron microscope (JEOL, Tokyo, Japan) operating at 80 kV.

### Relative quantification of Paneth cell markers

As described recently (Van Looveren *et al*, 2020), death of Paneth cells was quantified by measuring the expression of typical Paneth cell genes, by qPCR, i.e., *Defa6* and *Lyz1*.

### Bacterial counts in spleens and MLNs

Eighteen hours after injection of mice with PBS or 45 μg TNF, mice were euthanized and the spleen and mesenteric lymph nodes were isolated and collected in 1 ml sterile PBS. By using the TissueLyzer, the spleen and MLNs were homogenized in 200 μl brain–heart infusion medium (Becton Dickinson, Erembodegem, Belgium), plated onto tryptic soy agar (TSA) plates, and incubated at 37°C. The following day, the number of colony‐forming units per ml was determined.

### Intestinal permeability

An *in vivo* permeability assay was performed using FITC‐dextran as described previously (Van Looveren *et al*, 2020). Three hours after TNF challenge, 200 μl FITC‐dextran (25 mg/ml in PBS) was administered by oral gavage. Five hours later, blood was collected in an EDTA‐coated tube and centrifuged at 1,018 *g* for 20 min at 4°C. Plasma was collected, and fluorescence was measured (λexc/λem = 488/520 nm).

### 16S rRNA sequencing

Fecal DNA was prepared with the QIAamp Fast DNA Stool mini kit (Qiagen) according to the manufacturer's instructions. The DNA was used for 16S rRNA library preparation using the Illumina NextEra XT v2 protocol, and sequencing was done on an Illumina MiSeq (paired end reads (2 × 300 bp), 8 bp index) by the VIB Nucleomics Core (Leuven, Belgium). Raw read quality control and preprocessing was done with Trimmomatic (leftover index removal and low‐quality pair removal). Data were processed with Qiime1 starting from demultiplexed Illumina reads and using the Silva database (for open‐reference OTU picking).

### Statistical analysis

All data were analyzed with GraphPad prism, except for the sequencing data and the proteomics data as indicated before. Survival curves were compared with a chi‐square test. Data are represented as mean ± SD. Statistical differences between groups were calculated by means of Student's *t*‐test, 1‐way ANOVA, or 2‐way ANOVA, as indicated in the figure legends. Samples were assumed to be normally distributed with similar variance between groups. No randomization was used to determine experimental groups, and no blinding of the investigator was performed. Group sizes were determined on the basis of previous experience. No data were excluded from the analyses.

## Author contributions

J.S. performed and guided about a third of the work and wrote parts of the manuscript, S.T. performed all bio‐informatics analysis of RNA sequencing and 16S rRNA sequencing analysis. T.Va., K.V., and C.W. were involved in the antibiotic experiments, the sampling for 16S rRNA sequencing and qPCRs. E.G., S.V., F.B., and F.V.I. performed the MALDI‐TOF experiments; L.D.C., R.T., and J.R. did 16S rRNA sequencing; T.Ve. and L.F.M. performed the germ‐free experiments, T.H. generated Slc30a2^−/−^ mice. M.E., L.A., S.D., M.B., J.V., and S.V. provided technical assistance, R.D.R. and M.D.B. performed the TEM experiments. K.D. and R.B. helped with scientific guidance. C.L. supervised the research and wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

RNA‐seq data: Gene expression. Deposited at the National Center for Biotechnology Information Gene Expression Omnibus public database (http://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE156119 (zinc ileum (C57BL/6J)), GSE156242 (zinc GR^WT^ or GR^Dim^), and GSE156282 (zinc liver (C57BL/6J)).

# Supplementary material for: Zinc inhibits lethal inflammatory shock by preventing microbe‐induced interferon signature in intestinal epithelium
**Source:** EMBO Mol Med. 2020 Sep 11;12(10):e11917. doi: 10.15252/emmm.201911917
**Supplement:** Supplementary file 1 — Appendix

# **Appendix**

## **Table of content**

### **Appendix Figures**

Appendix Figure S1  
Appendix Figure S2  
Appendix Figure S3  
Appendix Figure S4  
Appendix Figure S5  
Appendix Figure S6  
Appendix Figure S7  
Appendix Figure S8  
Appendix Figure S9  
Appendix Figure S10A  
Appendix Figure S10B

### **Appendix Tables**

Appendix Table S1  
Appendix Table S2  
Appendix Table S3  
Appendix Table S4  
Appendix Table S5  
Appendix Table S6  
Appendix Table S7  
Appendix Table S8  
Appendix Table S9  
Appendix Table S10  
Appendix Table S11  
Appendix Table S12  
Appendix Table S13  
Appendix Table S14  
Appendix Table S15  
Appendix Table S16

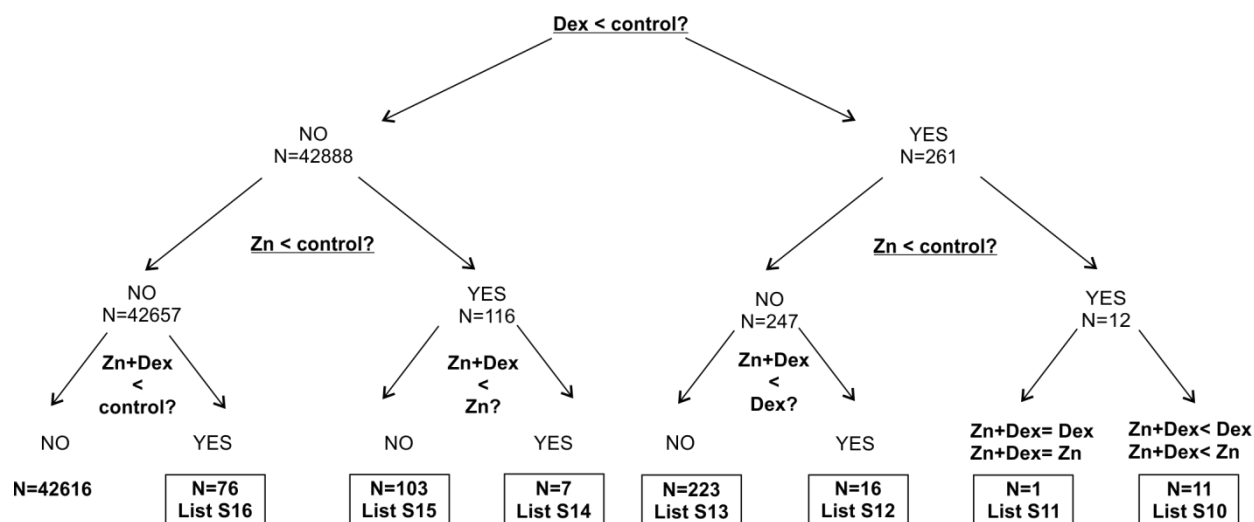

**Appendix figure S1:** Scheme of numbers of genes down-regulated in ZnSO<sub>4</sub>, Dex or ZnSO<sub>4</sub>+Dex treated mice (LFC<-0.8, p<0.05). Significant expression of genes in the RNA sequencing was assessed with a Wald test with negative binomial distribution in DESEQ2.

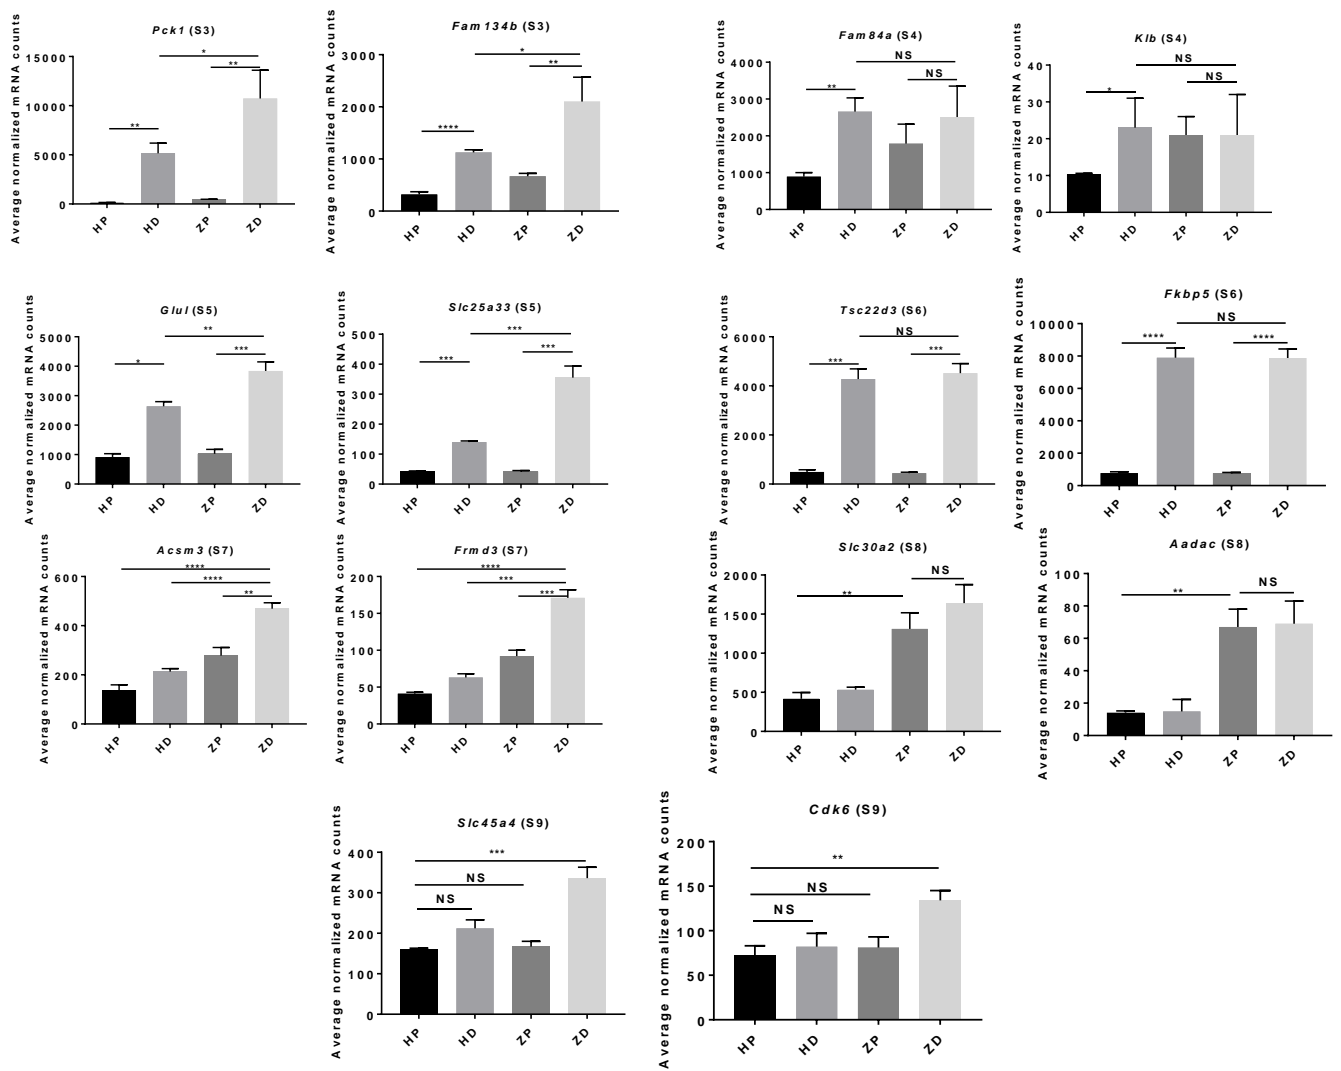

**Appendix figure S2:** Examples of genes belonging to the arbitrary-defined groups of Fig. 2C. We provide two example genes for each category (S3 to S9). Statistical analysis were done using One-way ANOVA with multiple comparison. Remark the gene *Slc30a2* in groups S8.

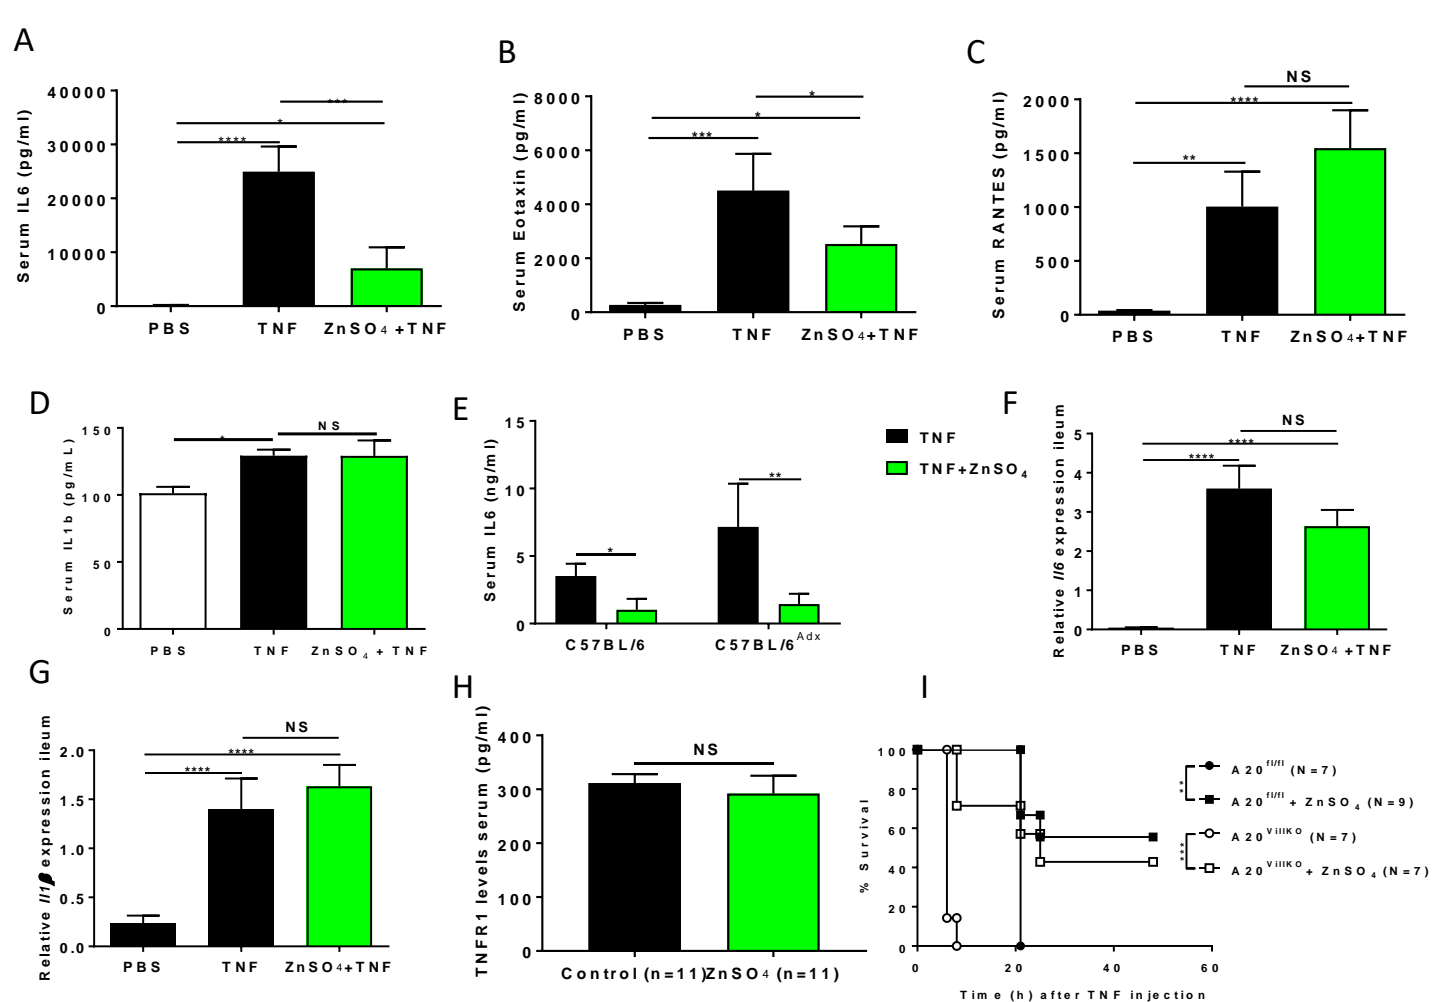

**Appendix figure S3:** Prophylactic zinc treatment does not induce a general decrease in TNF-induced inflammatory cytokines and chemokines. (A-C) C57BL/6J mice received control or 25 mM ZnSO<sub>4</sub> drinking water for 7 days and were injected i.p. with 50 µg TNF, solved in 200 µL sterile PBS, per 20 g bodyweight or with PBS only. 6 h after TNF serum was taken by retro-orbital bleeding and ileum was isolated. Serum IL6 (A), Eotaxin (B), RANTES (C), IL1b (D) levels were determined with bioplex. (E) IL6 levels in the serum of C57BL/6J naïve and adrenalectomized (Adx) mice (determined with a 7TD1 bioassay) that were treated for 7 days with 25 mM ZnSO<sub>4</sub> in the drinking water and challenged, i.p., with 30 µg (naïve) or 2 µg (Adx) TNF, solved in sterile PBS, per 20 g bodyweight (N= min. 3 per group). (F-G) Gene-expression of IL6 and IL1β (i) from the experiment of (A-C): mRNAs were determined by RT-qPCR in the ileum. Rpl and Gapdh were used as house-keeping genes. Results represent one experiment (N=min. 4 per group). Data are shown as mean +/- SD and were analyzed with a one-way ANOVA followed by a Tukey multiple comparisons test. (H) 1 week of 25 mM ZnSO<sub>4</sub> in the drinking water had no effect on soluble TNFR1 serum levels (I) We found that the absence of the anti-inflammatory protein A20 in the IECs had no diminishing effect on the zinc protection against TNF (Fig. S3H). It must be noted that *Tnfaip3* gene expression was found by RNASEQ to be unchanged by zinc in IECs but was induced 7.4-fold in liver (Supplemental Table S1 and S2). \*p: ≤ 0.05, \*\*p: ≤ 0.01, \*\*\*p: ≤ 0.001,

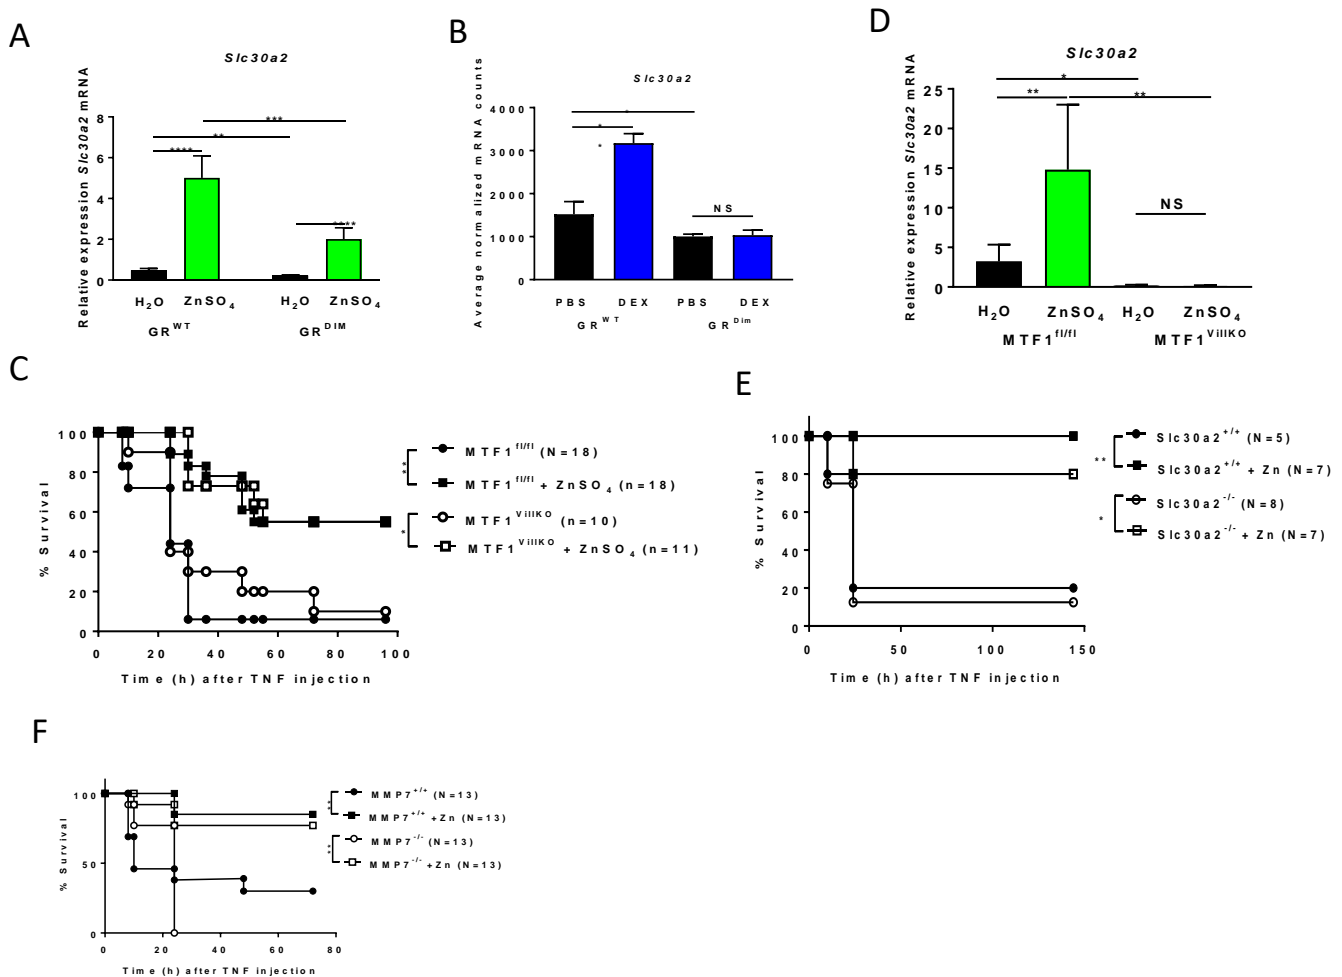

**Appendix figure S4:** Based on Guo et al., PNAS, 107, 2818, 2010, showing that GR and zinc co-induce *Slc30a2*, we studied expression of this gene and found that *Slc30a2* was induced by zinc in ileum samples of both GR<sup>WT</sup> and GR<sup>Dim</sup> mice, but its expression was significantly less in the GR<sup>Dim</sup> mice compared to the GR<sup>WT</sup> mice at both the basal level and after zinc administration (log fold change 1.9 in GR<sup>WT</sup> and 1.8 in GR<sup>Dim</sup>). These results were obtained by RT-qPCR (A). Bulk RNAseq of ileum samples of GR<sup>WT</sup> and GR<sup>Dim</sup> mice after i.p. injection of 10 mg/kg Dex confirms that this gene is a true GR dimer dependent GRE gene (B). Since the impact of zinc on *Slc30a2* was shown to depend on MTF1 (C), the major transcription factor responding to zinc, we studied the role of MTF1 in zinc-induced protection against TNF and generated *Slc30a2*<sup>-/-</sup> mice. We observed that zinc conferred significant protection against TNF in control MTF1<sup>fl/fl</sup> mice as well as in MTF1<sup>VillKO</sup> mice (D), despite strong reduction in MTF1 expression in the latter mice (C). Furthermore, *Slc30a2*<sup>-/-</sup> mice, generated in a C57BL/6J background by CRISPR/Cas technology were found to be protected against TNF by ZnSO<sub>4</sub> (E). Finally, MMP7<sup>-/-</sup> mice were equally protected by zinc against TNF, thereby ruling out a role of the contribution of the axis of GR/MTF1-ZnT2-MMP7 in IECs.

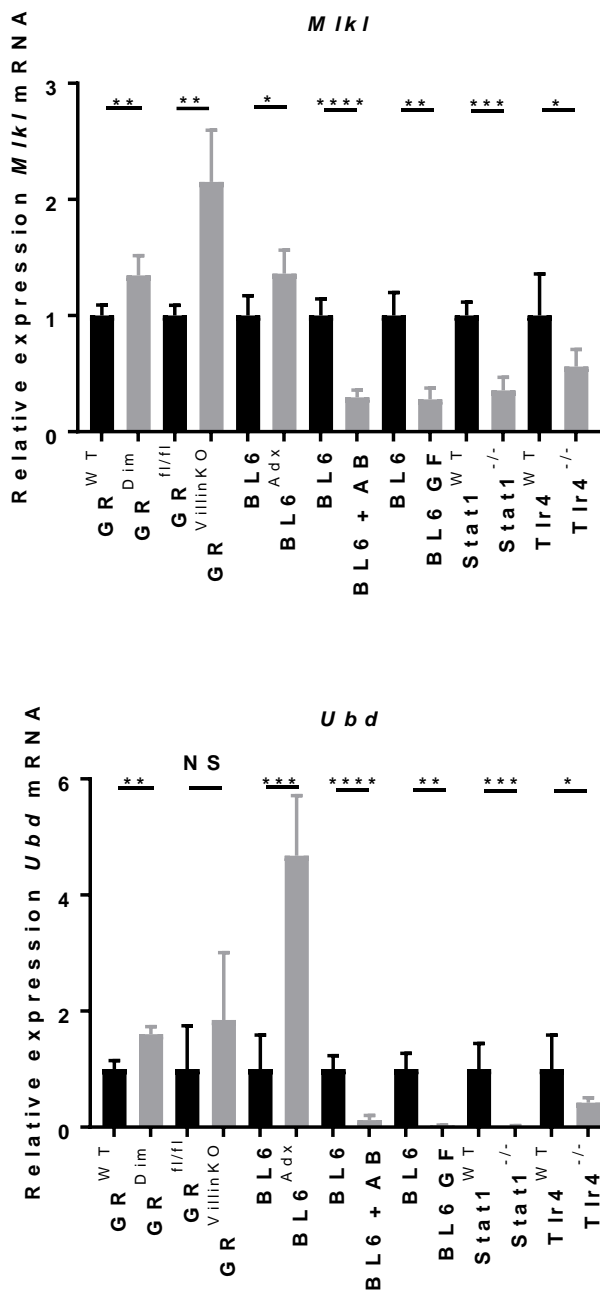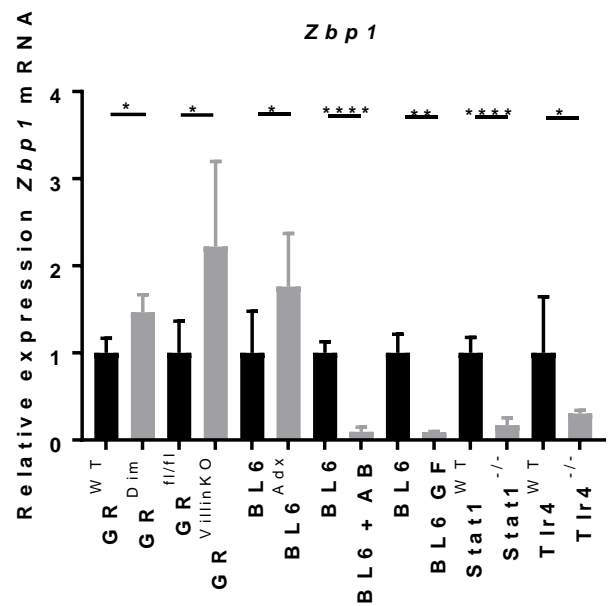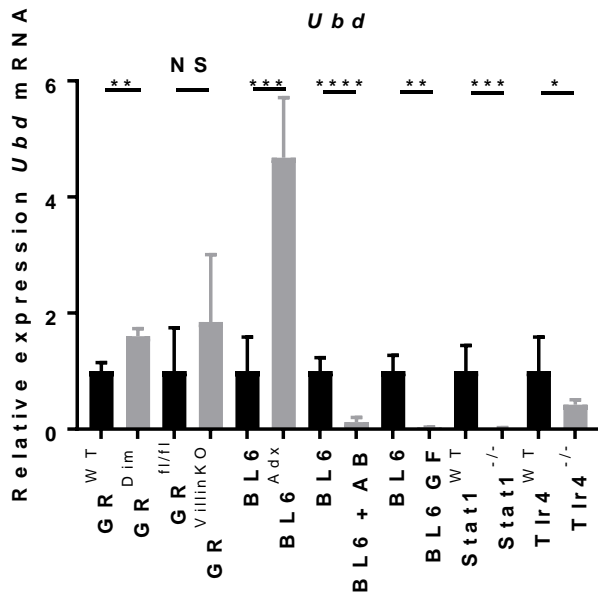

**Appendix figure S5:** Expression levels of three ISRE/IRF genes (*Mlkl*, *Zbp1* and *Ubd*), the two former of which are essential in the sensitivity of cells for TNF-induced necroptosis, on the mRNA level, determined by RT-qPCR. The relative expression levels of the control group in each couple of mouse groups (controls and mutant or control and treated) was set as 1 to allow to present these expression levels in one overview. It is clear that the mouse groups, which can no longer be protected by zinc (against TNF) have either significantly increased ISRE/IRF gene expressions, or extremely low ones. Data are shown as mean  $\pm$  SD. p-value was analyzed by means of a Student's t-test (unpaired, two-tailed).

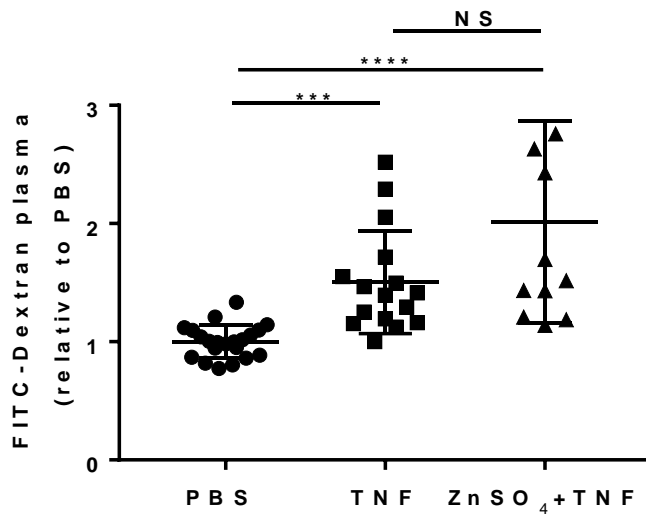

**Appendix figure S6:** Intestinal permeability assessed by FITC-dextran, 8h after injection of a lethal dose of TNF (35 ug/mouse) in mice pretreated by normal drinking water or ZnSO<sub>4</sub> - containing drinking water. One-way ANOVA test.

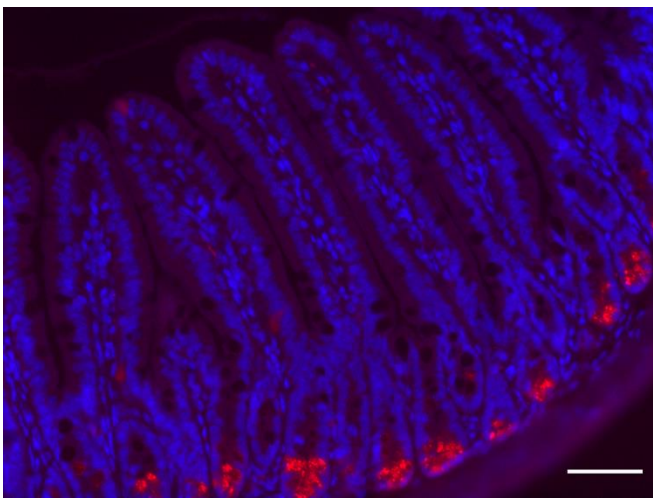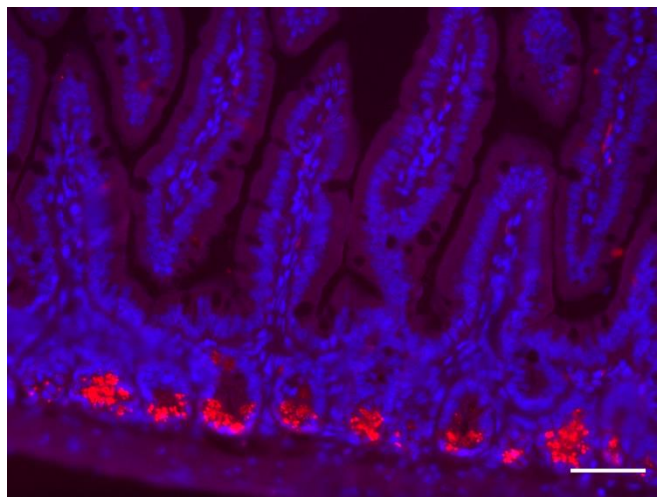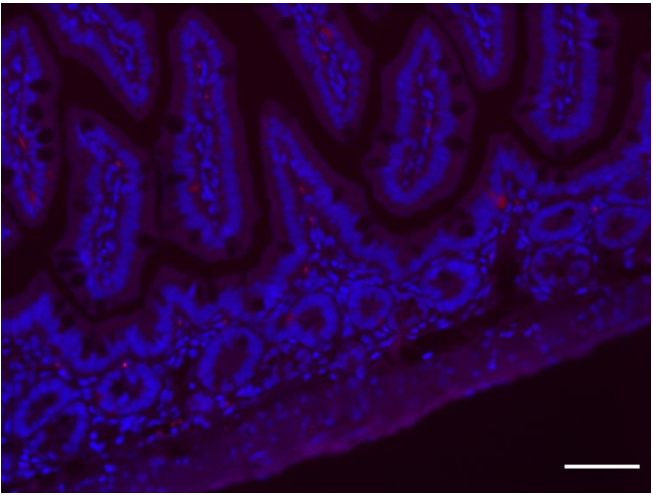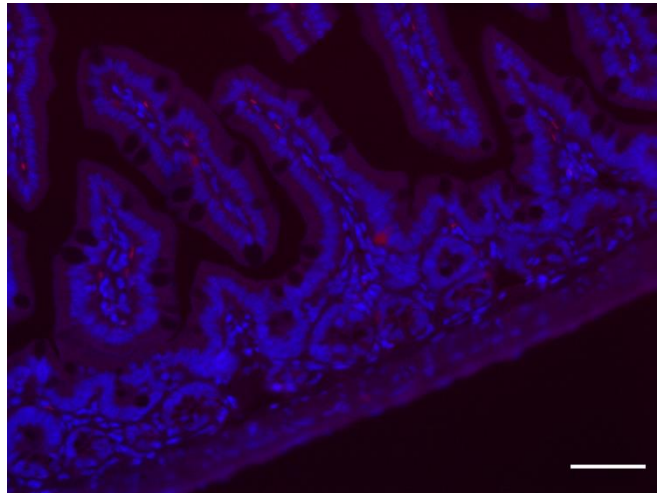

**Appendix figure S7: MMP-7** Immunohistochemistry on ileum biopsies of two MMP7 +/+ mice (top) and two MMP7<sup>-/-</sup> mice (bottom). Scale bars: 50  $\mu$ m.

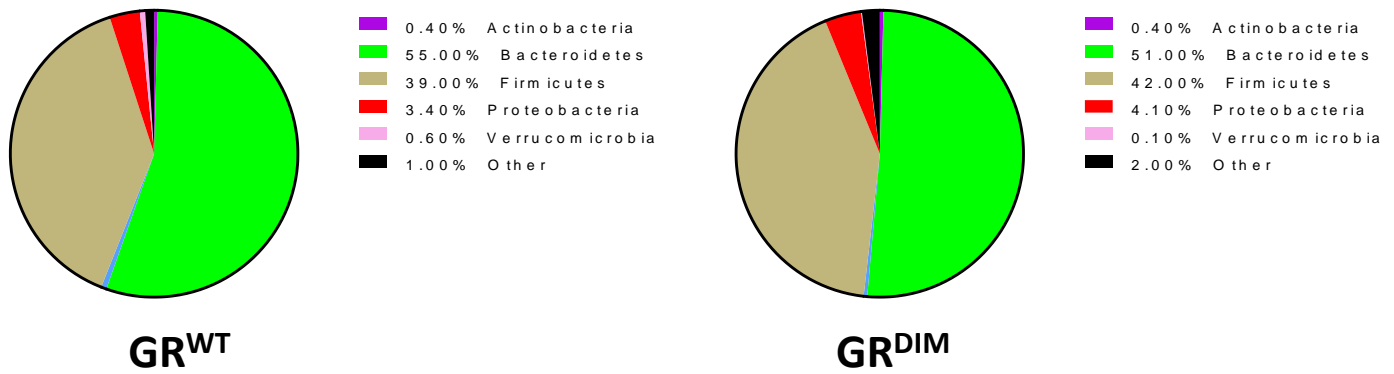

**Appendix figure S8:** Comparison of the fecal microbiota composition of GR<sup>WT</sup> (N=40) and GR<sup>DIM</sup> mice (N=40) by 16S rRNA gene sequencing. Taxonomy on the identified 16S rRNA OTUs was assigned by Silva and analysis was performed with Qiime1. Relative bacterial abundances at the phylum level are displayed. It is clear that the differences between GR<sup>WT</sup> and GR<sup>DIM</sup> mice are only very minor.

**A**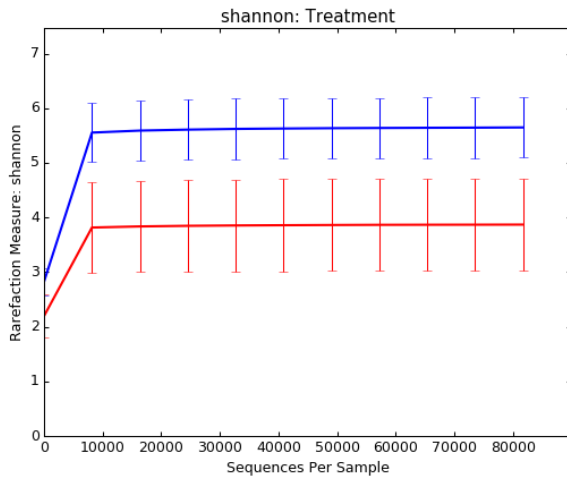**B**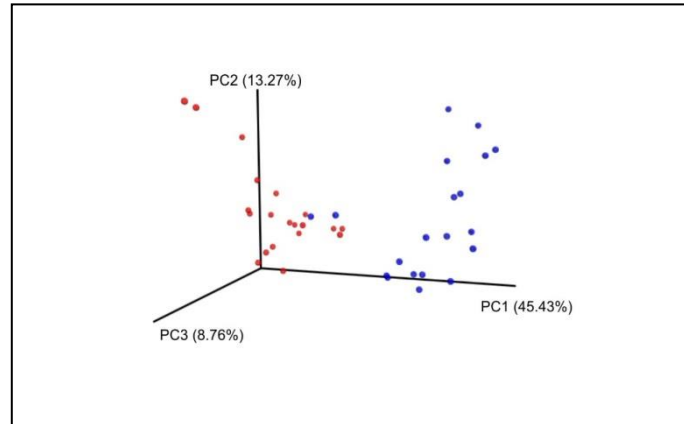

**Appendix figure S9:** Alpha and beta diversity of the fecal microbiota of C57BL/6J mice that received control (N=20) or 25 mM ZnSO<sub>4</sub> (N=20) drinking water for 7 days. 16S rRNA sequencing was performed on feces. Taxonomy on the identified 16S rRNA OTUs was assigned by Silva and analysis was performed with Qiime1. (A)  $\alpha$ -diversity determined by use of Shannon Wiener Rarefaction curves (control= blue, zinc=red). (B) Principal Components Plot (PCA) of individual samples analyzed by Bray-Curtis dissimilarity (control=blue, zinc=red).

A

H<sub>2</sub>O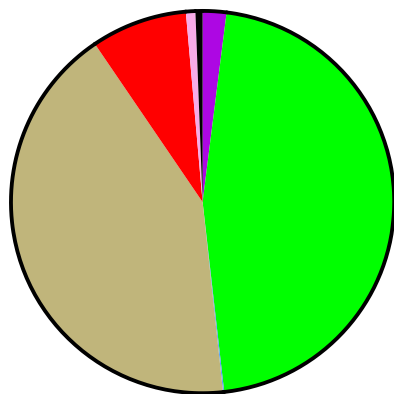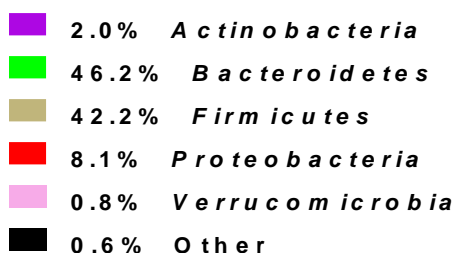ZnSO<sub>4</sub>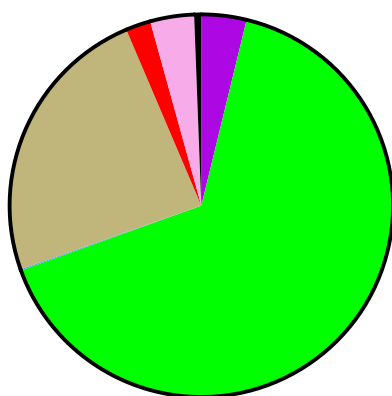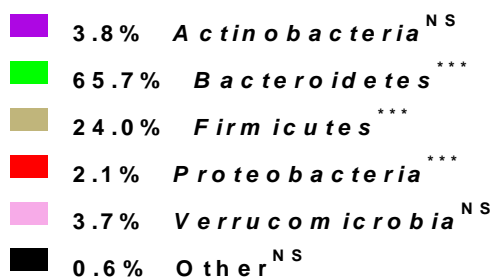

**Appendix figure S10A:** Relative bacterial abundances at the phylum level in the feces of C57BL/6J mice treated with water (N=20) or 25 mM ZnSO<sub>4</sub> (N=20) drinking water for 7 days. 16S rRNA sequencing was performed and taxonomy on the identified 16S rRNA OTUs was assigned by Silva and analysis was performed with Qiime1.

B

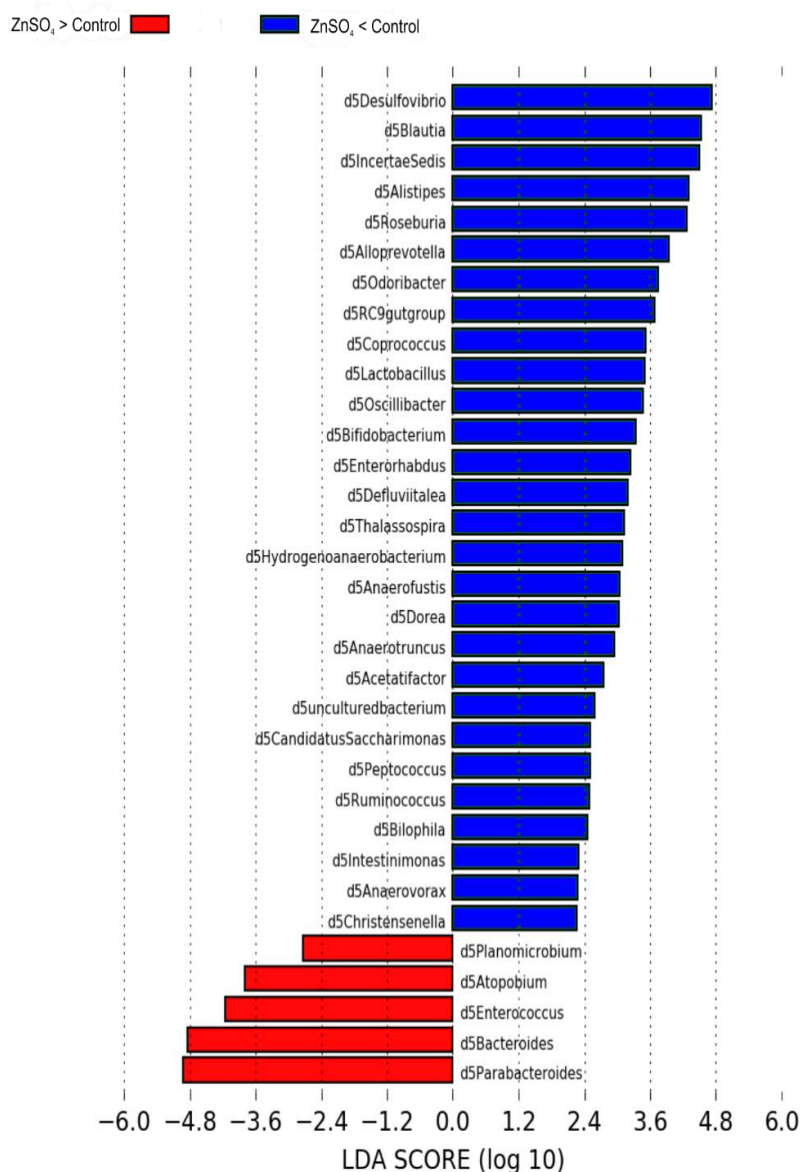

**Appendix figure S10B:** Significant different taxonomic features between zinc-treated feces (red) and control feces (blue) by use of linear discriminant analysis (LDA) on the samples and data of Fig S10A. Significances of the differences are calculated by  $\chi^2$  with multiple testing correction, and are indicated in the lower panel.

### **Appendix Table S1**

List of genes induced and reduced by 1 week 25 mM ZnSO<sub>4</sub> in the drinking water in Ileum by RNASEQ.

LFC between ZnSO<sub>4</sub> and water.

LFC > 0.8 or < -0.8 and p<0.05 are cut-offs.

| Ensgene             | Symbol     | HP                | ZP              | LFC    | pval      | Links  |
|---------------------|------------|-------------------|-----------------|--------|-----------|--------|
| ENSMUSG00000000628  | Hk2        | 893.81±91.77      | 300.02±26.56    | -1.575 | 1.347e-21 | pubmed |
| ENSMUSG000000095794 | Igkv6-17   | 294.79±92.92      | 98.78±51.04     | -1.578 | 1.832e-02 | pubmed |
| ENSMUSG000000018387 | Shroom1    | 51.34±10.04       | 16.82±5.78      | -1.613 | 2.331e-06 | pubmed |
| ENSMUSG000000076934 | Iglv1      | 625.49±172.94     | 201.88±76.44    | -1.631 | 1.059e-02 | pubmed |
| ENSMUSG000000046688 | Tifa       | 1113.79±234.52    | 354.61±36.19    | -1.651 | 1.732e-13 | pubmed |
| ENSMUSG000000058163 | Gm5431     | 242.57±87.07      | 76.87±3.43      | -1.657 | 5.964e-07 | pubmed |
| ENSMUSG000000029417 | Cxcl9      | 178.21±67.99      | 56.44±0.18      | -1.658 | 1.168e-06 | pubmed |
| ENSMUSG000000032033 | Barx2      | 238.85±19.91      | 71.72±4.34      | -1.736 | 2.721e-20 | pubmed |
| ENSMUSG000000028655 | Mfsd2a     | 59.63±11.68       | 17.6±4.38       | -1.757 | 1.887e-07 | pubmed |
| ENSMUSG000000028885 | Smpdl3b    | 444.41±68.65      | 127.88±10.28    | -1.797 | 3.211e-11 | pubmed |
| ENSMUSG000000020826 | Nos2       | 3155.72±477.64    | 906.43±220.92   | -1.800 | 3.775e-04 | pubmed |
| ENSMUSG000000078853 | Igtp       | 566.62±179.19     | 161.54±14.69    | -1.810 | 8.134e-12 | pubmed |
| ENSMUSG000000061947 | Serpina10  | 19.26±6.57        | 5.35±4.23       | -1.820 | 8.706e-06 | pubmed |
| ENSMUSG000000023132 | Gzma       | 868.1±162.68      | 241.77±58.85    | -1.845 | 3.886e-09 | pubmed |
| ENSMUSG000000047517 | Dmbt1      | 18537.56±7356.43  | 4775.3±1094.22  | -1.957 | 8.817e-06 | pubmed |
| ENSMUSG000000042102 | Dmgdh      | 9.82±4.36         | 2.5±0.66        | -1.979 | 2.488e-03 | pubmed |
| ENSMUSG000000082292 | Gm12250    | 133.56±33.84      | 33.85±3.43      | -1.981 | 2.372e-13 | pubmed |
| ENSMUSG000000066363 | Serpina3f  | 44.62±19.81       | 10.89±1.21      | -2.033 | 3.542e-06 | pubmed |
| ENSMUSG000000076587 | Igkv6-20   | 102.41±42.65      | 24.79±8.93      | -2.046 | 1.949e-02 | pubmed |
| ENSMUSG000000076514 | Igkv17-121 | 176.6±102.24      | 41.52±11.54     | -2.088 | 1.641e-03 | pubmed |
| ENSMUSG000000070427 | Il18bp     | 210.31±41.49      | 47.59±10.63     | -2.140 | 5.392e-22 | pubmed |
| ENSMUSG000000079339 | Ifit1bl1   | 2556.61±547.59    | 575.42±50.98    | -2.152 | 2.386e-29 | pubmed |
| ENSMUSG000000041193 | Pla2g5     | 213.02±45.98      | 47.58±5.69      | -2.162 | 5.181e-19 | pubmed |
| ENSMUSG000000093896 | Ighv1-76   | 265.63±172.96     | 58.21±39.99     | -2.191 | 3.506e-02 | pubmed |
| ENSMUSG000000015437 | Gzmb       | 381.85±107.82     | 79.21±17.87     | -2.270 | 1.822e-10 | pubmed |
| ENSMUSG000000076556 | Igkv4-57   | 962.43±483.75     | 195.7±36.52     | -2.298 | 6.040e-05 | pubmed |
| ENSMUSG000000058952 | Cfi        | 73.18±20.15       | 14.78±2.83      | -2.310 | 1.387e-17 | pubmed |
| ENSMUSG000000027514 | Zbp1       | 581.74±123.71     | 117.19±14.21    | -2.311 | 1.392e-21 | pubmed |
| ENSMUSG000000079445 | B3gnt7     | 740.06±189.24     | 148.44±19.23    | -2.318 | 2.149e-22 | pubmed |
| ENSMUSG000000068452 | Duox2      | 3883.6±310.71     | 779.02±79.53    | -2.318 | 3.356e-19 | pubmed |
| ENSMUSG000000094694 | Ighv1-9    | 978.4±69.18       | 194.48±120.15   | -2.331 | 4.373e-02 | pubmed |
| ENSMUSG000000020407 | Upp1       | 3408.47±375       | 629.96±59.01    | -2.436 | 3.446e-54 | pubmed |
| ENSMUSG000000063388 | BC023105   | 4.93±0.65         | 0.92±0.65       | -2.438 | 2.951e-02 | pubmed |
| ENSMUSG000000055978 | Fut2       | 145.93±44.14      | 24.86±5.87      | -2.552 | 1.610e-09 | pubmed |
| ENSMUSG000000024863 | Mbl2       | 13.15±2.08        | 2.04±0.58       | -2.684 | 2.070e-05 | pubmed |
| ENSMUSG000000036123 | Slc9a3     | 150.72±65.46      | 23.1±1          | -2.705 | 1.487e-11 | pubmed |
| ENSMUSG000000074892 | B3galt5    | 145.36±82.41      | 20.12±2.58      | -2.852 | 3.528e-08 | pubmed |
| ENSMUSG000000074768 | Bhmt       | 55±37.85          | 7.55±3.23       | -2.867 | 1.908e-03 | pubmed |
| ENSMUSG000000063354 | Slc39a4    | 1717.2±69.61      | 219.28±26.8     | -2.969 | 9.445e-77 | pubmed |
| ENSMUSG000000094689 | Ighv1-81   | 276.54±139.58     | 33.98±7.18      | -3.025 | 3.712e-04 | pubmed |
| ENSMUSG000000030017 | Reg3g      | 75905.19±24575.39 | 8753.08±1914.38 | -3.116 | 1.088e-02 | pubmed |
| ENSMUSG000000035186 | Ubd        | 406.04±138.7      | 44.07±26.18     | -3.202 | 8.782e-07 | pubmed |
| ENSMUSG00000001670  | Tat        | 200.35±53.22      | 21.07±3.3       | -3.248 | 7.633e-29 | pubmed |
| ENSMUSG000000027225 | Duoxa2     | 1309.53±112.72    | 137.84±21       | -3.248 | 3.645e-26 | pubmed |
| ENSMUSG000000057465 | Saa2       | 6.82±1.55         | 0.46±0.65       | -3.906 | 2.608e-02 | pubmed |
| ENSMUSG000000023176 | Cpn2       | 4.71±3.7          | 0.23±0.32       | -4.369 | 3.593e-02 | pubmed |
| ENSMUSG000000074115 | Saa1       | 2308.41±726.19    | 60.96±34.19     | -5.243 | 3.357e-09 | pubmed |

### **Appendix Table S2**

List of genes induced and reduced by 1 week 25 mM ZnSO<sub>4</sub> in the drinking water in liver by RNASEQ.

LFC between ZnSO<sub>4</sub> and water.

LFC > 0.8 or < -0.8 and p<0.05 are cut-offs.

| Ensgene            | Symbol        | HP             | ZP              | LFC    | pval      | Links  |
|--------------------|---------------|----------------|-----------------|--------|-----------|--------|
| ENSMUSG00000031762 | Mt2           | 122.72±53.18   | 4802.4±1332.87  | 5.287  | 3.627e-39 | pubmed |
| ENSMUSG00000031765 | Mt1           | 432.27±127.79  | 6359.42±1485.07 | 3.879  | 7.249e-45 | pubmed |
| ENSMUSG00000019850 | Tnfaip3       | 49.44±5.56     | 366.06±405.11   | 2.889  | 1.390e-02 | pubmed |
| ENSMUSG00000013643 | Lypd8         | 5.86±3.43      | 30.19±18.44     | 2.351  | 3.336e-02 | pubmed |
| ENSMUSG00000027995 | Tlr2          | 51.02±4.36     | 182.07±154.13   | 1.833  | 2.478e-02 | pubmed |
| ENSMUSG00000020205 | Phlda1        | 412.02±60.13   | 1155.91±459.99  | 1.487  | 1.068e-04 | pubmed |
| ENSMUSG00000034774 | Dsg1c         | 49.9±17.37     | 127.65±29       | 1.360  | 1.390e-02 | pubmed |
| ENSMUSG00000062209 | ErbB4         | 59.07±7.33     | 130.55±27.85    | 1.139  | 1.390e-02 | pubmed |
| ENSMUSG00000024036 | Slc37a1       | 35.38±4.95     | 74.97±16.56     | 1.085  | 1.544e-03 | pubmed |
| ENSMUSG00000027075 | Slc43a1       | 70.73±20.34    | 139.03±17.93    | 0.980  | 3.121e-02 | pubmed |
| ENSMUSG00000041782 | Lad1          | 40.4±6.85      | 76.87±12.78     | 0.942  | 1.937e-02 | pubmed |
| ENSMUSG00000025402 | Nab2          | 232.32±40.62   | 435.56±45.29    | 0.908  | 1.390e-02 | pubmed |
| ENSMUSG00000040891 | Foxa3         | 585.27±14.43   | 1079.02±184.05  | 0.882  | 1.172e-07 | pubmed |
| ENSMUSG00000050549 | 5730508B09Rik | 39.46±7.27     | 71.62±4.9       | 0.874  | 3.662e-02 | pubmed |
| ENSMUSG00000053886 | Sh2d4a        | 182.69±25.02   | 330.36±38.24    | 0.856  | 2.714e-05 | pubmed |
| ENSMUSG00000020638 | Cmpk2         | 189.07±27.74   | 108.43±13.18    | -0.806 | 2.217e-02 | pubmed |
| ENSMUSG00000055116 | Arntl         | 315.07±38.12   | 162.86±29.96    | -0.950 | 1.973e-02 | pubmed |
| ENSMUSG00000058672 | Tubb2a        | 1147.91±348.42 | 531.95±83.69    | -1.110 | 8.418e-03 | pubmed |
| ENSMUSG00000034413 | Neurl1b       | 30.48±9.99     | 11.35±1.28      | -1.449 | 2.910e-02 | pubmed |
| ENSMUSG00000063354 | Slc39a4       | 834.31±83.58   | 292.16±28.13    | -1.514 | 2.016e-17 | pubmed |
| ENSMUSG00000026077 | Npas2         | 54.16±17.93    | 18.14±10.58     | -1.575 | 2.220e-02 | pubmed |
| ENSMUSG00000026819 | Slc25a25      | 2072.03±511.9  | 683.74±54.03    | -1.600 | 1.303e-11 | pubmed |
| ENSMUSG00000078650 | G6pc          | 3287.74±812.29 | 997.36±229.66   | -1.721 | 2.217e-02 | pubmed |

### **Appendix Table S3**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Fig. 2.

| Ensgene            | Symbol  | HP             | HD              | ZP              | ZD               | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|---------|----------------|-----------------|-----------------|------------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000010307 | Tmem86a | 248.56±19.44   | 1606.58±254.54  | 433.82±37.78    | 1769.18±361.05   | 2.692     | 0.00000   | 0.803     | 0.00337   | 2.831     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000020183 | Cpm     | 353.93±91.64   | 828.45±58.67    | 619.09±114.73   | 1165.03±131.8    | 1.227     | 0.00002   | 0.807     | 0.01520   | 1.719     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000021125 | Arg2    | 419.63±86.2    | 1291.32±235.37  | 781.91±152.15   | 1687.04±344.72   | 1.621     | 0.00000   | 0.898     | 0.00442   | 2.007     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000021367 | Edn1    | 14.26±2.04     | 72.52±18.07     | 36.81±6.82      | 127±21.56        | 2.346     | 0.00000   | 1.366     | 0.00102   | 3.153     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000022270 | Fam134b | 318.54±52.5    | 1126.77±48.72   | 667.67±55.09    | 2102.44±466.16   | 1.823     | 0.00000   | 1.068     | 0.00000   | 2.722     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000027513 | Pck1    | 122.88±36.04   | 5154.03±1034.41 | 441.46±40.49    | 10737.46±2863.54 | 5.391     | 0.00000   | 1.845     | 0.00010   | 6.450     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000028967 | Errfi1  | 236.89±46.95   | 2250.13±108.81  | 429.34±35.68    | 2529.15±274.07   | 3.247     | 0.00000   | 0.858     | 0.01133   | 3.416     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000030711 | Sult1a1 | 56.45±7.47     | 261.12±31.17    | 107.34±19.68    | 357.78±17.02     | 2.210     | 0.00000   | 0.926     | 0.00003   | 2.665     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000031613 | Hpgd    | 1147.95±118.13 | 4976.43±242.6   | 2710.95±518.26  | 7334.91±1068.46  | 2.116     | 0.00000   | 1.240     | 0.00000   | 2.676     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000031765 | Mt1     | 457.96±106.14  | 812.82±89.69    | 12873.4±3467.96 | 17699.15±1296.21 | 0.828     | 0.01648   | 4.813     | 0.00000   | 5.272     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000031845 | Bco1    | 68.83±2.46     | 315.24±32.05    | 169.88±46.36    | 768.86±201.86    | 2.196     | 0.00000   | 1.303     | 0.00001   | 3.481     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000037664 | Cdkn1c  | 40.27±0.79     | 108.04±1.09     | 74.88±19.1      | 130.04±15.18     | 1.424     | 0.00000   | 0.894     | 0.00388   | 1.690     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000039114 | Nrn1    | 25.09±2.69     | 53.46±4.76      | 45.11±12.15     | 93.47±11.01      | 1.093     | 0.00006   | 0.845     | 0.00586   | 1.901     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000040134 | Rdh7    | 36.6±7.64      | 79.73±18.01     | 177.25±37.8     | 254.82±39.67     | 1.121     | 0.00000   | 2.272     | 0.00000   | 2.795     | 0.00000   | 0.00000 | pubmed |

#### **Appendix Table S4**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Fig. 2.

| Ensgene            | Symbol  | HP            | HD             | ZP              | ZD              | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|---------|---------------|----------------|-----------------|-----------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000020607 | Fam84a  | 893.47±109.87 | 2658.82±371.02 | 1788.49±529.08  | 2512.53±837.34  | 1.573     | 0.00000   | 1.001     | 0.01185   | 1.492     | 0.00001   | 0.00001 | pubmed |
| ENSMUSG00000021751 | Acox2   | 70.18±11.28   | 145.72±13.26   | 173.06±15.68    | 192.56±32       | 1.054     | 0.00000   | 1.301     | 0.00000   | 1.453     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000025176 | Hoga1   | 7.96±1.76     | 27.4±5.45      | 15.17±1.13      | 22.89±8.59      | 1.784     | 0.00000   | 0.932     | 0.04698   | 1.508     | 0.00003   | 0.00003 | pubmed |
| ENSMUSG00000029195 | Klb     | 10.3±0.31     | 22.91±7.9      | 20.5±5.24       | 21.2±10.55      | 1.153     | 0.00696   | 0.989     | 0.03405   | 1.054     | 0.00957   | 0.00957 | pubmed |
| ENSMUSG00000040283 | Btnl9   | 2.55±1.13     | 7.45±3.56      | 10.25±2.62      | 6.43±2.01       | 1.534     | 0.03551   | 1.988     | 0.00249   | 1.337     | 0.05139   | 0.05139 | pubmed |
| ENSMUSG00000056035 | Cyp3a11 | 316.42±51.16  | 1575.71±692.53 | 1734.75±1004.36 | 3006.13±1765.84 | 2.316     | 0.00167   | 2.455     | 0.00124   | 3.248     | 0.00000   | 0.00000 | pubmed |

### **Appendix Table S5**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Fig. 2.

| Ensgene            | Symbol   | HP             | HD             | ZP             | ZD             | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|----------|----------------|----------------|----------------|----------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000003134 | Tbc1d8   | 175.78±14.58   | 319.78±50.73   | 209.41±2.51    | 472.72±48.04   | 0.863     | 0.00002   | 0.253     | 0.41952   | 1.427     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000004655 | Aqp1     | 1316.18±150.99 | 3914.82±236.7  | 1910.29±367.36 | 5564.57±82.39  | 1.572     | 0.00000   | 0.537     | 0.00056   | 2.080     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000025978 | Rftn2    | 40.24±2.33     | 91.99±8.54     | 58.62±7.15     | 133.47±6.81    | 1.193     | 0.00000   | 0.543     | 0.06570   | 1.730     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000026473 | Glu1     | 912.92±119.01  | 2640.61±157.95 | 1029.23±149.46 | 3840.62±307.12 | 1.533     | 0.00000   | 0.173     | 0.44929   | 2.073     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000028982 | Slc25a33 | 41.02±2.95     | 140.24±4.11    | 42.16±3.28     | 354.75±38.8    | 1.774     | 0.00000   | 0.040     | 0.96232   | 3.113     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000029999 | Tgfa     | 265.66±37.13   | 875.77±56.05   | 332.48±12.26   | 1356.1±247.04  | 1.721     | 0.00000   | 0.323     | 0.15390   | 2.351     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000030259 | Rassf8   | 58.84±7.44     | 115.88±14.98   | 97.41±18.15    | 215.38±21.27   | 0.977     | 0.00000   | 0.724     | 0.00120   | 1.870     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000031725 | Ces1f    | 555.52±123.77  | 1057.47±56.18  | 882.02±98.7    | 1624.99±95.96  | 0.929     | 0.00000   | 0.667     | 0.00006   | 1.549     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000031891 | Hsd11b2  | 203.58±38.4    | 582.72±23.86   | 310.3±71.31    | 887.44±100.2   | 1.517     | 0.00000   | 0.608     | 0.04618   | 2.124     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000032226 | Gcnt3    | 604.32±33.3    | 1142.07±50.91  | 879.46±120.22  | 1972.81±509.14 | 0.918     | 0.00007   | 0.541     | 0.05674   | 1.707     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000032350 | Gclc     | 442.48±13.86   | 877.85±105.79  | 625.95±5.95    | 1429.59±261.08 | 0.988     | 0.00000   | 0.500     | 0.00523   | 1.692     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000032372 | Plscr2   | 11.01±2.05     | 20.23±0.86     | 16.76±1.19     | 33.83±7.39     | 0.878     | 0.02512   | 0.608     | 0.19234   | 1.613     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000042116 | Vwa1     | 144.45±11.59   | 375.1±53       | 247.77±23.4    | 590.48±131.16  | 1.377     | 0.00000   | 0.779     | 0.00519   | 2.031     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000044033 | Ccdc141  | 27.53±4.72     | 70.76±2.67     | 35.68±5.92     | 134.36±15.92   | 1.359     | 0.00000   | 0.374     | 0.28492   | 2.285     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000061878 | Sphk1    | 13.36±3.31     | 27.4±3.07      | 18.59±0.67     | 67.52±4.51     | 1.037     | 0.01547   | 0.478     | 1.00000   | 2.338     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000070644 | Etnk2    | 3.06±1.36      | 10.34±5.09     | 5.26±2.35      | 20.26±5.5      | 1.769     | 0.00332   | 0.778     | 0.39325   | 2.723     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000094091 | Gm21885  | 101.42±7.7     | 246.05±24.67   | 165.82±9.13    | 356.85±71.98   | 1.279     | 0.00000   | 0.709     | 0.00585   | 1.815     | 0.00000   | 0.00000 | pubmed |

**Appendix Table S6**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Fig. 2.

| Ensgene            | Symbol        | HP           | HD           | ZP           | ZD          | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|---------------|--------------|--------------|--------------|-------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000094806 | Cyp2d10       | 3.49±1.08    | 12.47±5.82   | 3.14±1.61    | 19.16±4.92  | 1.833     | 0.00050   | -0.146    | 0.91950   | 2.440     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000097203 | 4732419C18Rik | 2.33±0.82    | 14.91±2.13   | 1.14±0.65    | 8.3±0.95    | 2.671     | 0.00001   | -1.045    | 0.48099   | 1.822     | 0.00617   | 0.00617 | pubmed |
| ENSMUSG00000097440 | Gm6277        | 6.07±1.82    | 27.44±2.99   | 7.97±1.86    | 28.36±2.26  | 2.173     | 0.00001   | 0.386     | 1.00000   | 2.221     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000097615 | Gm2061        | 147.54±12.27 | 347.41±46.89 | 114.07±33.42 | 234.8±94.87 | 1.236     | 0.00355   | -0.371    | 0.57105   | 0.670     | 0.13733   | 0.13733 | pubmed |
| ENSMUSG00000097908 | 4933404O12Rik | 54.29±3.93   | 124.39±22.91 | 40.97±7.62   | 74.45±20.47 | 1.196     | 0.00008   | -0.406    | 0.39504   | 0.452     | 0.20799   | 0.20799 | pubmed |
| ENSMUSG00000098708 | Gm27252       | 0.7±0.01     | 9.83±3.15    | 0.22±0.31    | 6.03±1.13   | 3.809     | 0.00069   | -1.632    | 1.00000   | 3.099     | 0.00636   | 0.00636 | pubmed |
| ENSMUSG00000100975 | Gm28875       | 9.6±0.31     | 25.01±0.51   | 5.65±1.67    | 33.19±3.8   | 1.382     | 0.00203   | -0.761    | 1.00000   | 1.788     | 0.00001   | 0.00001 | pubmed |
| ENSMUSG00000101389 | Ms4a4a        | 50.35±1.31   | 121.75±16.35 | 50.07±4.36   | 119.68±8.51 | 1.275     | 0.00000   | -0.007    | 0.99361   | 1.250     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000103278 | Gm37919       | 5.65±3.07    | 35.62±5.16   | 5.28±5.18    | 92.8±53.28  | 2.659     | 0.00025   | -0.102    | 0.95987   | 4.040     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000103502 | 9330121J05Rik | 12.83±2.34   | 30.62±2.22   | 15.3±4.8     | 29.92±5.88  | 1.251     | 0.00129   | 0.244     | 0.73465   | 1.216     | 0.00101   | 0.00101 | pubmed |
| ENSMUSG00000104011 | Gm32391       | 8.47±3.69    | 20.72±6.63   | 12.93±2.04   | 24.94±2.74  | 1.296     | 0.00836   | 0.614     | 1.00000   | 1.565     | 0.00031   | 0.00031 | pubmed |
| ENSMUSG00000104340 | Gm10522       | 34.4±8.87    | 81.92±4.82   | 38.21±7      | 42.05±17.37 | 1.252     | 0.01281   | 0.151     | 1.00000   | 0.286     | 0.66280   | 0.66280 | pubmed |

**Appendix Table S7**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Fig. 2.

| Ensgene            | Symbol | HP           | HD           | ZP           | ZD           | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|--------|--------------|--------------|--------------|--------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000030935 | Acsn3  | 137.69±20.97 | 231.41±11.39 | 277.96±32.81 | 468.88±24.46 | 0.748     | 0.00000   | 1.011     | 0.00000   | 1.767     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000049122 | Frmd3  | 41.15±2.31   | 62.5±4.84    | 91.7±7.84    | 171.11±11.29 | 0.603     | 0.02559   | 1.154     | 0.00000   | 2.056     | 0.00000   | 0.00000 | pubmed |

**Appendix Table S8**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Fig. 2.

| Ensgene            | Symbol    | HP             | HD            | ZP             | ZD             | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|-----------|----------------|---------------|----------------|----------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000042359 | Osbp16    | 187.63±20.96   | 279.89±6.69   | 333.99±25.81   | 466.87±67.3    | 0.577     | 0.00528   | 0.831     | 0.00002   | 1.314     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000043789 | Vwce      | 6.79±0.3       | 6.92±1.97     | 14.33±2.7      | 11.36±2.54     | 0.028     | 0.98878   | 1.074     | 0.03570   | 0.734     | 0.15050   | 0.15050 | pubmed |
| ENSMUSG00000044252 | Osbp11a   | 91.03±2.07     | 120.09±9.52   | 161.2±4.01     | 182.41±21.67   | 0.399     | 0.02289   | 0.824     | 0.00000   | 1.000     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000044359 | P2ry4     | 148.79±17.65   | 197.15±3.88   | 268.45±40.74   | 321.74±29.15   | 0.405     | 0.11745   | 0.851     | 0.00004   | 1.113     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000044986 | Tst       | 166.18±6.43    | 156.12±11.5   | 306.03±50.69   | 242.92±26      | -0.090    | 0.78679   | 0.880     | 0.00000   | 0.549     | 0.00074   | 0.00074 | pubmed |
| ENSMUSG00000045019 | Acer1     | 80.5±11.5      | 96.35±1.56    | 179.18±43.09   | 184.06±13.72   | 0.259     | 0.55965   | 1.154     | 0.00002   | 1.193     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000048440 | Cyp4f16   | 547.4±40.78    | 505.32±37.94  | 1487.65±76.26  | 958.68±271.97  | -0.115    | 0.79661   | 1.442     | 0.00000   | 0.808     | 0.00024   | 0.00024 | pubmed |
| ENSMUSG00000051098 | Mblac2    | 28.4±8.02      | 27.4±1.42     | 51.22±4.76     | 35.35±5.76     | -0.055    | 0.94980   | 0.847     | 0.01023   | 0.316     | 0.40381   | 0.40381 | pubmed |
| ENSMUSG00000051483 | Cbr1      | 361.87±31.82   | 327.38±16.88  | 644.49±76.83   | 615.8±56.38    | -0.145    | 0.56321   | 0.832     | 0.00000   | 0.766     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000053219 | Raet1e    | 13.8±3.49      | 14.38±3.01    | 92.78±25.56    | 131.93±19.59   | 0.059     | 0.96806   | 2.748     | 0.00000   | 3.258     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000053279 | Aldh1a1   | 1638.06±175.89 | 2284.58±85.08 | 3322.96±454.49 | 3362.52±560.56 | 0.480     | 0.06767   | 1.020     | 0.00000   | 1.037     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000054417 | Cyp3a44   | 55.61±7.08     | 99.74±48.1    | 235.19±163.48  | 279.34±211.48  | 0.843     | 0.51343   | 2.081     | 0.02995   | 2.328     | 0.00478   | 0.00478 | pubmed |
| ENSMUSG00000054619 | Met117a1  | 218.62±11.62   | 257.07±27.18  | 396.57±30.17   | 374.25±34.55   | 0.234     | 0.25884   | 0.858     | 0.00000   | 0.776     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000054630 | Ugt2b5    | 90.85±10.43    | 53.76±7.13    | 186.04±8.21    | 123.68±13.71   | -0.759    | 0.00001   | 1.032     | 0.00000   | 0.442     | 0.00425   | 0.00425 | pubmed |
| ENSMUSG00000055737 | Ghr       | 254.42±12.37   | 348.49±51.73  | 501.35±84.98   | 466.23±31.23   | 0.454     | 0.02468   | 0.978     | 0.00000   | 0.874     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000056162 | Cndp1     | 109.16±21.23   | 100.76±10.29  | 220.28±40.94   | 159.79±31.45   | -0.116    | 0.85707   | 1.012     | 0.00142   | 0.548     | 0.09403   | 0.09403 | pubmed |
| ENSMUSG00000057074 | Ces1g     | 29.54±5.94     | 28.77±8.35    | 109.29±12.68   | 130.01±34.26   | -0.038    | 0.96806   | 1.888     | 0.00000   | 2.138     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000058135 | Gstm1     | 222.18±7.05    | 290.77±13.45  | 512.24±59.36   | 594.76±81.1    | 0.388     | 0.06034   | 1.205     | 0.00000   | 1.421     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000062410 | Hsd3b3    | 142.47±19.6    | 129.86±14.16  | 446.08±59.79   | 326.01±34.3    | -0.134    | 0.72144   | 1.646     | 0.00000   | 1.193     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000063730 | Hsd3b2    | 36.03±2.36     | 36.13±6.91    | 90.57±13.92    | 74.08±12.33    | 0.005     | 0.99729   | 1.330     | 0.00000   | 1.037     | 0.00009   | 0.00009 | pubmed |
| ENSMUSG00000067231 | Cyp2c65   | 338.06±34.75   | 311.91±90.9   | 927.04±15.74   | 676.52±253.37  | -0.116    | 0.88487   | 1.455     | 0.00007   | 1.000     | 0.00589   | 0.00589 | pubmed |
| ENSMUSG00000068762 | Gstm6     | 15.01±5.01     | 20.48±4.12    | 26.75±1.01     | 25.8±2.71      | 0.451     | 0.32570   | 0.836     | 0.01649   | 0.784     | 0.01417   | 0.01417 | pubmed |
| ENSMUSG00000068874 | Selenbp1  | 270.24±40.52   | 381.88±26.18  | 516.1±108.74   | 580.28±48.44   | 0.499     | 0.12127   | 0.933     | 0.00056   | 1.102     | 0.00001   | 0.00001 | pubmed |
| ENSMUSG00000069727 | Gm5595    | 27.64±3.1      | 29.53±1.08    | 49.32±6.92     | 36.5±3.93      | 0.096     | 0.89097   | 0.834     | 0.01175   | 0.403     | 0.25649   | 0.25649 | pubmed |
| ENSMUSG00000069919 | Hba-a1    | 27.34±8.95     | 40.23±5.26    | 66.41±28.88    | 37.11±6.25     | 0.556     | 0.41920   | 1.281     | 0.01288   | 0.440     | 0.45361   | 0.45361 | pubmed |
| ENSMUSG00000070704 | Ugt2b36   | 68.19±7.82     | 49.18±6.11    | 130.28±22.3    | 118.67±7.31    | -0.472    | 0.04285   | 0.931     | 0.00000   | 0.796     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000071178 | Serpina1b | 152.29±13.27   | 188.07±33.76  | 344.01±48.7    | 448.37±61      | 0.304     | 0.18630   | 1.175     | 0.00000   | 1.559     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000071551 | Akr1c19   | 246.13±18.99   | 171.06±35.41  | 646.48±119.64  | 439.31±79.93   | -0.525    | 0.04522   | 1.393     | 0.00000   | 0.836     | 0.00007   | 0.00007 | pubmed |
| ENSMUSG00000071604 | Fam189a2  | 82.72±7.16     | 62.23±4.67    | 235.11±37.8    | 218.92±7.18    | -0.411    | 0.15775   | 1.506     | 0.00000   | 1.403     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000074639 | BC089597  | 4.66±1.09      | 6.09±4.66     | 14.31±1.69     | 15.01±0.5      | 0.387     | 0.67787   | 1.609     | 0.00070   | 1.683     | 0.00011   | 0.00011 | pubmed |
| ENSMUSG00000079164 | Thr5      | 12.85±3.08     | 16.47±2.57    | 25.1±4.49      | 23.25±4.42     | 0.358     | 0.59435   | 0.966     | 0.03098   | 0.855     | 0.03694   | 0.03694 | pubmed |

### **Appendix Table S9**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Fig. 2.

| Ensgene            | Symbol        | HP           | HD           | ZP           | ZD            | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|---------------|--------------|--------------|--------------|---------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000005533 | Igf1r         | 68.19±8.08   | 68.34±6.31   | 70.95±11.86  | 104.74±17.01  | 0.004     | 0.99729   | 0.058     | 0.91950   | 0.622     | 0.01629   | 0.01629 | pubmed |
| ENSMUSG00000005672 | Kit           | 333±16.88    | 414.32±9.09  | 456±51.84    | 665.2±75.5    | 0.315     | 0.12661   | 0.453     | 0.01511   | 0.999     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000008136 | Fhl2          | 227.91±3.75  | 329.12±33.51 | 292.54±36.07 | 526.55±73.66  | 0.530     | 0.01283   | 0.360     | 0.15794   | 1.208     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000020282 | Rhbdf1        | 104.17±1.74  | 127.11±11.72 | 120.18±2.59  | 181.21±17.93  | 0.288     | 0.23232   | 0.206     | 0.44261   | 0.800     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000020427 | Igfbp3        | 456.09±32.65 | 558.34±40.32 | 614.73±10.79 | 912.49±89.91  | 0.292     | 0.20749   | 0.431     | 0.03687   | 1.001     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000021846 | Peli2         | 79.79±14.41  | 113.79±12.82 | 100.76±18.05 | 161.44±2.64   | 0.512     | 0.01232   | 0.336     | 0.17271   | 1.017     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000022180 | Slc7a8        | 246.11±13.38 | 325.73±17.73 | 339.35±48.29 | 567.36±62.26  | 0.405     | 0.03811   | 0.463     | 0.01608   | 1.205     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000022231 | Sema5a        | 457.64±33.71 | 660.35±86.97 | 688.97±58.48 | 993.94±104.15 | 0.529     | 0.00476   | 0.590     | 0.00190   | 1.119     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000022299 | Slc25a32      | 115.19±6.61  | 188.54±17.28 | 101.93±3.82  | 276.96±21.24  | 0.711     | 0.00431   | -0.176    | 0.66621   | 1.265     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000024533 | Spire1        | 79.64±8      | 123.72±5.01  | 87.98±14.91  | 177.08±20.59  | 0.636     | 0.00882   | 0.143     | 0.72685   | 1.154     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000032754 | Slc8b1        | 85.92±12.64  | 108.04±10.63 | 108.26±6.51  | 168.98±22.28  | 0.331     | 0.26425   | 0.333     | 0.26012   | 0.975     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000033857 | Engase        | 173.35±8.05  | 214.19±17.39 | 181.03±21.93 | 335±39.36     | 0.305     | 0.17313   | 0.062     | 0.86166   | 0.949     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000040274 | Cdk6          | 71.63±11.45  | 81.84±14.85  | 81.3±11.87   | 134.16±10.93  | 0.190     | 0.62023   | 0.181     | 0.63090   | 0.905     | 0.00001   | 0.00001 | pubmed |
| ENSMUSG00000045411 | 2410002F23Rik | 174.17±3.04  | 215.53±21.82 | 154.05±17.26 | 410.25±31.26  | 0.308     | 0.14881   | -0.176    | 0.50575   | 1.236     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000048330 | Ric3          | 20.34±1.36   | 30.56±5.97   | 28.15±5.36   | 53.87±5.8     | 0.587     | 0.21219   | 0.467     | 1.00000   | 1.406     | 0.00001   | 0.00001 | pubmed |
| ENSMUSG00000049928 | Glp2r         | 94.22±6.83   | 124.21±10.61 | 139.41±42.18 | 216.62±14.7   | 0.398     | 0.32003   | 0.565     | 0.11632   | 1.201     | 0.00001   | 0.00001 | pubmed |
| ENSMUSG00000050846 | Zfp623        | 91.36±9.61   | 119.18±19.4  | 120.71±15.58 | 206.78±12.79  | 0.383     | 0.12729   | 0.400     | 0.11177   | 1.177     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000052698 | Tln2          | 162.7±14.5   | 249.14±17.46 | 221.2±30.75  | 395.45±38.7   | 0.615     | 0.00135   | 0.442     | 0.04646   | 1.282     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000053646 | Plxnb1        | 68.95±9.1    | 109.4±21.11  | 84.97±20.17  | 219.17±10.72  | 0.665     | 0.00674   | 0.301     | 0.37152   | 1.668     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000061292 | Cyp3a59       | 8.45±1.28    | 14.61±2.51   | 13.42±4.45   | 29.03±1.18    | 0.795     | 0.12383   | 0.667     | 0.23290   | 1.785     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000063760 | Rnf217        | 76.93±13.04  | 132.53±7.24  | 66.02±4.47   | 194.18±11.54  | 0.784     | 0.00000   | -0.222    | 0.36645   | 1.335     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000066513 | Klk1b4        | 0±0          | 1.6±0.67     | 0.68±0.57    | 6.86±2.33     | 18.003    | 0.98842   | 16.772    | 1.00000   | 20.091    | 0.98074   | 0.98074 | pubmed |
| ENSMUSG00000072294 | Klf12         | 12.48±3.7    | 12.48±2.53   | 14.16±5.01   | 24.72±3.82    | 0.009     | 0.99729   | 0.181     | 0.80668   | 0.995     | 0.00681   | 0.00681 | pubmed |
| ENSMUSG00000073700 | Klhl21        | 118.11±8.71  | 137.34±22.62 | 127.43±4.18  | 194.99±22.44  | 0.217     | 0.43519   | 0.109     | 0.74346   | 0.724     | 0.00002   | 0.00002 | pubmed |
| ENSMUSG00000073758 | Sh3d21        | 49.71±7.65   | 59.03±8.89   | 82.43±16.1   | 126.87±3.65   | 0.249     | 0.59010   | 0.730     | 0.01960   | 1.352     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000079020 | Slc45a4       | 160.1±2.88   | 211.75±20.62 | 167.07±12.68 | 335.8±26.89   | 0.404     | 0.01688   | 0.061     | 0.84073   | 1.070     | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000083282 | Ctsf          | 35.9±6.93    | 38.58±1.01   | 42.42±1.59   | 64.7±8.42     | 0.106     | 0.83200   | 0.242     | 0.51172   | 0.854     | 0.00009   | 0.00009 | pubmed |
| ENSMUSG00000096956 | Snhg18        | 104.96±10.2  | 130.61±11.97 | 140.83±20.03 | 211.44±5.68   | 0.315     | 0.27220   | 0.423     | 0.10292   | 1.010     | 0.00000   | 0.00000 | pubmed |

**Appendix Table S10**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Supplemental Information Appendix Fig. S1.

| Ensgene            | Symbol    | HP             | HD             | ZP             | ZD           | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|-----------|----------------|----------------|----------------|--------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000016496 | Cd274     | 185.29±63.48   | 96.15±8.27     | 74.82±10.36    | 38.33±6.27   | -0.946    | 0.00530   | -1.307    | 0.00006   | -2.270    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000026149 | Tm4sf20   | 2207±479.4     | 1247.65±72     | 1227.02±123.77 | 709.46±94.56 | -0.823    | 0.00017   | -0.847    | 0.00019   | -1.638    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000027225 | Duoxa2    | 1309.53±112.73 | 706.63±38.55   | 137.84±21      | 50.57±24.97  | -0.890    | 0.01757   | -3.248    | 0.00000   | -4.700    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000032033 | Barx2     | 238.85±19.91   | 93.37±4.16     | 71.72±4.34     | 27.08±5.53   | -1.355    | 0.00000   | -1.736    | 0.00000   | -3.133    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000034459 | Ifit1     | 446.31±98.12   | 243.93±12.41   | 242.63±56.44   | 56.9±5.67    | -0.871    | 0.00281   | -0.880    | 0.00386   | -2.970    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000039699 | Batf2     | 270.42±8.12    | 90.51±5.2      | 127.48±23.56   | 36.61±1.35   | -1.579    | 0.00000   | -1.085    | 0.00000   | -2.886    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000042677 | Zc3h12a   | 1062.44±117.28 | 550.29±58.8    | 471.9±40.47    | 306.9±71.68  | -0.949    | 0.01202   | -1.171    | 0.00166   | -1.792    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000050982 | Apol10a   | 3336.26±168.28 | 1506.67±369.6  | 1559.24±232.11 | 528.85±87.2  | -1.147    | 0.00000   | -1.097    | 0.00002   | -2.657    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000069874 | Irgm2     | 780.32±235.97  | 439.54±22.57   | 313.31±53.28   | 193.3±42.75  | -0.828    | 0.00175   | -1.316    | 0.00000   | -2.012    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000074345 | Tnfaip8l3 | 171.3±34.89    | 89.81±14.3     | 78.86±2.4      | 48.55±14.65  | -0.931    | 0.00616   | -1.119    | 0.00092   | -1.814    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000079339 | Ifit1bl1  | 2556.61±547.59 | 1232.76±108.68 | 575.42±50.98   | 121.12±7.76  | -1.052    | 0.00000   | -2.152    | 0.00000   | -4.400    | 0.00000   | 0.00000 | pubmed |

**Appendix Table S11**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Supplemental Information Appendix Fig. S1.

| Ensgene            | Symbol | HP           | HD          | ZP           | ZD           | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|--------|--------------|-------------|--------------|--------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000054072 | Iigp1  | 368.29±94.76 | 182.56±4.78 | 158.97±14.73 | 125.48±30.19 | -1.012    | 0.00000   | -1.211    | 0.00000   | -1.550    | 0.00000   | 0.00000 | pubmed |

**Appendix Table S12**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Supplemental Information Appendix Fig. S1.

| Ensgene            | Symbol        | HP             | HD             | ZP               | ZD              | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|---------------|----------------|----------------|------------------|-----------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000020638 | Cmpk2         | 361.17±45.35   | 152.78±7.27    | 442.06±45.92     | 100.31±15.66    | -1.241    | 0.00000   | 0.291     | 0.30992   | -1.850    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000022504 | Ciita         | 507.5±148.46   | 194.95±95.89   | 247.23±123.42    | 74.42±9.65      | -1.381    | 0.00604   | -1.037    | 0.07282   | -2.770    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000025017 | Pik3ap1       | 447.39±36.57   | 248.34±12.88   | 291.36±65.32     | 94.44±25.65     | -0.849    | 0.00006   | -0.618    | 0.00964   | -2.248    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000025993 | Slc40a1       | 1315.19±231.92 | 720.26±40.16   | 850.82±101.5     | 420.15±31.1     | -0.869    | 0.00000   | -0.628    | 0.00033   | -1.646    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000029449 | Rhof          | 374.74±40.24   | 126.58±17.89   | 311.43±44.37     | 67.64±18.41     | -1.566    | 0.00000   | -0.267    | 0.52005   | -2.474    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000031732 | Phlpp2        | 938.6±38.91    | 524.69±75.73   | 836.18±41.25     | 286.92±51.98    | -0.839    | 0.00000   | -0.167    | 0.57802   | -1.711    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000032038 | St3gal4       | 10717.24±780   | 5737.95±364.83 | 10147.53±1023.15 | 3604.81±1211.49 | -0.901    | 0.00002   | -0.079    | 0.85768   | -1.572    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000032380 | Dapk2         | 202.94±12.16   | 110.14±8.55    | 148.68±9.88      | 64.74±11.89     | -0.881    | 0.00096   | -0.449    | 0.18494   | -1.646    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000034422 | Parp14        | 1622.15±267.6  | 909.06±86.47   | 1029.58±83.03    | 428.04±35.41    | -0.835    | 0.00000   | -0.656    | 0.00021   | -1.922    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000039304 | Tnfsf10       | 698.07±63.43   | 263.89±37.36   | 509.74±31        | 151.27±15.81    | -1.403    | 0.00000   | -0.453    | 0.02593   | -2.205    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000041515 | Irf8          | 1193.85±142.46 | 477.54±45.22   | 728.51±76.49     | 336.39±30.91    | -1.322    | 0.00000   | -0.712    | 0.00002   | -1.827    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000044309 | Apol7c        | 393.4±27.27    | 91.46±10.71    | 302.96±26.67     | 53.71±3.87      | -2.104    | 0.00000   | -0.377    | 0.06486   | -2.871    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000048521 | Cxcr6         | 52.29±5.84     | 26.06±2.08     | 34.59±4          | 11.69±1.97      | -1.003    | 0.00224   | -0.594    | 1.00000   | -2.154    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000054520 | Sh3bp2        | 206.16±14.74   | 112.87±9.4     | 138.83±28.08     | 74.49±17.06     | -0.869    | 0.00009   | -0.569    | 0.02500   | -1.472    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000068299 | 1700019G17Rik | 697.4±58.08    | 298.49±26.51   | 581.9±71.45      | 166.03±35.99    | -1.225    | 0.00000   | -0.261    | 0.34274   | -2.073    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000079227 | Ccr5          | 77.33±6.43     | 43.85±10.09    | 48.69±4.1        | 25.51±3.77      | -0.817    | 0.00108   | -0.666    | 0.01205   | -1.598    | 0.00000   | 0.00000 | pubmed |

**Appendix Table S13**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Supplemental Information Appendix Fig. S1.

| Ensgene            | Symbol        | HP            | HD           | ZP            | ZD           | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|---------------|---------------|--------------|---------------|--------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000087611 | 4930458D05Rik | 35.5±5.95     | 15.7±0.7     | 39.11±8.81    | 15.58±1.62   | -1.178    | 0.01148   | 0.138     | 1.00000   | -1.191    | 0.00548   | 0.00548 | pubmed |
| ENSMUSG00000089762 | Ier5l         | 24.63±3.02    | 10.12±2.12   | 16.99±1.34    | 9.98±1       | -1.283    | 0.00507   | -0.534    | 1.00000   | -1.298    | 0.00220   | 0.00220 | pubmed |
| ENSMUSG00000090877 | Hspa1b        | 89.39±48.37   | 43.42±16.3   | 50.68±6.34    | 25.25±6.98   | -1.043    | 0.04541   | -0.820    | 0.15821   | -1.828    | 0.00003   | 0.00003 | pubmed |
| ENSMUSG00000094584 | Ms4a18        | 553.64±100.71 | 289.6±28.71  | 544.52±31.88  | 311.97±7.88  | -0.935    | 0.00000   | -0.024    | 0.96048   | -0.828    | 0.00001   | 0.00001 | pubmed |
| ENSMUSG00000095589 | Ighv1-55      | 806.42±229.21 | 181.85±52.19 | 487.01±355.18 | 457.76±63.74 | -2.149    | 0.00601   | -0.728    | 0.52549   | -0.817    | 0.35663   | 0.35663 | pubmed |
| ENSMUSG00000095704 | Gm8221        | 32.51±2.82    | 9.05±0.81    | 25.34±2.25    | 3.47±2.49    | -1.845    | 0.00030   | -0.359    | 1.00000   | -3.217    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000096632 | Igkv9-124     | 54.9±7.01     | 10.73±9.29   | 12.7±2.91     | 24.63±10.36  | -2.358    | 0.00288   | -2.112    | 1.00000   | -1.154    | 0.15853   | 0.15853 | pubmed |
| ENSMUSG00000097343 | 9030407P20Rik | 25.02±3.09    | 9.6±2.46     | 18.85±3.57    | 11.75±7.37   | -1.383    | 0.02220   | -0.410    | 1.00000   | -1.077    | 0.05353   | 0.05353 | pubmed |
| ENSMUSG00000099032 | Tcf24         | 13.56±2.09    | 5.59±2.96    | 12.09±3.31    | 10.04±0.58   | -1.280    | 0.03421   | -0.172    | 0.84429   | -0.437    | 0.45389   | 0.45389 | pubmed |
| ENSMUSG00000103529 | A730089K16Rik | 41.26±3.13    | 19.66±5.8    | 34.56±6.61    | 23.94±3.88   | -1.068    | 0.01908   | -0.256    | 1.00000   | -0.788    | 0.06695   | 0.06695 | pubmed |

**Appendix Table S14**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Supplemental Information Appendix Fig. S1.

| Ensgene            | Symbol   | HP            | HD             | ZP            | ZD            | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|----------|---------------|----------------|---------------|---------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000020407 | Upp1     | 3408.47±375   | 3325.29±343.09 | 629.96±59.01  | 443.34±48.28  | -0.036    | 0.93962   | -2.436    | 0.00000   | -2.942    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000021509 | Slc25a48 | 1103.71±259.5 | 897.42±59.41   | 621.14±110.29 | 265.13±94.15  | -0.299    | 0.58523   | -0.829    | 0.03521   | -2.059    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000037321 | Tap1     | 866.34±176.71 | 645.27±119.45  | 411.18±45.48  | 257.53±47.61  | -0.425    | 0.13992   | -1.075    | 0.00000   | -1.749    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000044827 | Tlr1     | 155.67±31.73  | 123.36±18.21   | 79.02±23.87   | 43.08±0.94    | -0.336    | 0.50022   | -0.977    | 0.00668   | -1.853    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000057346 | Apol9a   | 71.71±20.35   | 98.56±19.27    | 38.44±12      | 19.23±6.82    | 0.460     | 0.30002   | -0.900    | 0.01841   | -1.904    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000068452 | Duox2    | 3883.6±310.71 | 3337.87±118.55 | 779.02±79.53  | 416.45±160.31 | -0.218    | 0.65497   | -2.318    | 0.00000   | -3.222    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000079362 | Gbp6     | 340.01±67.38  | 231.82±35.15   | 119.13±16.18  | 71.29±17.21   | -0.552    | 0.07049   | -1.513    | 0.00000   | -2.250    | 0.00000   | 0.00000 | pubmed |

**Appendix Table S15**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Supplemental Information Appendix Fig. S1.

| Ensgene            | Symbol        | HP              | HD              | ZP             | ZD              | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|---------------|-----------------|-----------------|----------------|-----------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000061947 | Serpina10     | 19.26±6.57      | 13.01±2.9       | 5.35±4.23      | 3.03±1.31       | -0.559    | 0.18650   | -1.820    | 0.00001   | -2.675    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000063206 | Gm15315       | 930.72±141.35   | 1045.24±234.48  | 414.86±101.64  | 651.99±180.19   | 0.167     | 0.80240   | -1.166    | 0.00137   | -0.513    | 0.18382   | 0.18382 | pubmed |
| ENSMUSG00000063354 | Slc39a4       | 1717.2±69.61    | 2216.37±134.48  | 219.28±26.79   | 191.4±38.72     | 0.368     | 0.08876   | -2.969    | 0.00000   | -3.168    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000063388 | BC023105      | 4.93±0.65       | 2.67±1.36       | 0.92±0.65      | 1.46±0.98       | -0.885    | 0.37607   | -2.438    | 0.02951   | -1.712    | 0.05018   | 0.05018 | pubmed |
| ENSMUSG00000068227 | Il2rb         | 98.6±36.31      | 82.31±9.25      | 39.78±15.22    | 44.28±8.72      | -0.260    | 0.69158   | -1.306    | 0.00142   | -1.152    | 0.00245   | 0.00245 | pubmed |
| ENSMUSG00000069792 | Wfdc17        | 29.98±2.54      | 22.93±4.16      | 15.24±2.39     | 12.83±1.52      | -0.388    | 0.32077   | -0.980    | 0.00221   | -1.229    | 0.00005   | 0.00005 | pubmed |
| ENSMUSG00000070348 | Ccnd1         | 1586.11±197.49  | 961.04±11.25    | 747.62±44.8    | 699.98±81.37    | -0.723    | 0.02675   | -1.085    | 0.00033   | -1.180    | 0.00002   | 0.00002 | pubmed |
| ENSMUSG00000070427 | Il18bp        | 210.31±41.49    | 256.85±11.02    | 47.59±10.63    | 51.16±4.75      | 0.289     | 0.37015   | -2.140    | 0.00000   | -2.037    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000072620 | Slfn2         | 215.25±77.57    | 166.09±30.17    | 107.18±51.27   | 112.89±5.29     | -0.374    | 0.51871   | -1.004    | 0.01787   | -0.931    | 0.01458   | 0.01458 | pubmed |
| ENSMUSG00000073421 | H2-Ab1        | 6155.39±893.8   | 6272.1±918.93   | 2963.28±486.3  | 2960.33±628.38  | 0.027     | 0.97182   | -1.055    | 0.00001   | -1.056    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000073555 | Gm4951        | 35.26±8.11      | 23.98±4.47      | 19.99±5.29     | 32.43±5.23      | -0.554    | 0.12891   | -0.818    | 0.01399   | -0.114    | 0.78409   | 0.78409 | pubmed |
| ENSMUSG00000074115 | Saa1          | 2308.41±726.19  | 2635.2±420.41   | 60.96±34.19    | 130.74±38.34    | 0.191     | 0.93688   | -5.243    | 0.00000   | -4.142    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000074151 | Nlrc5         | 236.19±42.88    | 244.15±23.22    | 92.87±24.05    | 80.87±12.92     | 0.048     | 0.93658   | -1.344    | 0.00000   | -1.543    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000074768 | Bhmt          | 55±37.85        | 43.73±39.45     | 7.55±3.23      | 21.06±11.7      | -0.330    | 0.84524   | -2.867    | 0.00191   | -1.381    | 0.13231   | 0.13231 | pubmed |
| ENSMUSG00000074892 | B3galt5       | 145.36±82.41    | 240.62±53.78    | 20.12±2.58     | 22.37±1.84      | 0.728     | 0.30852   | -2.852    | 0.00000   | -2.701    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000076514 | Igkv17-121    | 176.6±102.24    | 200.97±70.58    | 41.52±11.54    | 71.81±24.34     | 0.187     | 0.89092   | -2.088    | 0.00164   | -1.299    | 0.04551   | 0.04551 | pubmed |
| ENSMUSG00000076934 | Iglv1         | 625.49±172.94   | 681.57±282.94   | 201.88±76.44   | 206.77±38.43    | 0.124     | 0.93046   | -1.631    | 0.01059   | -1.597    | 0.00516   | 0.00516 | pubmed |
| ENSMUSG00000078853 | Igtp          | 566.62±179.19   | 357.25±36.38    | 161.54±14.69   | 110.39±29.71    | -0.665    | 0.03931   | -1.810    | 0.00000   | -2.357    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000078920 | Ifi47         | 641.49±125.77   | 650.2±77.24     | 311.53±29.08   | 286.56±18.1     | 0.020     | 0.98075   | -1.042    | 0.00001   | -1.162    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000078921 | Tgtp2         | 46.23±6.02      | 44.68±8.28      | 25.29±4.46     | 34.7±2.69       | -0.047    | 0.95270   | -0.866    | 0.01059   | -0.410    | 0.22338   | 0.22338 | pubmed |
| ENSMUSG00000079180 | Mptx2         | 5424.81±1186.22 | 6362.99±1347.42 | 1841.32±332.23 | 3046.11±1235.13 | 0.230     | 0.86742   | -1.559    | 0.04016   | -0.833    | 0.26694   | 0.26694 | pubmed |
| ENSMUSG00000079362 | Gbp6          | 340.01±67.38    | 231.82±35.15    | 119.13±16.18   | 71.29±17.21     | -0.552    | 0.07049   | -1.513    | 0.00000   | -2.250    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000079445 | B3gnt7        | 740.06±189.24   | 552.68±67.5     | 148.44±19.23   | 167.52±14.82    | -0.421    | 0.22302   | -2.318    | 0.00000   | -2.143    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000079507 | H2-Q2         | 427.12±36.68    | 514.3±14.74     | 233.56±68.39   | 200.42±67.66    | 0.268     | 0.61175   | -0.871    | 0.01740   | -1.093    | 0.00049   | 0.00049 | pubmed |
| ENSMUSG00000079547 | H2-DMb1       | 620.24±35.1     | 643.16±115.65   | 244.3±11.22    | 260.9±62.83     | 0.053     | 0.92894   | -1.344    | 0.00000   | -1.250    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000082292 | Gm12250       | 133.56±33.84    | 144.52±8.9      | 33.85±3.43     | 37.6±7.73       | 0.115     | 0.83270   | -1.981    | 0.00000   | -1.824    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000090942 | F830016B08Rik | 14.56±2.57      | 10.38±0.1       | 5.41±1.33      | 9.17±3.15       | -0.485    | 0.42464   | -1.418    | 0.00566   | -0.652    | 0.16290   | 0.16290 | pubmed |
| ENSMUSG00000093896 | Ighv1-76      | 265.63±172.96   | 180.02±87.9     | 58.21±39.99    | 78.77±9.95      | -0.561    | 0.72369   | -2.191    | 0.03506   | -1.753    | 0.06398   | 0.06398 | pubmed |
| ENSMUSG00000094689 | Ighv1-81      | 276.54±139.58   | 160.91±52.52    | 33.98±7.18     | 65.98±47.56     | -0.781    | 0.54348   | -3.025    | 0.00037   | -2.069    | 0.01246   | 0.01246 | pubmed |
| ENSMUSG00000094694 | Ighv1-9       | 978.4±69.18     | 267.04±120.67   | 194.48±120.15  | 207.16±138.4    | -1.873    | 0.11983   | -2.331    | 0.04373   | -2.240    | 0.02690   | 0.02690 | pubmed |
| ENSMUSG00000095794 | Igkv6-17      | 294.79±92.93    | 160.5±67.72     | 98.78±51.04    | 86.79±21.14     | -0.877    | 0.27312   | -1.578    | 0.01832   | -1.763    | 0.00249   | 0.00249 | pubmed |
| ENSMUSG00000096727 | Psmb9         | 565.73±60.14    | 466.18±73.29    | 250.78±16.17   | 228.04±42.14    | -0.279    | 0.32817   | -1.173    | 0.00000   | -1.309    | 0.00000   | 0.00000 | pubmed |

**Appendix Table S16**

List of genes derived from the RNASEQ experiment shown in Fig. 2. Definitions of the categories see Supplemental Information Appendix Fig. S1.

| Ensgene            | Symbol        | HP             | HD            | ZP             | ZD            | LFC HD-HP | FDR HD-HP | LFC ZP-HP | FDR ZP-HP | LFC ZD-HP | FDR ZD-HP | Ratio   | Links  |
|--------------------|---------------|----------------|---------------|----------------|---------------|-----------|-----------|-----------|-----------|-----------|-----------|---------|--------|
| ENSMUSG00000074261 | Erich4        | 442.41±22.7    | 329.01±17.57  | 386.4±38.86    | 215.65±54.69  | -0.427    | 0.15272   | -0.195    | 0.61182   | -1.038    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000078942 | Naip6         | 2031.65±171.44 | 1487.84±70.67 | 1529.45±200.59 | 934.62±100.45 | -0.449    | 0.01570   | -0.410    | 0.04092   | -1.121    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000079563 | Pglyrp2       | 28.96±10.4     | 18.11±4.97    | 18.04±6.93     | 8.98±0.87     | -0.672    | 0.05726   | -0.672    | 0.05507   | -1.678    | 0.00000   | 0.00000 | pubmed |
| ENSMUSG00000079659 | Tmem243       | 378.57±40.86   | 352.08±7.13   | 348.85±10.52   | 246.34±39.66  | -0.104    | 0.67870   | -0.118    | 0.62148   | -0.622    | 0.00001   | 0.00001 | pubmed |
| ENSMUSG00000085683 | 9130409J20Rik | 1341.65±134.89 | 786±42.84     | 1054.95±115.67 | 494.82±113.43 | -0.771    | 0.00083   | -0.347    | 0.26658   | -1.440    | 0.00000   | 0.00000 | pubmed |

How the deposited data were processed for this re-analysis (not part of the article)

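RNA from the ileum of 12 C57BL/6J mice was sequenced, 3 mice in each of 4 groups: water + PBS, ZnSO4 + PBS, water + Dex and ZnSO4 + Dex. The authors prepared stranded libraries, sequenced them single-end on a NextSeq 500, mapped the reads with hisat to mm10 and counted reads per gene with featureCounts, leaving out reads that map to several places. The table holds raw counts, which were checked to be whole and not negative, for 54838 Ensembl gene IDs; 54809 of them were paired with a symbol in the mouse annotation GENCODE M21, which also gave the positions. Library totals ran from 10760132 to 11827487 counts, and 24517 genes had no counts in any library. Each library was assigned to its group by its label, and 1 column, whose name has its parts in another order, was taken as the third library of water + Dex. Samples of liver and of GR mutant mice, on which the paper also reports, are not among these data, and nothing was computed for them.

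Counts were analysed in R 4.3.3. The filter on low counts of edgeR 4.0.16 (filterByExpr with the 4 groups) kept 15938 genes and left out 38900. Normalization factors by TMM lay between 0.922 and 1.09. The dispersion was estimated robustly (common dispersion 0.0365), the 4 groups were fitted with 1 coefficient each, and contrasts were tested with the quasi-likelihood F test: zinc in PBS-injected mice, Dex in mice on water, zinc with Dex against water + PBS, zinc in Dex-injected mice, Dex in zinc-treated mice, the interaction, and the main effects of both treatments. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a log2 fold change beyond 0.8 in either direction. Standard errors of log2 fold changes come from the same fit. Values per group are means of TMM-normalized CPM with the SD over 3 libraries; 3 libraries against 3 allow an exact two-sided permutation p of 0.1 at the smallest.

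Genes called for both treatments were counted per direction, beside the number that independent lists of the same sizes would share. Genes changed further by zinc are those called for Dex, not called for zinc in the same direction, and called again in that direction between the Dex-injected groups. Genes changed only by the combination are called against each of the 3 other groups and in neither single treatment. Because both single treatments are compared with the same 3 libraries, unchanged groups were also simulated against shared controls.

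The 37 gene lists, 615 genes in all, were written from textbook knowledge before the data were examined, but after the paper's tables with their values had been read. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01, with an estimated correlation, and with fry, with adjustment over the lists. Genes are named in the text by a rule written at the same time: those that the paper names, the 12 highest and 12 lowest called genes per comparison whose groups do not overlap, the 10 genes with the lowest adjusted p for the interaction, and up to 4 called and 3 uncalled members of each list. Predicted genes and immunoglobulin segments were excepted from these places. Members of the classes of Fig 2C that fall outside this rule are named because they make up the class, and were chosen after their values were seen.

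The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no filter and a filter at a mean CPM of 1, a fit of only the groups compared, the replicate number as a block, no minimum fold change, the minimum tested within the model (glmTreat), unadjusted p, smaller minimums of 0.5 for the classes, adjustment over the Dex genes alone, and leaving out each library in turn. A further 3 were chosen after seeing the data: the B cell score as a covariate, leaving out water + PBS replicate 2 and ZnSO4 + Dex replicate 2 together, and leaving out the 10 most abundant genes. Tested on simulated data with the same design, a log2 fold change of 1 was recovered in 74% of changed genes for zinc, 78% for Dex, 66% for zinc in Dex-injected mice and 44% for the interaction, and a log2 fold change of 2 in 98%, 92%, 98% and 88%, with 3, 3, 7 and 8 false calls. Changes were placed only in genes above a minimum mean CPM with water + PBS, so these shares do not cover genes of low counts. For the interaction, many strong changes were simulated at once, which eases the adjusted threshold. No such set was seen in the data, so these shares may be too high for it.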

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

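All tests of explanations given here were chosen after the results were seen, while the gene lists themselves were fixed before. Bootstrap intervals come from drawing the genes of a list again, not the mice. Genes of a list move together, so these intervals may be too narrow, and they leave out the spread between mice. Lists other than those of interferon-stimulated genes, Paneth cells, GR targets, zinc homeostasis and necroptosis are given where at least 25% of their tested members were called in the same direction, with calls from edgeR's quasi-likelihood test.

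Of 21 genes of the epithelial response to bacteria, 13 fell with zinc in PBS-injected mice and 13 in Dex-injected mice; camera gave adjusted p = 0.136 and 0.0714 with an estimated correlation. Scaling set by a few abundant genes is argued against, since the 10 most abundant genes of a library held 6.35% to 9.54% of its counts. Leaving out the 10 most abundant genes of all libraries together, among them Reg3b and Reg3g, took the median log2 fold change of all genes with zinc from -0.0125 to -0.000732. That of the 19 other members was then -1.58 (95% bootstrap interval over genes -2.18 to -0.782). With the B cell score of each library as a covariate, the median of these genes was -1.69 (-2.24 to -0.949), and 14 of them fell, so their fall did not go with that score. This decides little about lymphoid tissue that differs between single libraries, since genes of the epithelium need not follow a B cell score. The median of the B cell markers went from -0.553 to -0.0145 by construction, as the score is their own mean. Fewer lymphocytes in all samples of zinc-treated mice stay open, since the median of these genes minus that of the T cell markers was -0.834, with an interval (-1.39 to 0.0447) that reaches 0. The paper proposes that zinc changes the bacteria of the gut, which may also lower these genes; bacteria were not measured in these samples, so this biological explanation was not tested.

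Of 20 markers of T cells and intraepithelial lymphocytes, 6 fell with zinc in PBS-injected mice and 9 in Dex-injected mice, and of 10 genes of MHC class II presentation, 6 and 6. No marker of T cells is on another list. For the T cell markers, lymphoid tissue that differs between single libraries is argued against as the whole cause, as far as the B cell score tracks it. With that score of each library as a covariate, their median log2 fold change was -0.776 (95% bootstrap interval over genes -0.987 to -0.657). The median of the 6 genes of MHC class II that were called went from -1.09 (-1.29 to -1.01) to -1.04 (-1.27 to -0.921) with this covariate. They kept their calls, as they did in Dex-injected mice. Because these 6 were chosen by their calls in the same libraries, this decides nothing about lymphoid tissue for the list. For the 4 that were not called, lymphoid tissue that differs between single libraries cannot be told apart from an effect of zinc (0.187, interval -0.790 to 0.642). Less lymphoid tissue in all samples of zinc-treated mice cannot be told apart either: the median of B cell markers lay 0.284 (0.176 to 0.541) above that of T cell markers, but per library the difference of their scores did not part zinc from water (exact two-sided permutation p = 0.8, SD 1.21 with water and 1.27 with zinc, n = 3), and in Dex-injected mice B cell markers fell as far as T cell markers (median -1.25 and -1.21). A loss of intraepithelial T cells with zinc may be the biological explanation and was not tested.

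Of 16 interferon-gamma-induced GTPases, 10 fell with zinc in PBS-injected mice and 5 in Dex-injected mice (median log2 fold change -1.00 and -0.61). Of 16 genes of MHC class I and the immunoproteasome, 4 and 8 fell (median -0.70 and -0.83). Of 12 goblet cell markers, 3 rose in PBS-injected and 3 in Dex-injected mice, in both Muc2, Ramp1 and Reg4 (camera, adjusted p = 9.7e-04 and 1.9e-04; adjusted p = 0.321 and 0.250 with an estimated correlation), and only Reg4 with zinc in PBS-injected mice (log2 fold change 1.81) and Ramp1 in Dex-injected mice (0.86) kept the call without each library in turn. Of 13 genes of retinoid metabolism, 4 rose with zinc in PBS-injected mice. Of 19 genes of NF-kB and inflammatory cytokines, 7 fell with Dex. Of 8 genes of gluconeogenesis, 2 rose with Dex (Pck1 and Ppargc1a; camera, adjusted p = 5.5e-04; adjusted p = 0.368 with an estimated correlation). Of 12 endothelial markers, 3 fell with Dex (Kdr, log2 fold change -0.96; Egfl7, -1.01; Cldn5, -1.22) and Lyve1, a marker of lymphatic endothelium, rose (1.54), with a median of -0.10 over the list (camera, adjusted p = 0.632).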

How the results depend on the processing

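All alternatives given here were set before the data were examined, except the 3 named last, which were chosen after seeing the data. Counts are given as higher and lower, and except where a construction is named the cause was not tested. Under DESeq2, RLE and upper-quartile factors, both other filters on low counts, the fit of only the groups compared and the replicate block, the counts of called genes per comparison, their overlaps and the classes were within 1.5 times the values in the text, except 4 genes raised only by the combination with DESeq2 and 11 genes lowered by both treatments when only the groups compared were fitted.

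With no minimum fold change, more genes pass by construction: zinc 352 and 409, Dex 876 and 739, zinc with Dex 1834 and 1841, zinc in Dex-injected mice 303 and 411, Dex in zinc-treated mice 1075 and 1143, both single treatments 51 and 54, both main effects 205 and 234, Dex and not zinc 825 and 685, changed further 26 and 33, combination only 23 and 56. With the minimum tested within the model (glmTreat), a stricter test, these were 15 and 23, 149 and 44, 262 and 178, 13 and 24, 194 and 77, 0 and 1, 0 and 5, 149 and 43, 0 and 0, and 0 and 1. At an unadjusted p under 0.05, also looser by construction, zinc changed 289 and 307, Dex lowered 442, zinc in Dex-injected mice changed 299 and 356, the interaction was called in 95 and 94, both single treatments shared 55 and 45, both main effects lowered 51, Dex and not zinc lowered 397, and 17 and 14 were changed further and 22 and 34 changed only by the combination. A minimum of 0.5 gave 14 genes raised further and, against each single treatment, 20 and 48 of the combination; adjusted over the Dex genes alone with no minimum, 20 and 18 changed further.

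Gene lists were called by camera for zinc (11 and 13), Dex (3 and 3), zinc in Dex-injected mice (9 and 13) and the interaction (2 and 5). With an estimated correlation, which allows for genes that move together, these were 0 and 0, 1 and 0, 0 and 0, and 0 and 0. With fry, 5 lists rose with zinc, 8 fell with zinc in Dex-injected mice, and 0 and 0 were called for the interaction. With the replicate block, 5 lists rose with Dex and 4 with the interaction. The direction of the enterocyte markers for the interaction (camera, adjusted p = 0.0213) reversed without ZnSO4 + Dex replicate 2 (adjusted p = 0.994), and without each library in turn its adjusted p ran from 3.7e-04 to 0.994.

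Without each of the 12 libraries in turn, lowest to highest: lowered by zinc 94 to 168; raised by zinc in Dex-injected mice 69 to 110.0; both single treatments 5 to 16 and 6 to 25; raised in both main effects 12 to 24; changed further 2 to 9 and 3 to 13; combination only 3 to 10 and 7 to 42; lists higher with zinc 7 to 12, with Dex 3 to 5 and for the interaction 2 to 5. Calls without each library in turn were also counted for the genes that the naming rule or the classes of Fig 2C picked. The text does not name all of these genes. Of those called, 67 of 107 for zinc, 83 of 113 for Dex and 70 of 122 for zinc in Dex-injected mice kept their call. The replicate numbers did not mark pairs: of 18 pairs of libraries with the same number, 3 had a correlation of residuals over 0.1 (-0.359 to 0.457, median -0.0557, against 0.0225 for other numbers), and 4 of 12 libraries were closest to one with their own number.

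With 3 libraries per group, smaller changes are missed: in simulated counts a log2 fold change of 1.5 was recovered in 96% of genes for zinc and 72% for the interaction. Both shares hold for genes above a minimum mean CPM with water + PBS, in which alone changes were placed. The share for the interaction may be too high, since many strong interactions were simulated at once. With the B cell score as a covariate zinc changed 121 and 158 genes and Dex 459 and 256, without water + PBS replicate 2 and ZnSO4 + Dex replicate 2 zinc changed 117 and 134 and Dex 450 and 227, and without the 10 most abundant genes zinc changed 124 and 138.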

Differences from the paper's values

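The paper's legends for these counts give a log2 fold change of 0.8 and P < 0.05, and its methods an FDR of 5% with DESeq2. Here the same minimum and an adjusted p under 0.05 are used with edgeR, and an unadjusted p is an alternative. Alternatives named below were set before the data were examined, except where another time is given.

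Genes raised by both Dex and zinc number 20 in the paper and 11 here. The counts with DESeq2 (15) and without water + PBS replicate 3 (16) come within 1.5 times the paper's value, and those under the other alternatives do not. As a share of the genes raised by Dex, the paper's value is 4.2% and the value here 2.49%. It comes close with DESeq2 (3.25%), at a mean CPM of at least 1 (2.84%), with no minimum fold change (5.82%), without water + PBS replicate 3 (3.88%) and without water + Dex replicate 3 (3.12%), and not under the others.

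Genes raised by Dex alone and further by zinc number 17 in the paper and 7 here, 3.8% in the paper and 1.63% here. The count comes close at an unadjusted p under 0.05 (17), with a minimum of 0.5 for the further change (14) and adjusted over the Dex genes alone with no minimum (20), and the share at the same settings (3.13%, 3.26% and 4.65%) and with no minimum at all (3.15%), and not under the others. Genes lowered by Dex alone and further by zinc number 16 in the paper and 9 here, 6.5% in the paper and 3.73% here. The count comes close at an unadjusted p under 0.05 (14), without ZnSO4 + Dex replicate 3 (13), with a minimum of 0.5 (12) and adjusted over the Dex genes alone (18), and the share with no minimum (4.82%), without ZnSO4 + Dex replicate 3 (5.39%), with a minimum of 0.5 (4.98%) and adjusted over the Dex genes alone (7.47%), and not under the others.

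Genes raised only by the combination number 28 in the paper's Appendix Table S9 and 7 here. The count comes close with no minimum (23), at an unadjusted p under 0.05 (22) and with a minimum of 0.5 against each single treatment (20). Genes lowered only by the combination number about 76 in Appendix Fig S1, read by eye, and 14 here. That scheme asks for a change against control, while here a change against each single treatment is asked for too. The count comes close with no minimum (56). The copy of Appendix Table S16 holds 71 lines of this class, and beside that number the count also comes close with a minimum of 0.5 against each single treatment (48). None of the other alternatives brings a count within 1.5 times the paper's.

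For the genes that the paper names in its text or figures or lists in Appendix Tables S3, S4, S10 and S11, 105 log2 fold changes were set beside those of the Appendix Tables, and 3 differ, in sign or by more than the pooled SD over the 3 mice of a group on the log2 scale. For Zbp1 with Dex the paper's value is 0.009 and the value here -0.00496, near 0 on either side, and the sign is the paper's with the replicate block (0.007) and without water + PBS replicate 1 (0.11) or 2 (0.11) or water + Dex replicate 1 (0.04) or 3 (0.02). For Slc25a33 the paper's value is 0.040 with zinc and 1.774 with Dex, and the values here 0.26 and 1.94. Of all alternatives, the value for zinc comes within the error only without ZnSO4 + PBS replicate 3 (0.17) and the value for Dex only without water + Dex replicate 3 (1.86). By the same measure, of 1953 log2 fold changes for zinc or Dex in all lines of the Appendix Tables that were tested here, 72 differ, 35 of them in sign; alternatives were not compared for these lines. Among them are Hsd3b2 (the paper's value 1.330, here 2.15), Igf1r (0.058 and 0.43), Klk1b3 (-15.085 and -0.05) and Rsad2 (0.029 and -0.0116), each with zinc, which were chosen after their values were seen.

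Of 275 genes in Appendix Table S1, 271 were tested here, all 271 with the paper's sign; 181 were called, 90 were not, and 82 were called here and are not in that table. Across these genes, which are not independent replicates, the Pearson correlation of both sets of log2 fold changes was 0.998 and their median absolute difference 0.0287. DESeq2 called 219 of these genes, 40 of which edgeR did not call at the same thresholds, edgeR at an unadjusted p under 0.05 called 245 (64 more) and with no minimum 196 (15 more). Of the 20 genes that Appendix Tables S3 and S4 list as induced by both treatments, 10 were called here for both, 12 with DESeq2 and 16 at an unadjusted p. Of the 12 genes that Appendix Tables S10 and S11 list as reduced by both, 11 were called here and 12 with DESeq2. Of 17 genes listed as induced further (Appendix Table S5), all had a positive log2 fold change between the Dex-injected groups here, 10 with an adjusted p under 0.05 and 4 beyond the minimum, and of 16 listed as reduced further (Appendix Table S12), all had a negative one, 11 with an adjusted p under 0.05 and 8 beyond the minimum. Of 27 tested genes of Appendix Table S9, all were higher with both treatments than with Dex, 21 at an adjusted p under 0.05 and 6 beyond the minimum.

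The paper lists Klb among genes induced by both treatments, and it was called here for neither (adjusted p = 0.352 and 0.310 from edgeR's quasi-likelihood test) nor under any alternative. Appendix Fig S2 shows Fam84a as induced by zinc, and it was called here for zinc only at an unadjusted p under 0.05. Glul, shown as induced further by zinc, passed here with no minimum or a minimum of 0.5 (log2 fold change 0.53), and Cdk6 and Slc45a4, shown as induced by the combination, had 0.77 and 0.63 between the Dex-injected groups. Both passed there with no minimum, and Cdk6 also with upper-quartile factors (0.82) and, chosen after seeing the data, with the B cell score as a covariate (0.81). Pck1 rose here with Dex and with zinc, and Slc30a2, Acsm3, Frmd3 and Aadac with zinc, as shown there.

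In the Appendix Tables a column labelled Ratio holds, in 988 of 997 lines, the value of the FDR for zinc with Dex against water + PBS, and its highest value is 0.981. It cannot be a ratio for genes that are induced, and it was not used.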

Other observations

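The tests of the overlap of main effects and of the mitochondrial share were chosen after the results were seen, and the counts of other splits were planned before.

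Besides genes of immunity, zinc lowered Hk2 and Creld2, and genes of glutathione defence moved in both directions. Hk2, which encodes hexokinase 2, fell from 117 ± 12.6 to 39.2 ± 3.73 CPM (SD, n = 3 mice) in PBS-injected mice, a log2 fold change of -1.58 (standard error 0.128, adjusted p = 7.1e-05) from edgeR's quasi-likelihood test, and from 165 ± 29.2 to 74.2 ± 2.36 CPM in Dex-injected mice (-1.15, adjusted p = 3.5e-04). Creld2, a protein of the endoplasmic reticulum, fell by 0.96 on the log2 scale with zinc (adjusted p = 0.00806), and 2 of 16 genes of the unfolded protein response fell (2 when adjusted over the list alone). Of 18 genes of NRF2 and glutathione defence, 4 rose and 2 fell (6 and 2 when adjusted over the list alone). Gstm1, a glutathione transferase, rose by 1.19 (adjusted p = 2.2e-04), and Gpx2, a glutathione peroxidase of the epithelium, fell by 1.23 (adjusted p = 6.0e-04). Ret, which encodes a receptor of enteric neurons, rose by 1.31 (adjusted p = 0.00160), and Tac1, which encodes the precursor of substance P, fell by 1.06 (adjusted p = 0.00480).

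Among the genes that Dex raised were some of lipid metabolism. Ppara, the receptor that drives fatty acid oxidation, rose from 24.1 ± 5.41 to 84.6 ± 4.66 CPM, a log2 fold change of 1.81 (standard error 0.157, adjusted p = 1.1e-05) from edgeR's quasi-likelihood test. Of 17 genes of fasting and lipid metabolism, 4 rose (5 when adjusted over the list alone), and of 16 genes of cholesterol synthesis, 2 rose (2 when adjusted over the list alone). Of 48 interferon-stimulated genes, Dex lowered 14 and raised 1 (14 and 1 when adjusted over the list alone; camera, adjusted p = 1.1e-05; adjusted p = 0.891 with an estimated correlation). Irf8, a transcription factor of myeloid cells, fell by 1.34 on the log2 scale with Dex (adjusted p = 3.6e-05), and Irf1 fell by 1.18 (adjusted p = 9.2e-06).

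The paper reports by RT-qPCR, in other experiments, that zinc lowers Zbp1 and Mlkl, and that TNF induces Ripk3 less in mice given zinc. The products of these genes act in necroptosis. The mice here received no TNF, so the values for Ripk3 are not a test of that report. In these libraries Ripk3 was at 43.1 ± 6.55, 24.8 ± 3.17, 37.9 ± 3.45 and 26.3 ± 2.39 CPM with water + PBS, ZnSO4 + PBS, water + Dex and ZnSO4 + Dex, and its log2 fold change with zinc in PBS-injected mice was -0.80 (standard error 0.131, adjusted p = 0.00479) from edgeR's quasi-likelihood test, just short of the minimum. Mlkl was at 16.6 ± 1.93, 11.4 ± 1.58, 14.1 ± 1.41 and 9.84 ± 1.42 CPM in the same order, with a log2 fold change of -0.54 (standard error 0.148, adjusted p = 0.0543) with zinc. Irf2 and Irf3 had log2 fold changes of -0.02 (adjusted p = 0.933) and -0.20 (adjusted p = 0.372) with zinc. Of 14 genes of necroptosis and TNF-induced cell death, Zbp1 alone was called in either comparison of zinc. Among 14 markers of Paneth cells none was called for zinc with edgeR (2 lower when adjusted over the list alone). Lyz1 was at 8189.6 ± 1830.5 with water and 6714 ± 1376 CPM with zinc (log2 fold change -0.29, adjusted p = 0.700), and Mmp7 at 290.3 ± 54.4 and 190.2 ± 19.5 CPM (-0.61, adjusted p = 0.173). Il6 had too few counts to be tested, and Defa6 is not in the table.

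The 22 mitochondrially encoded genes took 2.97 ± 0.110% of the counts with water + PBS, 3.96 ± 0.206% with ZnSO4 + PBS, 3.23 ± 0.208% with water + Dex and 4.20 ± 0.265% with ZnSO4 + Dex (SD, n = 3). Each comparison of zinc and water gave an exact two-sided permutation p of 0.1, the smallest that 3 mice against 3 allow. With the 6 libraries of zinc against the 6 of water, the exact permutation p was 0.00216. The mean log2 CPM of B cell markers differed widely between libraries of the same group (5.72 ± 1.48 with water + PBS, 5.01 ± 1.67 with ZnSO4 + PBS, 4.60 ± 1.35 with water + Dex and 3.80 ± 0.913 with ZnSO4 + Dex).

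More genes were called for both main effects than independent lists give, and of 79 such genes 47 moved the same way and 32 in opposite directions (expected 12.4 and 13.2). Genes that respond whatever the treatment may account for this, and it cannot be told apart from a shared response: 59.5% moved the same way (95% Wilson interval 48.5 to 69.6), where independent lists give 48.4%, which lies at the lower bound.

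Other splits of the libraries were counted with edgeR. For 3 libraries against 3 there are 10 splits, too few to decide about chance. The real value and the highest of the other splits were 263 and 1 genes for zinc, 701 and 0 for Dex, 1495 and 0 for zinc with Dex, 292 and 0 for zinc in Dex-injected mice, 922 and 0 for Dex in zinc-treated mice, and 16 and 0 for genes changed further. For gene lists with camera they were 24 and 18 for zinc, 6 and 14 for Dex (7 of 10 splits gave as many) and 22 and 15 for zinc in Dex-injected mice. Over 100 splits that exchange zinc and water among the 12 libraries, within PBS-injected and within Dex-injected mice, chance can be excluded for the main effect of zinc (416 genes, highest other 3), matched by 1 split, the real one. The splits decide nothing about the gene lists of the interaction (7, highest other 23, reached by 83). A split that exchanges unlike numbers of libraries in PBS-injected and in Dex-injected mice carries the effect of zinc into the interaction. For genes the splits decide nothing about the interaction, since 0 were called, which all 100 reach (highest other 20). They decide nothing about the genes called for both main effects (19 higher and 28 lower, 0 and 0 in other splits) or changed only by the combination (21, highest other 2) either, since only 2 of 99 other splits called any gene for zinc. For the 30.0 genes called for both treatments against the same controls, 100 splits of the 9 libraries without ZnSO4 + Dex were counted, and 7 reached that number: the real one and 6 that set the 3 libraries of 1 treated group apart as controls. These called up to 516. With a treated group as controls, both other groups are mixtures of libraries without that treatment, so they share its effect in reverse. The 93 remaining splits shared at most 6 genes, but only 1 of them called genes in both comparisons, so that they decide nothing about this overlap.

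The remaining gene lists are given by their median log2 fold change and, in brackets, the adjusted p from camera at the preset correlation. For zinc in PBS-injected mice these were unfolded protein response -0.49 (7.3e-08), cell cycle -0.28 (1.4e-05), NF-kB and inflammatory cytokines -0.69 (1.0e-04), macrophages, dendritic cells and monocytes -0.34 (0.00119), heat shock -0.45 (0.00158), necroptosis -0.18 (0.00253), endothelium 0.24 (0.00506), enteric neurons and glia 0.34 (0.00720), fibroblasts 0.36 (0.00821), B cells and plasma cells -0.55 (0.0112), smooth muscle 0.30 (0.0133), erythrocytes 1.21 (0.0141), NRF2 and glutathione defence 0.32 (0.0251), cholesterol synthesis 0.25 (0.0372), enteroendocrine cells 0.22 (0.0440), gluconeogenesis 0.34 (0.0731), adipocytes 1.00 (0.117), glycolysis -0.07 (0.142), eosinophils and mast cells 0.19 (0.143), Paneth cells -0.24 (0.143), the circadian clock 0.17 (0.179), tuft cells 0.12 (0.209), neutrophils -0.47 (0.235), enterocytes -0.07 (0.498), fasting and lipid metabolism -0.14 (0.557) and stem cells -0.00452 (0.557). Of these, unfolded protein response, cell cycle, NF-kB and inflammatory cytokines, macrophages, dendritic cells and monocytes, heat shock, necroptosis, endothelium, enteric neurons and glia, fibroblasts, B cells and plasma cells, smooth muscle, erythrocytes, NRF2 and glutathione defence, cholesterol synthesis and enteroendocrine cells were called, with adjusted p = 0.209 to 0.565 with an estimated correlation. Median, mean and test differed in sign for fasting and lipid metabolism (mean -0.14, test higher) and stem cells (mean 0.05, test higher).

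For Dex they were unfolded protein response -0.07 (0.617), cell cycle -0.20 (0.116), macrophages, dendritic cells and monocytes -0.07 (0.430), heat shock -0.07 (0.632), necroptosis -0.13 (0.430), enteric neurons and glia 0.19 (0.444), fibroblasts -0.02 (0.917), B cells and plasma cells -1.23 (0.0706), smooth muscle 0.07 (0.600), erythrocytes 0.26 (0.430), NRF2 and glutathione defence 0.06 (0.615), cholesterol synthesis 0.55 (1.1e-05), enteroendocrine cells 0.17 (0.135), adipocytes 1.38 (0.130), glycolysis 0.09 (0.129), eosinophils and mast cells 0.02 (0.238), Paneth cells 0.13 (0.430), the circadian clock 0.04 (0.430), tuft cells 0.06 (0.818), neutrophils -0.56 (0.430), enterocytes 0.38 (0.0516), fasting and lipid metabolism 0.28 (0.0656), stem cells -0.06 (0.818), interferon-stimulated genes -0.29 (1.1e-05), interferon-gamma-induced GTPases -0.51 (0.0130), xenobiotic metabolism 0.45 (0.114), goblet cells 0.20 (0.0516), MHC class I -0.08 (0.969), MHC class II -0.03 (0.632), T cells -0.24 (0.621), the epithelial response to bacteria 0.12 (0.680), retinoid metabolism 0.16 (0.257) and zinc homeostasis 0.05 (0.430). Only cholesterol synthesis, interferon-stimulated genes and interferon-gamma-induced GTPases were called, with adjusted p = 0.891 for each with an estimated correlation. Median, mean and test differed in sign for fibroblasts (mean 0.00399, test higher) and tuft cells (mean -0.03, test higher).

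For zinc in Dex-injected mice they were unfolded protein response -0.43 (4.2e-06), cell cycle 0.01 (0.832), NF-kB and inflammatory cytokines -0.38 (0.00710), macrophages, dendritic cells and monocytes -0.14 (0.133), heat shock -0.12 (0.568), necroptosis -0.34 (5.0e-06), endothelium 0.29 (0.00356), enteric neurons and glia 0.20 (0.0837), fibroblasts 0.45 (0.00176), B cells and plasma cells -1.25 (0.00718), smooth muscle 0.39 (0.00618), erythrocytes -0.20 (0.530), NRF2 and glutathione defence 0.40 (0.0374), cholesterol synthesis -0.27 (0.00176), enteroendocrine cells 0.39 (0.00176), gluconeogenesis 0.27 (0.232), adipocytes -1.13 (0.00718), glycolysis -0.07 (0.0512), eosinophils and mast cells 0.56 (0.00920), Paneth cells 0.03 (0.568), the circadian clock 0.09 (0.510), tuft cells 0.38 (0.00236), neutrophils -0.37 (0.318), enterocytes -0.39 (0.00236), fasting and lipid metabolism 0.04 (0.760), stem cells 0.12 (0.172), interferon-gamma-induced GTPases -0.61 (1.2e-09), xenobiotic metabolism 0.46 (0.0139), MHC class II -1.14 (2.0e-06), retinoid metabolism 0.16 (0.0596) and zinc homeostasis -0.17 (0.512). Those called were unfolded protein response, NF-kB and inflammatory cytokines, necroptosis, endothelium, fibroblasts, B cells and plasma cells, smooth muscle, NRF2 and glutathione defence, cholesterol synthesis, enteroendocrine cells, adipocytes, eosinophils and mast cells, tuft cells, enterocytes, interferon-gamma-induced GTPases, xenobiotic metabolism and MHC class II, with adjusted p = 0.0714 to 0.498 with an estimated correlation. Median, mean and test differed in sign for cell cycle (mean -0.00348, test lower), Paneth cells (mean -0.10, test lower) and zinc homeostasis (mean 0.29, test lower). In mean log2 CPM per library, 1 library of ZnSO4 + Dex stood apart in some lists. Enterocyte markers were at 9.29, 8.27 and 9.30 in its replicates 1 to 3 and at 9.29 to 9.70 with water + Dex. Adipocyte markers were at 3.26, 4.74 and 0.659 against 4.17 to 5.56. Xenobiotic genes were at 5.98, 5.10 and 6.24 against 5.02 to 5.31.

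For the interaction they were unfolded protein response 0.07 (0.376), cell cycle 0.30 (9.6e-06), NF-kB and inflammatory cytokines 0.10 (0.373), macrophages, dendritic cells and monocytes 0.14 (0.111), heat shock 0.29 (0.00449), necroptosis -0.10 (0.187), endothelium 0.02 (0.872), enteric neurons and glia -0.10 (0.509), fibroblasts 0.08 (0.579), B cells and plasma cells -0.57 (0.977), smooth muscle 0.05 (0.872), erythrocytes -1.28 (0.00309), NRF2 and glutathione defence 0.02 (0.892), cholesterol synthesis -0.42 (6.2e-08), enteroendocrine cells 0.14 (0.224), gluconeogenesis -0.05 (0.892), adipocytes -2.07 (9.6e-06), glycolysis -0.06 (0.873), eosinophils and mast cells 0.46 (0.269), Paneth cells 0.27 (0.573), the circadian clock -0.10 (0.579), tuft cells 0.21 (0.0858), neutrophils 0.08 (0.892), fasting and lipid metabolism 0.15 (0.866), stem cells 0.06 (0.579), interferon-gamma-induced GTPases 0.10 (0.338), xenobiotic metabolism -0.42 (0.127), goblet cells 0.08 (0.764), MHC class I -0.16 (0.371), MHC class II -0.10 (0.863), T cells -0.11 (0.579), the epithelial response to bacteria 0.15 (0.892), retinoid metabolism -0.29 (0.143) and zinc homeostasis -0.05 (0.729). The lists called were cell cycle, heat shock, erythrocytes, cholesterol synthesis and adipocytes, with adjusted p = 0.653 for each with an estimated correlation. Median, mean and test differed in sign for NRF2 and glutathione defence (mean 0.02, test lower), neutrophils (mean -0.33, test higher), fasting and lipid metabolism (mean 0.22, test lower) and the epithelial response to bacteria (mean 0.07, test lower). The library that stood apart in adipocyte markers, ZnSO4 + Dex replicate 3, enters the interaction too.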
